# Glucose transport dependency defines a therapeutic vulnerability in JAK2V617F-driven myeloproliferative neoplasms

**DOI:** 10.1186/s12964-026-03018-4

**Published:** 2026-06-23

**Authors:** Patrick Weiand, Nicolas Chatain, Marcelo A. Szymanski de Toledo, Julia Moellmann, Tabea Pirker, Siddharth Gupta, Henrike Jacobi, Jelena Lazarevic, Margherita Vieri, Maria Jimena Rodriguez, Steffen Koschmieder, Deniz Nogueira Gezer, Julian Baumeister

**Keywords:** MPN, JAK2V617F, CALR, MPL, Metabolic reprogramming, HIF-1, GLUT1, GLUT3, Glucose transport

## Abstract

**Background:**

Myeloproliferative neoplasms (MPN) comprise a heterogenous group of hematological malignancies that include polycythemia vera (PV), essential thrombocythemia (ET), and primary myelofibrosis (PMF). Current therapeutic strategies rely on cytoreductive approaches that mitigate disease burden and thromboembolic risk but are not curative. Allogeneic stem cell transplantation remains the only curative option, underscoring the need for novel therapeutic strategies. We previously identified hypoxia–inducible factor 1 (HIF-‍‍1) as a selective vulnerability in JAK2V617F–positive cells, but the underlying metabolic mechanisms remain incompletely defined.

**Methods:**

In vitro studies utilized 32D cells transduced with an empty vector control, *Jak2*WT, or *Jak2*V617F. To evaluate metabolic dependencies, CRISPR-Cas9 was used to generate *Slc2a1* (GLUT1) and *Slc2a3* (GLUT3) knockout clones, which were subsequently characterized via RNA sequencing, extracellular flux analysis, and cellular fitness assays (proliferation, viability, and apoptosis). Pharmacological targeted inhibition of GLUT1/3 was evaluated in human JAK2V617F–mutated post-MPN AML cell lines (SET-2, HEL), primary patient-derived cells and a *Jak2*V617F knock-in mouse model. Combinatorial efficacy was assessed using the JAK1/2 inhibitor ruxolitinib.

**Results:**

JAK2V617F induced HIF-1–dependent metabolic reprogramming, characterized by increased glycolytic flux and oxidative metabolism. Complete abrogation of glucose uptake occurred only upon combined loss of GLUT1 and GLUT3 in *Jak2*V617F cells, revealing functional redundancy between these transporters that sustains enhanced glycolysis. Disruption of glucose uptake selectively induced stress–associated transcriptional programs and replication stress, triggering an S-phase arrest that culminated in apoptosis and impaired viability, specifically in *Jak2*V617F cells.

In vivo, pharmacological inhibition of HIF-1 or GLUT induced a reorganization of erythropoiesis to the spleen but did not ameliorate core disease features. In contrast, in vitro GLUT inhibition robustly reduced cell viability in human SET-2 and HEL cell lines and impaired proliferation, viability, and colony formation in patient-derived PBMCs.

**Conclusions:**

Collectively, these findings establish HIF-1–driven glucose metabolism as a metabolic vulnerability in JAK2V617F-positive MPN. The selective exhaustion of patient–derived clones defines the HIF-1–GLUT1/3 axis as a central, targetable bottleneck. These data provide a mechanistic rationale for further investigation of HIF-1 or GLUT inhibitors, suggesting that targeting this fundamental requirement may help overcome clinical limitations to achieve disease modification and eradicate the malignant clone.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-026-03018-4.

## Background

Philadelphia chromosome–negative myeloproliferative neoplasms (MPN) comprise a heterogenous group of diseases driven by clonal hematopoietic stem and progenitor cells (HSPCs) harboring mutually exclusive driver mutations in *JAK2*, *CALR*, or *MPL*. These mutations confer cytokine-independent proliferation and aberrant differentiation of myeloid progenitor cells [1–3]. The most prevalent driver mutation, *JAK2*V617F, is detected in 90% of patients with polycythemia vera (PV) and in 50–60% of patients with essential thrombocythemia (ET) or primary myelofibrosis (PMF) [4]. Due to their proliferative advantage, *JAK2*V617F–positive cells progressively dominate the bone marrow (BM) niche, displacing wild-type (WT) hematopoietic stem cells (HSCs) and resulting in clonal dominance [1, 5].

Current therapeutic strategies for MPN primarily aim to control symptoms and reduce the risk of thromboembolic and cardiovascular complications by normalizing peripheral blood counts. JAK2 inhibitors, including ruxolitinib and fedratinib, as well as interferon-α therapy, can alleviate disease burden and improve clinical outcomes. However, these treatments do not eradicate the malignant clone. At present, allogenic hematopoietic stem cell transplantation remains the only curative option but is restricted to selected patients with advanced myelofibrosis or post-PV/ET myelofibrosis due to its associated morbidity and mortality [6–9]. Consequently, no therapies in routine clinical use specifically target mutated HSPCs, underscoring the need for novel approaches that selectively target vulnerabilities of disease-driving clones [7].

Our group highlighted a potential vulnerability of JAK2V617F–positive HSPCs, recognizing that the constitutive induction and activation of hypoxia signaling in JAK2V617F–positive cells was linked to increased cell survival and proliferation [10]. We were able to show effective and selective reduction in viability and proliferation specifically in JAK*2*V617F–positive cells in murine and patient–derived samples via inhibition of HIF-1 with echinomycin (Ech). Notably, *Jak*2WT cells did not induce HIF-1 stabilization and were mostly unaffected by Ech treatments, indicating unique vulnerability in JAK2V617F–positive cells [10]. These findings were supported by reports which assign a non-essential role to HIF-1α and -2α in healthy HSCs, but an essential role in AML and CML [11–13].

Further transcriptomic and metabolomic profiling of *Jak2*V617F–positive cells by our group and Rao *et al.* revealed a Warburg–like metabolic shift driven by HIF-1 signaling [10, 14, 15]. While metabolic reprogramming supports enhanced proliferation and resistance to apoptosis, it simultaneously introduces targetable metabolic dependencies [15, 16]. Key glycolytic enzymes, including GLUT1, GLUT3, and PFKFB3 were upregulated in *Jak2*V617F–positive cells, which was ameliorated by HIF-1 inhibition or *Hif1α* knockdown (KD) [10]. HIF-1 is already recognized as a central regulator of metabolic rewiring and a potential therapeutic target across multiple hematological malignancies [17–19]. In line with this, targeting of PFKFB3 in JAK2V617F–positive cells induced apoptosis and suppressed proliferation in vitro and in vivo models, with minimal effects on WT HSCs [14]. Recently, selective inhibition of GLUT1 was shown to significantly impair viability and proliferation in murine AML models and patient–derived samples, further supporting the therapeutic potential of exploiting glucose dependency in hematological malignancies [14, 20].

To further define the role of HIF-1 in shaping the metabolic phenotype of MPN and to evaluate its potential as a selective therapeutic target in mutated HSPCs, we investigated HIF-1 inhibition in a murine model and in patient samples harboring driver mutations in either *JAK2*, *CALR*, or *MPL*. This approach extends our previous work, which focused exclusively on HIF-1α in the context of JAK2 mutations [21].

In contrast to other glycolytic enzymes upregulated by HIF-1 signaling in *JAK2*V617F–positive cells such as LDHA or PDK, GLUT1 and GLUT3 are dispensable for the maintenance of WT HSCs, rendering them attractive candidates for *JAK2*V617F–selective targeting [22, 23]. We hypothesize that disruption of glucose uptake phenocopies the pro-apoptotic and anti-proliferative effects previously reported upon HIF-1 inhibition. To test this, we utilized CRISPR-Cas9-mediated knockout (KO) of *Slc2a1* and *Slc2a3*, encoding GLUT1 and GLUT3, in 32D *Jak2*V617F cells. In parallel, we sought to validate both our previous and concurrent findings in a murine *Vav-iCre Jak2*V617F knock-in (KI) model via pharmacological inhibition. To extend our findings from 32D cells and in vivo models to a clinical context, we evaluated the effects of HIF-1 and GLUT1/3 inhibition in primary MPN patient samples.

## Methods

### Cell lines

Murine 32D suspension cells (DSMZ, Braunschweig, Germany) were cultured in RPMI-1640 (Thermo Fisher Scientific, Waltham, USA), supplemented with 10% fetal calf serum (FCS; PAN-Biotech, Aidenbach, Germany and Capricorn Scientific, Ebsdorfergrund, Germany), 1% penicillin/streptomycin (Thermo Fisher Scientific, Waltham, USA) and 10% supernatant of WEHI-3B cells as a source of murine interleukin-3 (IL-3), essential for cytokine–dependent growth of 32D cells. Cells were cultured at 37 °C in a humidified atmosphere containing 5% CO_2_. 32D MPL *Jak2*WT or *Jak2*V617F GLUT1/3 WT or KO cells were cultured in RPMI-1640 supplemented with 10% serum (Capricorn Scientific, Ebsdorfergrund, Germany), murine IL-3 (2 ng/mL, ImmunoTools, Friesoythe, Germany), D-glucose (5 mM, Thermo Fisher Scientific, Waltham, USA) and L-glutamine (1 mM, Thermo Fisher Scientific, Waltham, USA) (low-supplemented RPMI) for MTT, apoptosis, and proliferation assays as well as RT-qPCR and RNAseq. SET2 and HEL cells (DSMZ, Braunschweig, Germany) were cultured in RPMI-1640, supplemented with 10% fetal calf serum (20% for SET2 cells) and 1% penicillin/streptomycin. Cells were cultured at 37 °C in humidified atmosphere containing 5% CO_2_.

### Extracellular flux analysis

Extracellular metabolic flux and plasticity were assessed using Seahorse extracellular flux assays according to the manufacturer’s protocol with an XF96 Seahorse Analyzer (Agilent Technologies, Santa Clara, USA). 2.5 × 10^5^ 32D cells previously incubated for 24 h at 37 °C in the presence of mIL-3 (2 ng/mL, ImmunoTools, Friesoythe, Germany) were washed repeatedly with phosphate-buffered saline (PBS), resuspended in Seahorse XF RPMI1640 (Agilent Technologies, Santa Clara, USA), supplemented to 1 mM L-Glutamine (Thermo Fisher Scientific, Waltham, USA) and seeded onto 96-well Seahorse XF plates. Plates were coated with 50 µg/mL poly-D-lysine (Thermo Fisher Scientific, Waltham, USA) diluted in PBS one day prior. Cells were centrifuged at 200 xg for 1 min without break to promote uniform monolayer adhesion. Following centrifugation, plates were incubated at 37 °C without CO_2_ supplementation for approximately 1 h. Seahorse cartridge ports A to C were loaded with glucose (10 mM, port A), inhibitors of mitochondrial complexes V (oligomycin, 1 µM) or I/III (rotenone/antimycin A, 0.5 µM each) (port B) and 2-deoxy-D-glucose (2-DG) (port C), which were sequentially injected into all wells simultaneously during assay to stimulate, stress and disrupt cellular metabolism. Extracellular flux was measured via extracellular acidification rate (ECAR) and oxygen consumption rate (OCR). Reagents used in injections were included in either XF Glycolytic Stress Assay or XF Glycolytic Rate Assay Kit (Agilent Technologies, Santa Clara, USA).

### CRISPR-Cas9–mediated gene editing

Multiple knockout (KO) clones of the murine 32D cell line previously transduced to express the human thrombopoietin receptor *MPL* and murine *Jak2*WT or *Jak2*V617F were generated using CRISPR-Cas9–mediated genome editing via nucleofection using a 4D-Nucleofector^®^ X Unit in conjunction with a SF Cell Line 4D-Nucleofector^®^ X Kit S (Lonza Bioscience, Basel, Switzerland) in accordance with manufacturers protocol. 32D cells underwent an initial round of single cell dilution to minimize clonal variability and cultured in WEHI-3B-supplemented RPMI-1640 to maximize viability and proliferation 24 h prior to first round of CRISPR. Nucleofection was performed using program CV-137, which is optimized for high transfection efficiency and viability in 32D cells when used with SF kits. GuideRNAs (gRNA) were selected from the pre–designed AltR CRISPR-Cas9 gRNA database (Integrated DNA Technologies, Coralville, USA) for two targets in *GLUT1* exon 3 and 4 and one site in *GLUT3* exon 5 (Table S1).

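In GRCm39, GLUT1 is encoded by Slc2a1 (ENSMUSG00000028645.13), on the forward strand of chromosome 4 from 118965908 to 118996365 in the reference annotation. GLUT3 is encoded by Slc2a3 (ENSMUSG00000003153.12), on the reverse strand of chromosome 6 from 122704768 to 122778599. One GLUT1 guide, CAAACATGGAACCACCGCTA, was searched together with its PAM CGG and had 1 perfect match in the genome, at 118989341 to 118989360 on the forward strand. It lies in exon 3 of the transcript Slc2a1-201, within the coding sequence, and the last base before its cleavage site is 118989357. The reference sequence around this guide reads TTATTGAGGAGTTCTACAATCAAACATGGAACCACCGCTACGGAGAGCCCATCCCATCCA. The GLUT3 guide, GGACTCTTTGTCAACCGCTT, searched together with its PAM TGG, matched perfectly at 1 site, at 122716798 to 122716817 on the reverse strand. By the numbering of the transcript Slc2a3-201 it lies in coding exon 3, and its cleavage site lies between base 122716800 and the next higher base. The sequence around it, on the strand of the guide, reads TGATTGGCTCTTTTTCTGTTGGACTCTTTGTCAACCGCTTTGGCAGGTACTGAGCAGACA.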

Following nucleofection, cells were cultured for 24 h in 37 °C, 5% CO_2_. For clonal isolation, 2 × 10² edited bulk cells were seeded into 20 mL of medium and evenly distributed across two 96-well plates to achieve single-cell dilution and screened after approximately one week by brightfield microscopy for single-cell–derived colonies. For downstream validation, approximately 5 × 10⁵ cells were harvested from each clone at multiple time points.

Protein lysates were analyzed by immunoblotting using antibodies listed in Table S4 to assess loss of protein expression. Due to unspecific binding and poor performance of the GLUT3 antibody, KO of *Slc2a3* was primarily validated by Sanger sequencing (Table S2). GLUT1 KO clones identified by immunoblotting were additionally confirmed by sequencing. PCR amplicons spanning the CRISPR target sites were submitted for Sanger sequencing using the Mix2Seq Kit (Eurofins, Ebersberg, Germany). Sequencing chromatograms were aligned and analyzed for insertion–deletion events using CrispID (KU Leuven) and Inference of CRISPR Edits (ICE) analysis software (EditCo Bio, USA) [24, 25].

### Immunoblotting

SDS-Page and Western blot were performed as previously described [26]. Antibodies used are listed in Table S4.

### Glucose uptake assays

32D KO clones of both genetic backgrounds were characterized for their glucose uptake using the bioluminescence-based Glucose Uptake-Glo™ Assay (Promega, Madison, USA). Cells were cultured in RPMI1640 media, with the addition of mIL-3 (2 ng/mL, ImmunoTools, Friesoythe, Germany) to enable proliferation of *Jak2*WT cells. Cells were washed twice with PBS and seeded onto a 96-well white non-transparent plate (Thermo Fisher Scientific, Waltham, USA) in 100 µL PBS. The assay was conducted following manufacturers protocol, incubating cells at RT for at least 1 h after the detection reagent was added. Luminescence was recorded using a Tecan Infinite M200 (Tecan, Männedorf, Switzerland) with an integration time of 1.0 s.

### MTT assays

Metabolic activity of 32D, HEL and SET 2 cells was characterized by seeding cells in analytical triplicates onto a 96-well plate for 72 h in 100 µL of the respective medium detailed in the Cell Lines section. 3 × 10^4^ (32D and SET2) or 2 × 10^4^ (HEL) were seeded per well. After incubation, 10 µL of 3-(4,5-dimethylthiazol-2yl)-2,5-dipheyltetrazolium bromide (5 mg/ mL, MTT) reagent (Sigma-Aldrich, St. Louis, USA) were added to each well using a multichannel pipette, and plates were incubated in the dark at room temperature for 4 h. In case of SET2 cells, plate was incubated at 37 °C, 5% CO_2_ for 4 h. Subsequently, 100 µL of isopropanol-HCL (490 mL isopropanol + 10 mL HCL [2 M]) were added to each well and thoroughly mixed by repeated pipetting. Absorbance was measured using a Multiskan FC Microplate Photometer (Thermo Fisher Scientific, Waltham, USA) at 550 nm. To quantify the interaction between Glutor and ruxolitinib, the Coefficient of Drug Interaction (CDI) was calculated using the formula CDI = AB / (A × B), where AB represents the relative metabolic viability of the combination treatment, and A and B represent the relative viabilities of the respective single-agent treatments.

### Proliferation assays

Proliferation rates of 32D GLUT1/3 KO cells were assessed by seeding 1 × 10^5^ cells of all groups and genetic backgrounds into 6-well plates in 3 mL of low-supplemented RPMI-1640. Every 24 h over a total duration of 72 h, cells were gently resuspended by pipetting, and 10 µL samples were collected to determine cell counts and viability using a CASY cell counter (OMNI Life Science, Bremen, Germany).

### Apoptosis assays

32D GLUT1/3 KO clone cells of all groups and genetic backgrounds were seeded on a 6-well plate 3 mL low-supplemented RPMI for 48 h (3 × 10^5^ initial cells) or 72 h (1 × 10^5^ initial cells). Apoptosis staining was performed according to the manufacturers protocol of Pacific Blue™ Annexin V Apoptosis Detection Kit with 7-AAD (BioLegend, San Diego, USA). Samples were analyzed in a Gallios flow cytometer (Beckmann Coulter, Brea, USA). Flow cytometry data was analyzed using FlowJo v10.10.0 (BD, East Rutherford, USA).

### RNA sequencing

10^6^ cells of GLUT1/3 WT and GLUT1/3 double KO (dKO) clones from *Jak2*WT and *Jak2*V617F genetic backgrounds were incubated for 24 h in low-supplemented RPMI-1640. RNA was isolated using a NucleoSpin RNA kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s protocol. RNA quality was assessed via NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, USA). RNA sequencing (RNAseq) was performed by NovoGene (NovoGene Germany, Munich, Germany) with an Illumina NovaSeq X Plus Sequencing System using a paired-end 150 bp read length sequencing strategy and a depth of at least 6G of data per sample. RNAseq analysis was performed using NovoMagic (NovoGene Germany, Munich, Germany) and R 4.5.1 (R Foundation for Statistical Computing, Vienna, Austria) [27]. Data was filtered to remove indeterminable, low-quality reads and adapters used in sequencing via fastp (1.0.1). HISAT2 (2.2.1) was used to align sequences with reference genome (mm39). Finally, featureCounts (2.0.6) was used to count the number of reads mapped to each gene. To investigate specific metabolic and stress–response adaptations, we used a targeted panel of genes comprising established markers for glycolysis, oxidative phosphorylation, amino acid metabolism, fatty acid metabolism, DNA damage response, apoptosis, and cell cycle. The selection of these markers was based on their established roles within their respective pathways. Heatmaps were generated using the pheatmap package in R 4.5.1 on log2-transformed FPKM values, scaled by row to highlight relative expression differences across genotypes [28]. To visualize the relationship between differentially expressed genes and significantly enriched biological processes, chord plots were generated using R 4.5.1 and the circlize package [29]. Input data consisted of differential expression values (log2 fold change) and GO enrichment results. To avoid overplotting, the visualization was restricted to the top 10 most significant GO terms (ranked by adjusted p-value). From the genes associated with these terms, the top 40 genes exhibiting the highest absolute log2 fold change were selected.

### Reverse transcriptase quantitative PCR (RT-qPCR)

RNA was isolated from 1 × 10^6^ cells using the NucleoSpin RNA kit (Macherey-Nagel, Düren, Germany) following manufacturer’s instructions. Reverse transcription was performed using 1 µg RNA using M-MLV Reverse Transcriptase (Thermo Fisher Scientific, Waltham, USA). RT-qPCR was performed with PowerTrack™ SYBR Green Master Mix on a 7500 Fast Real-time PCR System (Thermo Fisher Scientific, Waltham, USA). Primer sequences are listed in Table S3. Relative gene expression was calculated using the 2^−ΔΔCt^ method, normalized to *Hprt* as housekeeping gene, and expressed as log2 fold change relative to *Jak2*WT GLUT1/3 WT controls.

### BrdU-7AAD cell cycle staining

32D GLUT1/3 WT and double KO clone cells of both genetic backgrounds were seeded on a 6-well plate in 3 mL of low-supplemented RPMI for 24 h (3 × 10^5^ initial cells). After 22 h, 20 µM 5’-bromo-2’-deoxyuridine (BrdU, Thermo Fisher Scientific, Waltham, USA) were spiked in. Cells were cultured for two more hours at 37 °C, 5% CO_2_. After harvesting, cells were transferred into FACS tubes and washed once with a wash buffer consisting of 1x PBS supplemented with 2% FCS. Cells were then fixed by resuspending pellets in 100 µL of Reagent A from FIX & PERM™ kit (Thermo Fisher Scientific, Waltham, USA) and incubated for 3 min at RT. Next, 3 mL ice-cold methanol were added, and mixed by vortexing. After another 10 min incubation on ice, cells were washed twice with wash buffer. Pellets were resuspended in 100 µL of DNase I solution, diluted in 1x PBS (~ 40 Units/mL, Thermo Fisher Scientific, Waltham, USA). Cells were then incubated for 1 h at 37 °C. After another wash step, pellets were resuspended in 100 µL of Reagent B from the FIX & PERM™ kit. 2 µL of Anti-BrdU APC antibody, sourced from an eBioscience™ BrdU Staining Kit for Flow Cytometry (Thermo Fisher Scientific, Waltham, USA), were added to each tube and cells incubated for 30 min at RT in dark. After a final washing step, pellets were resuspended in 400 µL Wash buffer and stained with 1 µL 7-AAD (0.05 mg/mL) for 15 more minutes at RT in dark. Samples were then immediately analyzed on a Gallios flow cytometer (Beckmann Coulter, Brea, USA), without an additional washing step.

### Murine *Jak2*V617F knock-in model treatment with pharmacological inhibitors

CD45.1^+^ B6.SJL-Ptprca Pepcb/BoyJ (Pep Boy) mice were purchased from Charles River and used as recipients in this study (Charles River, Wilmington, USA). A *Jak2*V617F KI C57BL/6 *Jak2*^+/fl^ *x Vav-iCre* mouse model previously established by Villeval and Plo was bred and used as BM donor [30, 31]. Recipient Pep Boy CD45.1^+^ mice were lethally irradiated with 2 × 4 Gy, staggered by 4 h, and transplanted the same day with BM cells from either *Jak2*^+/fl^ *Vav-iCre*^+^ or *Jak2*^+/fl^ *Vav-iCre*^−^ donors, establishing *Jak2*V617F and *Jak2*WT groups, respectively.

All treatments were administered via intraperitoneal (i.p.) injection and with a volume of 10 µL/g body weight. *Jak2*WT mice and a control *Jak2*V617F mice group received daily vehicle (0.2% DMSO/PBS). Three *Jak2*V617F groups were treated with one of the following inhibitors: echinomycin (Ech, Merck, Darmstadt, Germany), an inhibitor of HIF-1 that intercalates DNA at hypoxia-response elements upstream of HIF–regulated genes, dissolved in DMSO/DPBS and administered daily at a dosage of 10 µg/kg body weight; acriflavine (ACF, Sigma-Aldrich, St. Louis, USA), inhibiting HIF-1α dimerization with HIF-1β, dissolved in PBS and administered daily at 8 mg/kg bodyweight; and KL-11743 (Sigma-Aldrich, St. Louis, USA), a GLUT1/2/3/4 inhibitor. Initially dissolved in H_2_O with 0.5% Methylcellulose (Sigma-Aldrich, St. Louis, USA) and 0.25% Tween-80 (Sigma-Aldrich, St. Louis, USA), the formulation was adjusted in week 6 to 10% DMSO (Serva, Heidelberg, Germany), 40% PEG-300 (MedChemExpress, Monmouth Junction, USA) and 50% H_2_O due to solubility issues. KL-11743 was freshly prepared and administered at 100 mg/kg body weight every 48 h.

Blood was drawn via tail vein at weeks 2 and 4 post-transplantation to monitor engraftment and disease progression by flow cytometry for CD45.1^+^ and CD45.2^+^ cells. After treatment initiation, blood draws were performed weekly until study endpoint. Hematologic parameters were assessed using an Element HT5™ Hematology Analyzer (Antech Diagnostics, Viernheim, Germany). At study endpoint, BM, spleen, and peripheral blood (PB) were collected and analyzed by flow cytometry using the antibodies listed in Table S4 on either a Gallios Flow Cytometer (Beckmann Coulter, Brea, USA) or BD FACSCanto™ II (BD, East Rutherford, USA). Data was analyzed using FlowJo v10.10.0 (BD, East Rutherford, USA).

### Primary patient material

Blood samples from MPN patients or healthy donors (HD) were obtained from the Department of Hematology, Oncology, Hemostaseology, and Stem Cell Transplantation and the Institute for Transfusion Medicine und Cell Therapeutics at the University Hospital Aachen. Samples were diluted 1:3 with PBS and carefully layered onto 15 mL Pancoll human (PAN-Biotech, Aidenbach, Germany) and centrifuged at 400 xg for 30 min at room temperature, with gentle acceleration and deceleration. Peripheral blood mononuclear cells (PBMCs) were collected from the interphase, washed twice with PBS, and resuspended for downstream assays.

For proliferation assays, 1 × 10^5^ PBMCs were seeded in 96-well flat-bottom plates in IMDM (Thermo Fisher Scientific, Waltham, USA) supplemented with 10% FCS, 1% penicillin/streptomycin with hSCF (50 ng/mL), hFLT3L (50 ng/mL), hIL-3 (10 ng/mL) and hIL-6 (10 ng/mL, ImmunoTools, Friesoythe, Germany). Cells were cultured for 7 days with different inhibitors or DMSO (0.02%) as vehicle control. Culture media was not replenished over the course of the assay, and no additional dosage of inhibitors were added beyond day 0. The inhibitors included acriflavine (Sigma-Aldrich, St. Louis, USA), a HIF-1α inhibitor; Glutor (Sigma-Aldrich, St. Louis, USA), a GLUT1/2/3 inhibitor; and KL-11743 (Sigma-Aldrich, St. Louis, USA), a GLUT1/2/3/4 inhibitor, each at 1 µM [32–34]. Glutor and KL-11743 were also combined with CB-839 (0.5 µM, Sigma-Aldrich, St. Louis, USA) to assess potential redundancy in glutaminase pathways [35]. After 7 days of incubation at 37 °C and 5% CO_2_, living and dead cells were counted using a Neubauer chamber with trypan blue (Carl ROTH, Mannheim, Germany).

For colony-forming unit (CFU) assays, PBMCs were seeded in human methylcellulose (Methocult H4230, Stemcell Technologies, Vancouver, Canada) supplemented with 20% IMDM, 1% penicillin/streptomycin (Thermo Fisher Scientific, Waltham, USA), hSCF (50 ng/mL), hIL-3 (10 ng/mL), hGM-CSF (10 ng/mL), and hEPO (14 ng/mL, ImmunoTools, Friesoythe, Germany). 1 × 10^6^ cells per condition were mixed with either DMSO (0.02%), Glutor (1 µM, Sigma-Aldrich, St. Louis, USA) or KL-11743 (1 µM, Sigma-Aldrich, St. Louis, USA), and seeded in 35 mm gridded dishes (Corning, Corning, USA). After 10–14 days of incubation at 37 °C and 5% CO_2_, colonies were counted by brightfield microscopy.

### Statistical analysis

Pairwise comparisons were performed using Mann-Whitney tests. Multiple comparisons were performed via one-way or two-way ANOVA, as appropriate, followed by Dunnett’s, Bonferroni’s, Tukey’s or Šídák post-hoc tests, using GraphPad Prism 10.6.1 (GraphPad Software, Boston, USA).

## Results

### *Jak2V617F* increases metabolic activity in a HIF-1α–dependent manner

We previously reported that HIF-1–regulated key glycolytic enzymes are upregulated in *Jak2*V617F–expressing 32D cells and that their expression can be reduced by either pharmacologic inhibition or knockdown of HIF-1 [10]. Based on these findings, we analyzed cellular metabolism in a *MPL*WT *Jak2*V617F 32D cell line using extracellular flux (Seahorse) assays. Compared with empty vector (EV) controls, *Jak2*V617F–expressing cells exhibited significantly elevated glycolytic flux and mitochondrial respiration, as reflected by increased extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) (Fig. 1A, B, C).

**Fig. 1:**
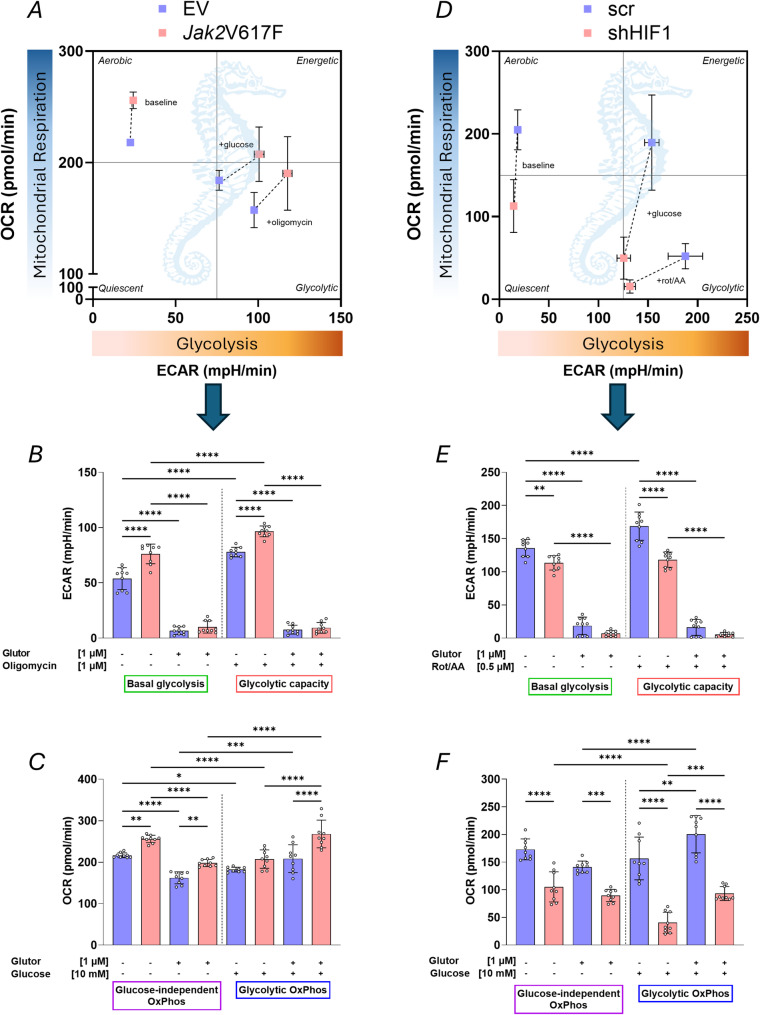
*Jak2V617F *increases metabolic activity and capacity in 32D cells in a HIF-1–dependent manner.** A** 2D plot of metabolic activity of EV and *Jak2*V617F 32D cells based on extracellular flux measured over the assay course. Quadrants were added to visualize differences in metabolic states (*n* = 3). **B** Changes in extracellular acidification rate (ECAR), corresponding to (**A**), from basal glycolysis (10 mM glucose, left) to maximal glycolytic capacity (right) after addition of oligomycin (1 µM) as mitochondrial complex V inhibitor. **C** Changes in oxygen consumption rate (OCR), corresponding to (**A**), in absence of glucose (left) compared to basal glycolysis (right) after addition of glucose (10 mM). **D** 2D plot of 32D *Jak2*V617F–expressing short hairpin RNA targeting *Hif1α* or scrambled controls (scr) (**A**). Rotenone/antimycin A were used instead of oligomycin (*n* = 3). **E** ECAR changes of 32D *Jak2*V617F scr and shHIF-1 α cells, corresponding to (**D**). Rotenone/antimycin A (0.5 µM each) were used to inhibit mitochondrial complex I and III. **F** OCR changes of 32D *Jak2*V617F scr and sh*Hif1α* cells, assayed in separate phases, corresponding to (**D**). Rotenone/antimycin A (0.5 µM each) were used to inhibit mitochondrial complex I and III. Cells were incubated with either DMSO (0.02%) or Glutor (1 µM) for 1 h before assay. All data are presented as mean ± SD. Statistical analysis was performed using ordinary one-way ANOVA with Šídák post-hoc test, comparing conditions differing by no more than one variable (genetic background, pretreatment, metabolic state). Significant p-values are indicated as follows: *< 0.05, **< 0.01; ***< 0.001, ****< 0.0001 (*n* = 3, 3 measured timepoints per phase per n, each timepoint averaged from 8 analytical replicates per condition)

Increased ECAR indicates enhanced lactate production and export, while elevated OCR reflects increased oxidative phosphorylation (OXPHOS) activity. Basal glycolysis and maximal glycolytic capacity were both increased in *Jak2*V617F cells compared with EV controls (Fig. 1B). OCR was likewise elevated in *Jak2*V617F–positive cells, before glucose addition, but reduced in response to glucose addition (Fig. 1C). This rapid, glucose-induced suppression of OXPHOS is characteristic of the Crabtree effect and demonstrates a pronounced shift toward aerobic glycolysis in the mutated cells. The high basal glycolytic activity was mirrored by increased OXPHOS, with a decrease in OCR upon glucose addition to the assay medium, consistent with glucose–driven metabolic reprogramming. However, OCR remained significantly higher in *Jak2*V617F cells under all conditions.

Pharmacological inhibition of glucose transport using 1 µM of the GLUT1/2/3–targeting piperazine-2-one derivative Glutor resulted in near–complete attenuation of glycolytic flux, as demonstrated by a pronounced reduction in ECAR (Fig. 1B), confirming a strong dependence on glucose uptake for maintaining the elevated metabolic state. In turn, Glutor increased OCR in *Jak2*V617F cells, likely due to compensatory OXPHOS utilizing other metabolic pathways to generate substrate, such as β-oxidation and glutamine (Fig. 1C), whereas effects of Glutor on *Jak2*WT were limited. Full time-course curves depicting the complete kinetics of ECAR and OCR measurements throughout the assay are illustrated in Figure S1A.

For subsequent Seahorse experiments, oligomycin was replaced by a combination of rotenone and antimycin A (0.5 µM each), as oligomycin failed to reliably suppress OCR in 32D cells. Using previously generated *Jak2*V617F sh*Hif1α* 32D cells, we investigated the effect of reduced HIF-1α levels on cellular metabolism via *Hif1α* KD (Fig. 1D-F) [10]. Compared with scrambled controls (scr), *Hif1α* KD cells resulted in a marked reduction of both ECAR and OCR approaching levels observed in *Jak2*WT cells. This metabolic reversion mirrored the differences observed between EV and *Jak2*V617F cells in Fig. 1A-C. Addition of Glutor to *Hif1α* KD cells produced effects comparable to those observed in *Hif1α*–competent cells, arguing against compensatory upregulation of alternative glucose transporters in response to reduced HIF-1 signaling in *Jak2*V617F–positive 32D cells. Full ECAR and OCR kinetics are shown in Figure S1B.

Collectively, these results demonstrate that *Jak2*V617F drives a glucose–centered metabolic phenotype, marked by elevated glycolysis and mitochondrial respiration, which is strongly dependent on HIF-1. KD of *Hif1a* effectively reverts *Jak2*V617F–positive cells toward a more quiescent, less glycolytic metabolic state.

### Knockout of *Slc2a1* and *Slc2a3* reveals functional redundancy and glucose addiction in *Jak2*V617F–mutated 32D cells

As glycolysis fuels multiple anabolic pathways favored by oncogenic proliferation, we sought to genetically ablate glucose uptake in our 32D *MPL*WT *Jak2*V617F cell line model, using 32D *MPL*WT *Jak2*WT cells as control (Fig. 2A).

**Fig. 2:**
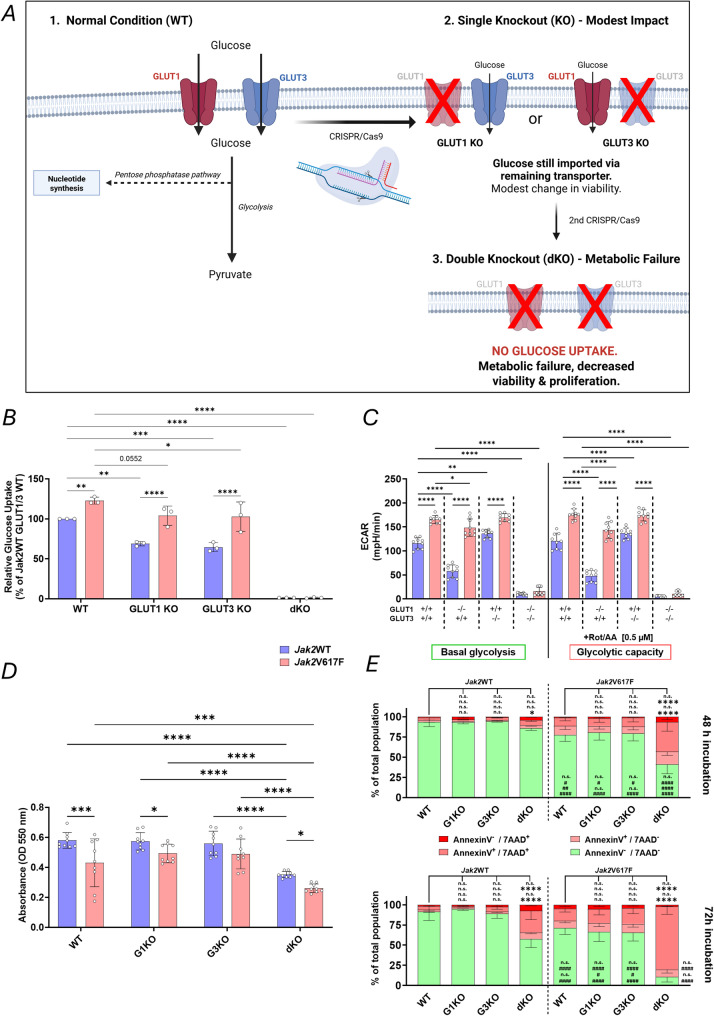
*Jak2V617F *induces functional redundancy between GLUT1 and GLUT3, revealing a metabolic vulnerability upon dual loss.** A** Schematic illustration of glucose transport via GLUT1 and GLUT3 and the CRISPR–Cas9–mediated knockout strategy. In the absence of GLUT-mediated glucose uptake, downstream glucose–dependent metabolic pathways are deprived of substrate. **B** Fold change in glucose uptake, measured by luminescence, across all 32D GLUT KO clones generated in *Jak2*WT (blue) and *Jak2*V617F (red) backgrounds. Values are normalized to the *Jak2*WT GLUT WT group (*n* = 3, three independent clones of each condition served as analytical triplicates for each independent experiments). **C** ECAR flux changes of all 32D GLUT WT and KO clones in both genetic backgrounds during basal glycolysis (left) and the maximum glycolysis capacity (right) following inhibition of mitochondrial complex I and III via rotenone (Rot)/antimycin A (AA; 0.5 µM each). Statistical analysis was performed using ordinary one-way ANOVA with Šídák multiple comparison tests within and between metabolic phases. Each clone per condition was measured once as independent experiment (*n* = 3, 3 measured timepoints per phase per n, each timepoint averaged from 8 analytical replicates per condition). **D** Absolute absorbance values from MTT assays for all GLUT WT and KO clones from both genetic backgrounds. Data are shown as raw absorbance values. (*n* = 3, analytical triplicates per clone per n). **E** Proportions of cells in distinct apoptosis stages displayed as stacked columns. Living (Annexin V (AnnV)-, 7AAD-), early apoptotic (AnnV+, 7AAD-), late apoptotic (AnnV+, 7AAD+) and necrotic (AnnV-, 7AAD+) cells after 48 h (top) and 72 h (bottom) with physiologically supplemented culture medium. P-values at the bottom of bar graphs (#) correspond to comparisons between *Jak2* genetic backgrounds (*n* = 3, each clone measured per n and results averaged). Unless otherwise stated, statistical analyses were performed using ordinary two-way ANOVA with Tukey’s post-hoc test. All data are presented as mean ± SD. Statistical significance is indicated as follows: *< 0.05, **< 0.01; ***< 0.001, ****< 0.0001

Based on our earlier observation that the GLUT1/2/3 inhibitor Glutor almost completely suppressed glucose uptake (Fig. 1A, B, D, E), we targeted members of the Slc2a family inhibited by this compound. As *Slc2a2* expression is largely restricted to hepatocytes, we focused on *Slc2a1* (GLUT1) and *Slc2a3* (GLUT3). Using CRISPR-Cas9, we generated single (*Slc2a1* or *Slc2a3*) and double KO (dKO) clones in both *Jak2*V617F and *Jak2*WT genetic backgrounds (Fig. 2A). For each genotype and KO condition, three independent clones were established to ensure reproducibility. Successful gene disruption was confirmed by sequencing and immunoblotting (Fig. S2A). Due to poor performance of the GLUT3 antibody, resulting in unspecific binding, KO of GLUT3 was determined via Sanger sequencing and validated by functional assays (Fig. 2B and C). Detailed information on the sequence alterations in all generated clones is provided in Table S5.

Consistent with our metabolic profiling, *Jak2*V617F cells exhibited increased glucose uptake compared to *Jak2*WT cells (Fig. 2B), in line with previous reports [36]. Single KO of either GLUT1 or GLUT3 resulted in only modest reduction in glucose uptake in both genetic backgrounds, indicating functional redundancy between these transporters. In contrast, glucose uptake was completely abrogated in the dKO clones of both *Jak2*WT and *Jak2*V617F cells, supporting the conclusion that no additional glucose transporters are expressed at functionally relevant levels in 32D cells or induced by JAK2 oncogenic signaling.

Extracellular flux analyses further corroborated transporter redundancy between GLUT1 and GLUT3 in the *Jak2*V617F background (Fig. 2C). Loss of GLUT1 caused a significant, but mild reduction in basal ECAR and maximal glycolytic capacity in *Jak2*V617F cells. In contrast, *Jak2*WT GLUT1 KO cells displayed a pronounced reduction in ECAR, an effect not proportionally reflected in the glucose uptake assay (Fig. 2B). This discrepancy could indicate compensation via GLUT3–mediated glucose uptake in *Jak2*WT cells, or, alternatively, reduced glycolytic flux downstream of glucose import, potentially due to altered expression or activity of glycolytic enzymes (Fig. 2C).

Interestingly, *Jak2*WT GLUT3-KO cells exhibited increased ECAR compared to GLUT WT cells, suggesting compensatory metabolic adaptations. As expected, both *Jak2*WT and *Jak2*V617F dKO cells displayed near-complete loss of ECAR, further supporting the absence of alternative glucose uptake mechanisms.

OCR measurements confirmed elevated metabolic activity in *Jak2*V617F GLUT WT and single KO clones compared with *Jak2*WT clones (Fig. S3A). In contrast, *Jak2*WT GLUT1 KO displayed a reduced metabolic profile, consistent with the ECAR measurements. GLUT1/3 dKO cells displayed overall suppressed mitochondrial activity, as indicated by reduced OCR, independent of glucose availability. Notably, glucose addition decreased OCR across all conditions, suggesting that glycolytic metabolites are preferentially shunted into anabolic pathways rather than oxidized in the mitochondria. Complete OCR and ECAR time-course measurements, including baseline respiration rates, are provided in Fig. S3B.

To assess the functional consequences of glucose transporter loss under physiologically relevant conditions, cells were cultured in RPMI-1640 supplemented with 10% serum, murine IL-3 (2 ng/mL), low glucose (5 mM), and low glutamine (1 mM). These concentrations were chosen to approximate physiological ranges rather than the supraphysiological nutrient concentrations typically used in standard culture conditions. Sodium-pyruvate was deliberately omitted, as pyruvate uptake does not require GLUT1 or GLUT3 and could therefore mask glucose transporter–dependent phenotypes.

Metabolic activity was quantified via MTT assays, revealing a significant reduction in *Jak2*V617F cells under these nutrient–limited conditions, likely reflecting reduced proliferation, even in GLUT-WT clones (Fig. 2D). The differences between *Jak2*WT and *Jak2*V617F backgrounds were most pronounced in GLUT WT, GLUT1 KO, and dKO cells. In both *Jak2* backgrounds, combined loss of GLUT1 and GLUT3 significantly reduced metabolic activity, consistent with impaired proliferative capacity. The heterogeneity observed among *Jak2*V617F GLUT WT clone growth rate was not recapitulated in independent proliferation assays, which showed a more homogenous growth kinetics. These experiments confirmed the proliferative advantage of *Jak2*WT GLUT WT cells and highlighted the pronounced impact of GLUT1/3 dKO on proliferation and viability (Fig. S2B).

To determine whether the reduced proliferation and viability was associated with increased apoptosis, cells were stained with Annexin V and 7-AAD and quantified after 48 and 72 h of culture under approximately physiological conditions (Fig. 2E). At 48 h, *Jak2*V617F cells exhibited a baseline level of apoptotic markers not observed in *Jak2*WT cells suggesting that *Jak2*V617F cells are more dependent on glucose. This *Jak2* background–dependent difference was most pronounced in the *Jak2*V617F GLUT1/3 dKO cells, with more than 50% being positive for Annexin V, 7-AAD, or both, whereas *Jak2*WT GLUT1/3 dKO cells showed only a modest increase in apoptosis. After 72 h, apoptotic rates increased in *Jak2*WT dKO cells and all *Jak2*V617F genotypes. However, *Jak2*V617F dKO cells were most severely affected, with fewer than 10% of cells remaining viable, underscoring their extreme sensitivity to loss of glucose uptake.

To corroborate the effects of GLUT inhibition in other models, we employed SET-2 and HEL cells, both human JAK2V617F-positive post-MPN AML cell lines, and investigated their response to varying concentrations of Glutor, either as a single agent or in combination with 500 nM ruxolitinib. We observed that targeted single-agent GLUT inhibition successfully reduced the global metabolic activity of SET-2 cells within the nanomolar range (Fig. S2C). This sensitivity was particularly pronounced under nutrient-restricted conditions (low-supplemented medium), highlighting a severe vulnerability to glucose deprivation when exogenous nutrients are scarce. HEL and 32D cells also responded to single-agent Glutor treatment, although higher concentrations were required to achieve a comparable reduction in metabolic viability.

Interestingly, the response to co-treatment diverged significantly depending on the cellular model. In 32D *Jak2*V617F cells, combining Glutor with ruxolitinib produced the anticipated synergistic therapeutic benefits, resulting in a profound reduction in metabolic viability. In stark contrast, across the human post-MPN AML models (SET-2 and HEL), the combination proved antagonistic. These cells displayed either a similar or higher relative metabolic viability compared to the expected cumulative effect of the single agents. This suggests that, specifically in these advanced human models, the ruxolitinib–induced reduction in baseline metabolic demand inadvertently protects the cells from targeted energy starvation.

### Transcriptomic analysis reveals *Jak2*V617F-specific vulnerability to glucose deprivation

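32D is a mouse myeloid cell line whose growth depends on interleukin-3 (IL-3), and the clones used here expressed murine Jak2WT or Jak2V617F. RNA was taken from 2 GLUT1/3 WT clones and 2 GLUT1/3 dKO clones of each background, giving 8 libraries in 4 groups, and the clones of every group carried the numbers 1 and 3. Within a background, Table S5 lists the same GLUT1 deletion size for every dKO clone, so these clones may share an edited parent. The spread between clones, on which the p-values below rest, may therefore be smaller than that between independent edits. Cells had been incubated for 24 h with 5 mM glucose, 1 mM glutamine and 2 ng/ml IL-3. The authors removed adapters and low-quality reads with fastp, aligned the rest to mm39 (GRCm39) with HISAT2, counted reads per gene with featureCounts, and deposited FPKM for 56748 genes. FPKM is the fragments on a gene divided by its length in kilobases and scaled by a total for the library, which the methods do not define. In each library, FPKM times the listed gene length was a whole multiple of a single step for all values above 0, which allowed the reads on each gene to be recovered. These reads added up to 37448557 and 16846011 in the Jak2WT GLUT1/3 WT clones 1 and 3, and to 28796460 and 48884329 in the Jak2WT GLUT1/3 dKO clones. The Jak2V617F GLUT1/3 WT clones had 22854600 and 29845255 reads, and the Jak2V617F GLUT1/3 dKO clones 33868334 and 24235647. Between the clones of a group, reads per gene differed by more than sampling noise. Their chi-square per gene, which is near 1 where only sampling differs, was 7.21 for Jak2WT GLUT1/3 WT, 20.9 for Jak2WT GLUT1/3 dKO, 15.9 for Jak2V617F GLUT1/3 WT and 30.0 for Jak2V617F GLUT1/3 dKO. Genes were compared with limma on log2(FPKM + 1), in one fit with a mean for each of the 4 groups, and p-values were adjusted by the Benjamini-Hochberg method. The fit covered the 11818 genes with an FPKM of at least 1 in at least 2 libraries, and the added 1 makes the fold changes of genes with a low FPKM smaller than the ratio of their values. With 2 clones against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33, so that smaller p-values rest on the spread shared across genes and groups. Gene lists were compared with the camera test of limma with a preset correlation between genes of 0.01, with the false discovery rate (FDR) taken over the 34 lists tested.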

To define the transcriptional consequences of impaired glucose uptake, bulk RNA-seq was performed on GLUT1/3 dKO and WT clones from *Jak2*WT and *Jak2*V617F genetic backgrounds. Overall gene expression distributions were comparable across samples, indicating consistent library quality and sequencing depth (Fig. S4A). 

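The distributions were compared on log2(FPKM + 1) over the genes that passed the expression filter. The median of a library lay between 3.06 and 3.12 across the 8 libraries, the lower quartile between 1.90 and 1.97 and the upper quartile between 4.20 and 4.30. A library had 10773 to 11190 genes with an FPKM of at least 1, and its 10 highest genes held 9.16 to 10.8% of its summed FPKM. Summed over all genes, the FPKM of a library ranged from 279496 to 329939, so that scaling every library to the same total changes the direction of small differences. Depth varied more than the distributions did. An FPKM of 1 in a gene of 1 kb stood for 17.3 reads in Jak2WT GLUT1/3 WT clone 3, which had the fewest reads, and for 49.3 reads in Jak2WT GLUT1/3 dKO clone 3, which had the most.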

Principal component analysis demonstrated clear separation of samples by genotype (Fig. S4B), which was further supported by Pearson correlations (Fig. S4C). 

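On the centred log2(FPKM + 1) of the filtered genes, the first principal component held 44.0% of the variance, the second 28.1% and the third 10.9%. The first component separated the backgrounds, with scores of -29.6 to -19.6 for the 4 Jak2WT libraries and 20.9 to 32.2 for the 4 Jak2V617F libraries. The second separated the GLUT genotypes, with scores of 9.60 to 28.9 for the GLUT1/3 WT libraries and -23.4 to -12.5 for the dKO libraries. Differences between the 4 groups made up 82.0% of the sum of squares. Scaling each gene to unit variance moved the first component most among the alternatives, to 31.8%. The squared Pearson correlation across genes between the clones of a group was 0.977 for Jak2WT GLUT1/3 WT, 0.977 for Jak2WT GLUT1/3 dKO, 0.971 for Jak2V617F GLUT1/3 WT and 0.962 for Jak2V617F GLUT1/3 dKO. Between groups, the highest squared correlation of any pair was 0.944, lower than that of any pair of clones within a group. Its mean over 4 pairs was 0.942 between Jak2WT GLUT1/3 WT and Jak2WT GLUT1/3 dKO and 0.907 between Jak2V617F GLUT1/3 WT and Jak2V617F GLUT1/3 dKO. It was 0.893 between the GLUT1/3 WT groups of both backgrounds, 0.904 between the dKO groups, 0.888 between Jak2WT GLUT1/3 dKO and Jak2V617F GLUT1/3 WT, and lowest, at 0.865, between Jak2WT GLUT1/3 WT and Jak2V617F GLUT1/3 dKO. Without the expression filter the lowest of these means rose to 0.943. With each gene centred and scaled to unit variance, which takes away the differences in level between genes, the squared correlation ranged from 0.0137 to 0.375 as the mean over the pairs of each combination of groups. Centring over all libraries tends to make groups that lie apart correlate negatively and the square drops the sign, so these values do not rank the groups by similarity. These correlations are across genes, which are not independent replicates.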

Differential gene expression between *Jak2*V617F GLUT1/3 dKO and WT cells is summarized in a volcano plot (Fig. S5A). In addition to the expected strong attenuation of HIF-1 signaling, glycolysis, carbon metabolism, and amino acid biosynthesis, RNAseq revealed pronounced dysregulation of cell cycle regulation, DNA replication, and DNA repair pathways in *Jak2*V617F GLUT1/3 dKO cells compared with *Jak2*V617F GLUT WT controls (Fig. 3A + B, Fig. S5B).

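Slc2a1 (ENSMUSG00000028645, chromosome 4, from 118965908 to 118995180 in the deposited table) fell from an FPKM of 58.5 ± 7.80 (SD, n = 2 clones) in Jak2V617F GLUT1/3 WT to 15.0 ± 3.21 (SD, n = 2) in Jak2V617F GLUT1/3 dKO. Its log2 fold change was -1.90 (standard error 0.15, limma adjusted p = 0.000444), and both dKO clones lay below both GLUT1/3 WT clones. Slc2a3 (ENSMUSG00000003153, chromosome 6, from 122704768 to 122778599) fell from 182 ± 22.8 to 36.0 ± 17.2 FPKM (SD, n = 2 in each group), with 48.2 in dKO clone 1 and 23.8 in dKO clone 3. Its log2 fold change was -2.39 (standard error 0.49, limma adjusted p = 0.0115), again with both dKO clones below both GLUT1/3 WT clones. In the Jak2WT background, Slc2a1 fell from 46.6 ± 2.64 to 9.32 ± 0.207 FPKM (log2 fold change -2.20, limma adjusted p = 0.000872). Slc2a3 went from 94.8 ± 4.12 to 32.8 ± 23.7 FPKM there, with a log2 fold change of -1.71 that did not pass an adjusted p under 0.05 (limma, 0.0612), as the dKO clones stood far apart at 16.0 and 49.5. The adjusted p of Slc2a3 ranged from 0.00183 to 0.0557 over the alternatives in Jak2V617F, above 0.05 only without the expression filter, and from 0.0179 to 0.190 in Jak2WT, where voom on the recovered reads gave 0.0179. Among the 5 glucose transporter genes that passed the filter, out of 14 listed, Slc2a9 was the only one higher in Jak2V617F GLUT1/3 dKO at an adjusted p under 0.05, over all genes as adjusted over the list alone (log2 fold change 0.56, limma adjusted p = 0.0128, both dKO clones above both GLUT1/3 WT clones). The 5 genes include the edited Slc2a1 and Slc2a3, so their median does not describe the other transporters alone. This median was 0.094 (camera FDR = 0.907), and -0.90 with a filter on the mean FPKM, which tests fewer of them, and 0.051 without dKO clone 3. Slc2a9 did not pass without the expression filter (0.0510) or in a fit of these 2 groups alone (0.0626), the extremes of its adjusted p over the alternatives being 0.00473 and 0.0626. In Jak2V617F GLUT1/3 dKO against Jak2V617F GLUT1/3 WT, 1614 genes were higher and 1919 lower at an adjusted p under 0.05. With the thresholds of Fig. S5A, an unadjusted p up to 0.05 and a log2 fold change of at least 1 either way, 315 genes were higher and 245 lower. Both clones of one group lay apart from both clones of the other for 64.3% of the genes tested, against the 33.3% that chance gives. Fitting only these 2 groups moved the counts most, to 764 higher and 853 lower, and scaling each library to the same total gave 2191 higher and 1441 lower. Of the 40 genes labelled in Fig. S5A, 25 passed the filter, and 13 of them were higher and 12 lower both over all genes tested and adjusted over the list alone, which is not independent evidence since the study chose them on these libraries. The largest increases were those of the globin genes Hbb-y (4.57), Hbb-bs (4.56) and Hbb-bt (4.55), which are paralogs whose reads the counting could have shared. The largest decrease was that of Wwox (-3.35, limma adjusted p = 3.9e-05), whose FPKM of 24.9 ± 2.65 (SD, n = 2) in Jak2V617F GLUT1/3 WT stood above 1.53 ± 0.0691 in Jak2V617F GLUT1/3 dKO, 1.74 ± 0.161 in Jak2WT GLUT1/3 WT and 1.59 ± 0.000879 in Jak2WT GLUT1/3 dKO.

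**Figure D1:**
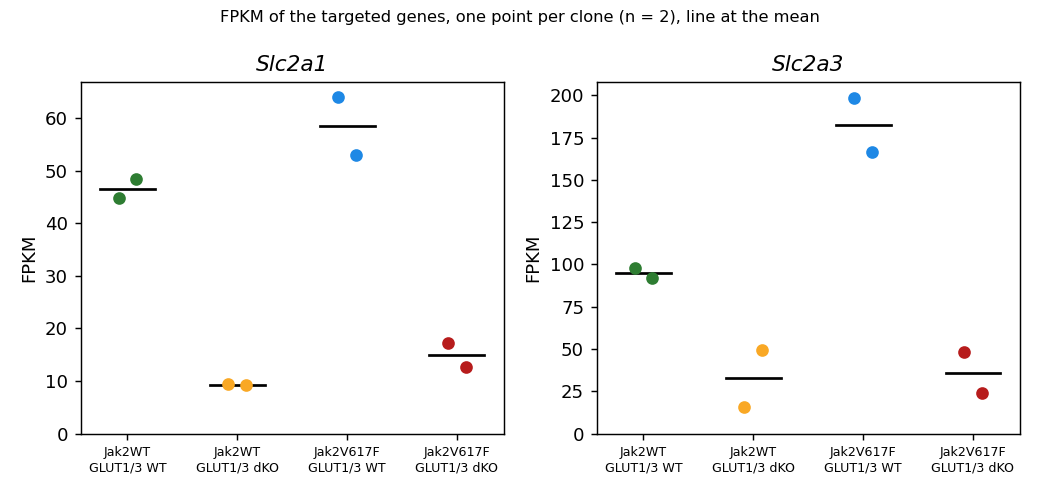
FPKM of Slc2a1 (left) and Slc2a3 (right) in each of the 8 libraries, by group, with one point per clone and a line at the mean of the 2 clones. Every dKO clone sits below every GLUT1/3 WT clone of its background, and the Slc2a3 values of the Jak2WT GLUT1/3 dKO clones are 16.0 and 49.5.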

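Of the 31 HIF-1 target genes listed, 28 were tested in Jak2V617F GLUT1/3 dKO against Jak2V617F GLUT1/3 WT, with a median log2 fold change of -1.27 (camera FDR = 7.5e-15). 25 of them were lower and 0 higher at an adjusted p under 0.05, and the counts were the same when adjusted over the list alone, with 0 higher at an unadjusted p under 0.05. The HIF-1 list shares 2 genes with the list of glucose transporters, which holds the edited Slc2a1 and Slc2a3. For its figures the study also picked 15 of the listed HIF-1 targets from these libraries, as well as 9 of the glycolytic enzymes and 8 of the DNA replication genes given here. All 7 genes of the glycolysis panel of Fig. 3A were lower (median -0.75, camera FDR = 0.000202), 6 of them at an adjusted p under 0.05 over all genes and 6 adjusted over the list alone. Among 17 glycolytic enzymes, 13 were lower and 0 higher (median -1.17, camera FDR = 2.0e-06), and 13 were lower and 1 higher adjusted over the list alone (1 higher at an unadjusted p under 0.05). Of the 40 glucose metabolism genes of Fig. S5B that passed the filter, 23 were lower and 1 higher at an adjusted p under 0.05, and 23 and 2 adjusted over the list alone (median -0.46, camera FDR = 1.6e-05). Pdk1, labelled there, fell from 36.2 ± 1.78 to 9.00 ± 0.933 FPKM (SD, n = 2), a log2 fold change of -1.90 (standard error 0.090, limma adjusted p = 0.000306) with both dKO clones below both GLUT1/3 WT clones. Amino acid biosynthesis genes, from a list written by hand and not from the paper's KEGG enrichment, went both ways. Of 19 tested, 8 were lower and 5 higher over all genes (8 and 6 adjusted over the list alone), with a median of -0.028 and a camera FDR of 0.682. That median changed sign with either scaling of the libraries, without the filter and with a filter on the mean FPKM, the largest value being 0.064 with each library scaled to the same total. It ran from -0.15 without Jak2V617F GLUT1/3 WT clone 3 to 0.014 without clone 1. The cell cycle panel of Fig. 3A had a median of 0.53 (camera FDR = 0.00578). In this panel, Chek1, E2f1, Cdk1, Mki67 and Top2a were higher at an adjusted p under 0.05, over all genes as adjusted over the list alone, and over the alternatives the adjusted p ranged from 0.00597 to 0.0719 for Mki67, highest without the expression filter, and from 0.00482 to 0.0610 for Cdk1 and 0.00401 to 0.0640 for Top2a, highest in a fit of these 2 groups alone. Ccna2 (0.067) and Ccnb1 (-0.18) did not pass it. Ccna2 was -0.072 without Jak2V617F GLUT1/3 dKO clone 3 and Ccnb1 0.13 without dKO clone 1, so that the direction of both rested on single clones. Of 35 DNA replication genes, 30 were higher and 1 lower, or 31 and 1 adjusted over the list alone (median 0.76, camera FDR = 7.5e-15). The 7 DNA repair genes of Fig. S6, among them Brca1 and Fen1, were all higher, with a median of 1.15 (camera FDR = 5.3e-07). Every list with a camera FDR under 0.05 in this comparison also had a fry FDR under 0.05, while none did when camera estimated the correlation within each list, where the smallest FDR was 0.182.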

**Fig. 3:**
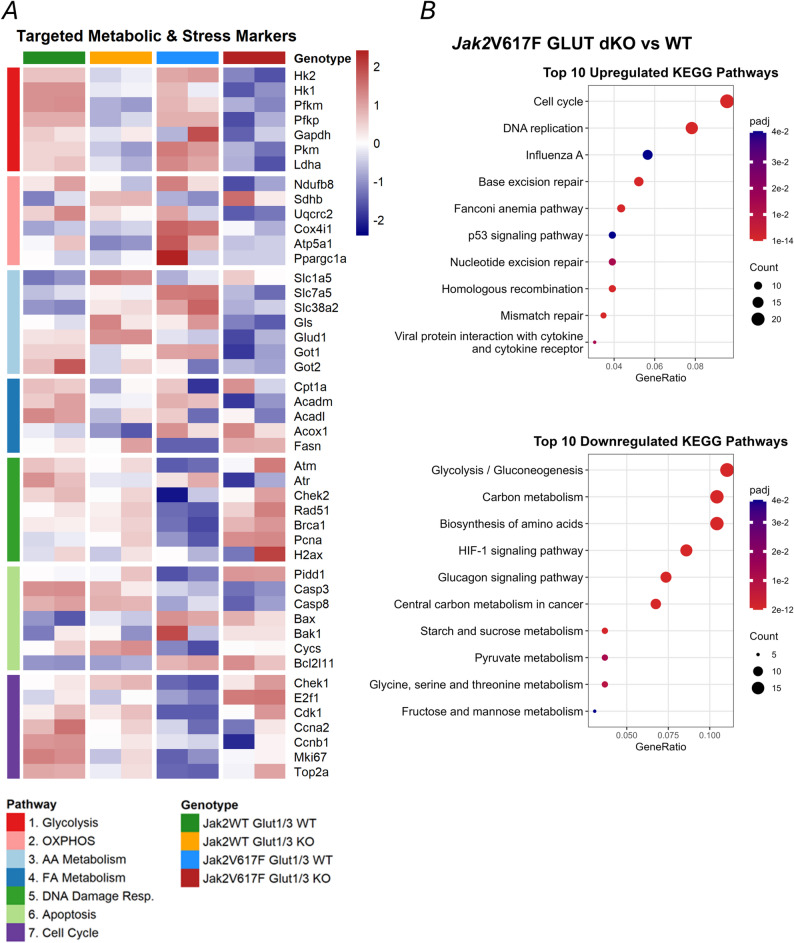
RNA-Seq of 32D GLUT1/3 dKO clones reveal inability to overcome loss of GLUT1/3 in *Jak2*V617F-positive cells.** A** Heatmap showing normalized expression of key genes from curated metabolic and stress marker gene sets across indicated groups. Rows correspond to individual genes, clustered according to their gene sets. Gene expression values are scaled per gene, with higher expression depicted in red and lower in blue. **B** KEGG enrichment analysis of differential gene analysis comparing *Jak2*V617F GLUT dKO vs. WT RNA sequencing, shown as dot plots of top 10 KEGG pathways up (top) and downregulated (bottom) pathways in *Jak2*V617F GLUT dKO cells. Thresholds for analysis were set at an adjusted p-value = 0.05 and Benjamin-Hochberg method used for multiple testing corrections

Given these findings and the metabolic constraint imposed by GLUT1/3 deletion, we hypothesized that *Jak2*V617F cells might engage compensatory survival mechanisms or stress-induced arrest. Surprisingly, targeted expression analysis of canonical pathway markers revealed no compensatory upregulation of the alternative metabolic pathways, including OXPHOS, amino acid (AA), and fatty acid (FA) metabolism (Fig. 3A). Instead, dKO cells exhibited profound downregulation of OXPHOS and AA metabolism genes, indicative of metabolic collapse rather than adaptation. This failure to switch fuel sources to lipids and amino acids, despite their supplementation in the media, coincided with a cellular crisis: *Jak2*V617F GLUT1/3 dKO clones showed elevated expression of apoptosis– and replication stress–associated genes corroborating our findings from the apoptosis and viability assays (Fig. 2D and E). 

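The fatty acid metabolism panel of Fig. 3A had a median log2 fold change of 0.0055 in Jak2V617F GLUT1/3 dKO against Jak2V617F GLUT1/3 WT (camera FDR = 0.860), and the median ran from -0.080 without dKO clone 1 to 0.12 without GLUT1/3 WT clone 1. Of its 5 genes, Fasn was higher (log2 fold change 0.75, limma adjusted p = 0.00407) and Acadm lower (-0.68, 0.00396), each with both dKO clones on one side of both GLUT1/3 WT clones, and the same 2 genes passed when adjusted over the list alone. Cpt1a (0.18) and Acadl (-0.019) did not pass an adjusted p under 0.05, and the direction of both rested on single clones. Without GLUT1/3 WT clone 3, Cpt1a was -0.033, and without GLUT1/3 WT clone 1, Acadl was 0.12. Among 17 fatty acid oxidation genes tested, 7 were lower and 0 higher, over all genes as adjusted over the list alone (median -0.31, camera FDR = 0.0177), and 0 were higher at an unadjusted p under 0.05. No gene of the OXPHOS or amino acid panels was higher at an adjusted p under 0.05. At an unadjusted p under 0.05 the number of higher genes was 0 in either panel. The positive log2 fold changes were those of Sdhb (0.18, limma adjusted p = 0.130) and the glutamine transporter Slc1a5 (0.16, 0.164). Over the alternatives the adjusted p of Sdhb ranged from 0.0291 to 0.269, and only with each library scaled to the same total was it under 0.05. Of the 13 OXPHOS subunits encoded by the mitochondrial genome, which are not in the panel, 3 were higher and 1 lower, over all genes as adjusted over the list alone (median 0.28, camera FDR = 0.122). Without Jak2V617F GLUT1/3 WT clone 3 this median was 0.17.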

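Of the 6 OXPHOS genes of Fig. 3A, Ppargc1a did not pass the expression filter and 4 of the other 5 had lower values in Jak2V617F GLUT1/3 dKO than in Jak2V617F GLUT1/3 WT. At an adjusted p under 0.05, Cox4i1 (-0.58), Ndufb8 (-0.41) and Atp5a1 (-0.31) were lower on the log2 scale, with both dKO clones below both GLUT1/3 WT clones, and Uqcrc2 (-0.35, limma adjusted p = 0.0501) joined them when adjusted over the list alone. Over the alternatives, the adjusted p ranged from 0.0140 to 0.0855 for Ndufb8 and 0.0258 to 0.133 for Atp5a1, highest in a fit of these 2 groups alone, and from 0.0291 to 0.131 for Uqcrc2, lowest with voom on the recovered reads. Atp5a1 also missed the threshold without any one of the 4 Jak2WT libraries, which enter this comparison only through the estimate of the spread. The panel's median was -0.35 with a camera FDR of 0.108, which is not under 0.05, and a fry FDR of 0.0215. Over the alternatives its FDR ranged from 0.0215 to 0.539, with 0.0284 without the expression filter. The median was -0.49 to -0.22 across the fits that each left out one library, and the smaller of these came without Jak2V617F GLUT1/3 WT clone 1. Of 76 OXPHOS subunits encoded in the nucleus, 25 were lower and 3 higher, or 28 and 3 adjusted over the list alone (median -0.21, camera FDR = 0.00198). In the amino acid panel, Slc7a5 (-0.95), Slc38a2 (-0.82) and Got1 (-0.58) were lower at an adjusted p under 0.05, and 4 of the 7 genes were lower adjusted over the list alone. Glud1 (-0.17) and Got2 (-0.028) had smaller changes, and Got2 was 0.094 without Jak2V617F GLUT1/3 WT clone 1 and Glud1 -0.064 without dKO clone 1. The panel had a median of -0.25 and a camera FDR of 0.0424, which rose to 0.0734 with each library scaled to the same total and to 0.0528 in a fit of these 2 groups alone, within a range of 0.000633 to 0.182 over the alternatives. From the absence of higher expression in the alternative pathways and the lower OXPHOS and amino acid genes, the paper proposes a metabolic collapse of the dKO cells in place of adaptation.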

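In the apoptosis panel of Fig. 3A, Pidd1 (1.47) and Cycs (0.52) were higher on the log2 scale in Jak2V617F GLUT1/3 dKO than in Jak2V617F GLUT1/3 WT at an adjusted p under 0.05, over all genes as adjusted over the list alone. Casp8 (-0.11), Bax (-0.20), Bak1 (-0.038) and Bcl2l11 (0.036) did not pass that threshold. Without Jak2V617F GLUT1/3 WT clone 1, Bak1 was 0.10, and without dKO clone 1, Bcl2l11 was -0.16. The panel had a median of -0.038 and a camera FDR of 0.682. The fry test takes the average change of a list in a common direction, which a few genes that change strongly can carry. It gave an upward FDR of 0.00948, and the FDR ranged from 0.00948 to 0.881 over the alternatives. The median stayed negative without any one Jak2V617F clone, from -0.066 without GLUT1/3 WT clone 3 to -0.021 without clone 1, and became 0.054 with each library scaled to the same total. Of 14 genes of intrinsic apoptosis tested, 2 were higher and 1 lower (median 0.013, camera FDR = 0.667), and 2 and 0 adjusted over the list alone. Of 21 p53 targets, 2 were higher and 2 lower (median 0.021, camera FDR = 0.940), and 2 and 1 adjusted over the list alone. Without dKO clone 1 these medians were -0.048 for intrinsic apoptosis and -0.077 for p53 targets, and the p53 median was also negative without each of the other Jak2V617F clones. In the DNA damage response panel, Brca1 (1.63), Pcna (1.32) and Atm (0.55) were higher at an adjusted p under 0.05, with both dKO clones above both GLUT1/3 WT clones. Chek2 (0.33, limma adjusted p = 0.0640) was higher and Atr (-0.27, 0.0517) lower only when adjusted over the list alone, and H2ax (0.15) passed neither. The adjusted p of Atm ranged from 0.00548 to 0.0795 over the alternatives, highest in a fit of these 2 groups alone, and that of Atr from 0.0210 to 0.188, lowest with voom on the recovered reads. H2ax was -0.21 without Jak2V617F GLUT1/3 dKO clone 3 and 0.51 without dKO clone 1. This panel had a median of 0.55 (camera FDR = 0.00578), or 0.35 without dKO clone 3. The apoptosis and viability assays are not analysed here.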

While mitogenic gene expression indicated a strong drive for proliferation, this signature more likely reflects an accumulation of cells stalled at the G1/S metabolic checkpoint, as the constraints imposed by GLUT1/3 depletion prevented successful cell division (Figs. 2E and 4A).

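The genes linked to biological processes in Fig. 4A were chosen by the study on these libraries. Neither their counts nor their list tests in Jak2V617F are therefore independent evidence, and the interaction uses the same Jak2V617F libraries. Of 40 genes drawn as upregulated, 36 passed the filter, and 35 were higher in Jak2V617F GLUT1/3 dKO than in Jak2V617F GLUT1/3 WT at an adjusted p under 0.05 (36 adjusted over the list alone), with log2 fold changes from 0.61 to 2.17 and a median of 1.26. All 38 genes drawn as downregulated were lower, over all genes as adjusted over the list alone, from -2.39 to -0.79 with a median of -1.37. In Jak2WT GLUT1/3 dKO against Jak2WT GLUT1/3 WT, 2 of the upregulated genes were higher and 0 lower, with 0 lower at an unadjusted p under 0.05 (median 0.16, camera FDR = 0.00811, fry FDR = 0.248), and 21 of the downregulated genes were lower (median -0.51). The difference between the backgrounds, tested as an interaction, had a median of 1.10 over the upregulated genes (camera FDR = 2.1e-24). Marker genes of cell cycle phases came from general lists, of which the study also drew 13 S phase genes and 0 G2/M genes from these libraries. In Jak2V617F GLUT1/3 dKO both lists rose, with the larger median for the S phase, and the lists were not tested against each other. Of 43 S phase genes, 39 were higher and 0 lower in Jak2V617F GLUT1/3 dKO, over all genes as adjusted over the list alone, and 0 lower at an unadjusted p under 0.05 (median 0.97, camera FDR = 5.3e-20). Of 54 G2/M genes, 23 were higher and 2 lower, or 26 and 3 adjusted over the list alone (median 0.27, camera FDR = 9.2e-06). In the Jak2WT background the S phase median was 0.13 (camera FDR = 0.221) and the G2/M median -0.27 (camera FDR = 6.3e-09). The share of cells in each phase was not measured in these libraries.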

**Fig. 4:**
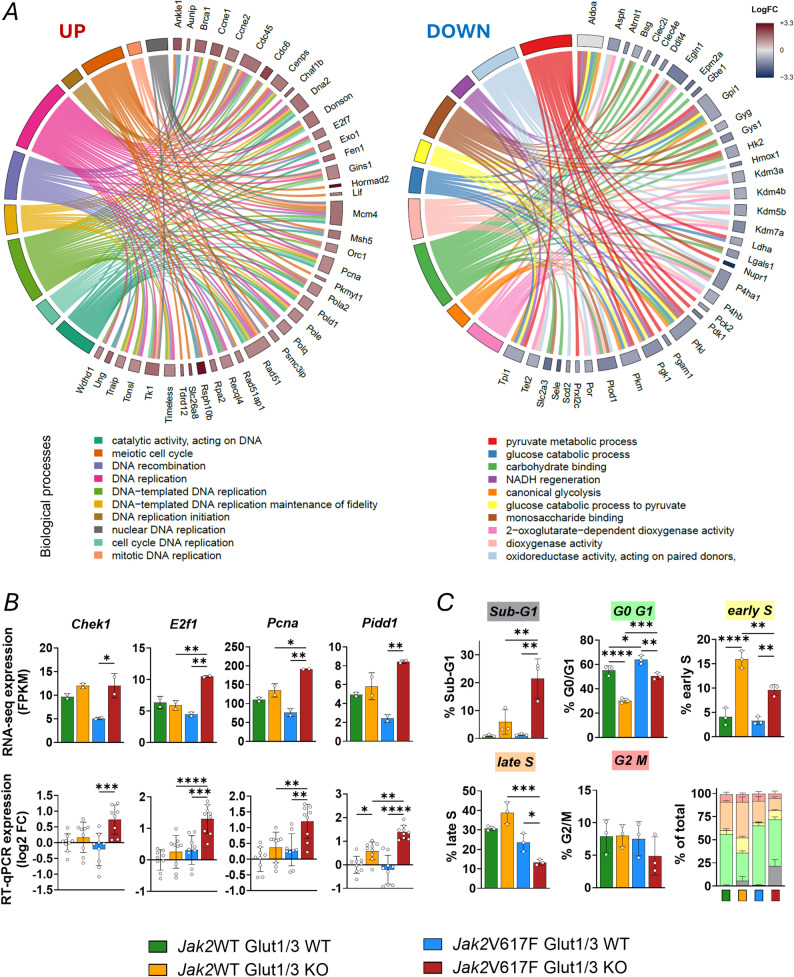
GLUT1/3 ablation induces replication stress and S-phase–mediated apoptosis in Jak2V617F cells.** A** The plot shows the linkage between the top 10 enriched biological processes (left) and the top 40 significantly regulated genes (right) in *Jak2*V617F GLUT dKO vs. WT samples. Connecting ribbons are colored by GO term. The outer ring displays the Log2 Fold Change of each gene (Blue: Downregulated; Red: Upregulated; Grey: Neutral). Visualizations were generated using the circlize package in R. **B** Validation of expression of selected genes from RNA-sequencing (top) through RT-qPCR (bottom). Sequencing data was normalized to fragments per kilobase million (FPKM) (*n* = 2). RT-qPCR data was normalized to *Hprt* expression, relative to *Jak2*WT GLUT1/3 WT (*n* = 3, three independent clones of each condition served as triplicates for each independent experiment). **C** Cell cycle analysis in 32D *Jak2*WT vs. *Jak2*V617F GLUT WT and dKO clones, assessed via BrdU/7-AAD staining (*n* = 3, three independent clones of each condition per n). Statistical analysis was performed using ordinary one-way ANOVA with Šídák multiple comparison tests, comparing all groups not differing by more than one genetic variable. Significant p-values are indicated as follows: *< 0.05, **< 0.01; ***< 0.001, ****< 0.0001. RNA-seq data originates from 2 clones per group

To investigate this paradox, we analyzed signatures of replication stress and cell cycle arrest (Fig. S6). 

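Fig. S6 names 19 genes, 8 of the replication fork (Mcm4, Cdc45, Pcna, Gins1, Pold1, Pole, Orc1 and Chaf1b), 4 of the G1/S checkpoint (Ccne1, Ccne2, Cdc6 and E2f7) and 7 of DNA repair (among them Brca1, Tonsl, Fen1, Exo1, Ung and Rpa2). The study chose them on these libraries, so that neither their counts nor their list tests in Jak2V617F are independent evidence. The interaction uses the same Jak2V617F libraries and shares this limit. In Jak2V617F GLUT1/3 dKO against Jak2V617F GLUT1/3 WT, all 19 were higher at an adjusted p under 0.05, over all genes as adjusted over the list alone, with log2 fold changes from 1.08 to 2.17 and a median of 1.32 (camera FDR = 1.2e-15). The median was 1.29 for the replication fork genes and 1.58 for the G1/S checkpoint genes. In Jak2WT GLUT1/3 dKO against Jak2WT GLUT1/3 WT, 17 of the genes were higher and 2 lower, with a median of 0.13 and a highest value of 0.60. None passed an adjusted p under 0.05 there, over all genes or adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05. By group, the Jak2WT medians were 0.11 (replication fork), 0.33 (G1/S checkpoint) and 0.14 (DNA repair). Leaving out 1 Jak2WT clone moved the replication fork median between 0.018 and 0.23 and the DNA repair median between 0.068 and 0.27, the highest values being those without dKO clone 1 and without GLUT1/3 WT clone 3. The median of all 19 genes ran from 0.068 without dKO clone 3 to 0.22 without dKO clone 1. As a list, the genes had a camera FDR of 0.0539 and a fry FDR of 0.324 in Jak2WT cells, and this call depended on the settings. The camera FDR was 0.00644 without the expression filter, 0.0145 with voom on the recovered reads, 0.0239 in a fit of the 2 groups alone and 0.0438 with the libraries scaled by their median ratio, within a range of 0.00644 to 0.750 over the alternatives. Leaving out either Jak2V617F GLUT1/3 WT clone also brought it under 0.05. The interaction, which tests whether the effect of the dKO differed between the backgrounds, was positive for all 19 genes at an adjusted p under 0.05, with a median of 1.16 and a lowest value of 0.79 (camera FDR = 2.7e-16). Without the expression filter not all 19 passed, as Pcna missed the threshold, and over all genes 294 of 1256 interaction calls remained. In Jak2V617F GLUT1/3 dKO the 19 genes also lay above Jak2WT GLUT1/3 WT, with 11 of them higher at an adjusted p under 0.05 (12 adjusted over the list alone) and a median of 0.41.

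**Figure D2:**
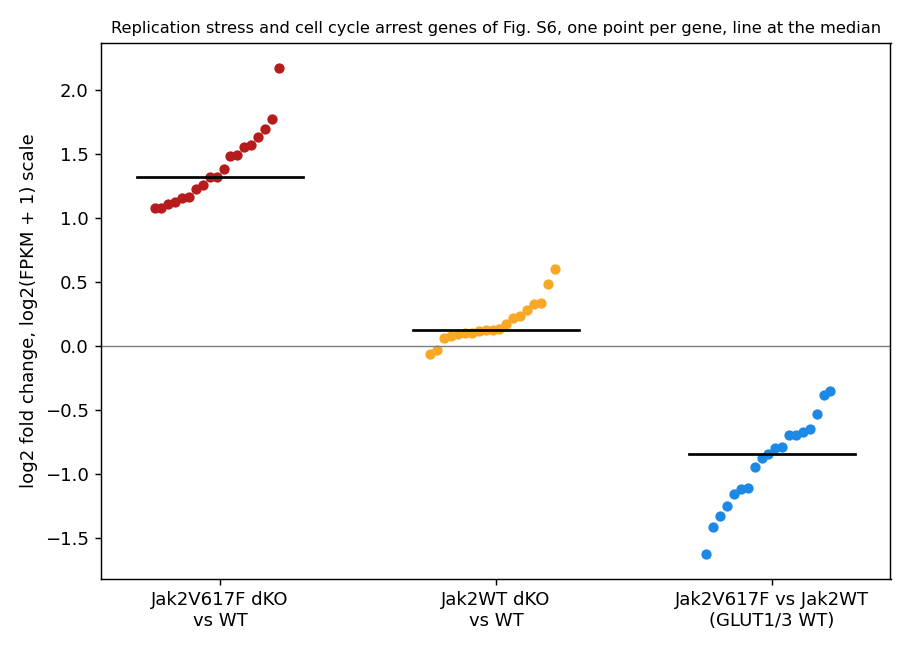
Log2 fold change of each of the 19 genes of Fig. S6 in 3 comparisons, Jak2V617F GLUT1/3 dKO against WT, Jak2WT GLUT1/3 dKO against WT, and Jak2V617F against Jak2WT among the GLUT1/3 WT clones, with a line at each median. The medians are 1.32, 0.13 and -0.84.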

We observed a marked upregulation of these genes in *Jak2*V617F GLUT1/3 dKO cells, whereas expression remained unchanged in *Jak2*WT cells. This suggests that constitutive JAK2V617F signaling actively drives metabolically starved cells into a stressed, arrested state, rather than allowing them to enter quiescence.

Interestingly, the *Jak2*V617F GLUT1/3 WT clones displayed a distinct transcriptional phenotype compared with *Jak2*WT cells, with a global downregulation of stress pathways, while OXPHOS and amino acid metabolism-associated genes were elevated (Figs. 3A and B and 4A). 

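Between the GLUT1/3 WT clones of both backgrounds, 1812 genes were higher in Jak2V617F and 1765 lower at an adjusted p under 0.05, and both clones of one group lay apart from both clones of the other for 69.4% of the genes, more than the share chance gives. With each library scaled to the same total, the split was 1221 higher and 2926 lower, and the median log2 fold change of all genes shifted from 0.0076 to -0.13. All 7 genes of the DNA damage response panel were lower in Jak2V617F, 4 of them at an adjusted p under 0.05 and 5 adjusted over the list alone (median -0.50, camera FDR = 0.0105). The cell cycle panel was lower as well, with 5 genes passing over all genes and 7 adjusted over the list alone (median -0.50, camera FDR = 0.00128). Of the 19 genes of Fig. S6, 18 were lower, over all genes as adjusted over the list alone, and their median was -0.84, or -0.79 without the 3 genes on chromosome 16. The genes of that chromosome had a median log2 fold change of -0.30 in Jak2V617F GLUT1/3 WT clone 1 and -0.36 in clone 3 against the mean of the Jak2WT GLUT1/3 WT clones. The apoptosis panel went both ways, with Bcl2l11 (1.18) and Bax (1.01) higher and Pidd1, Casp8 and Cycs lower, over all genes as adjusted over the list alone (median -0.27, camera FDR = 0.586). In the OXPHOS panel, Cox4i1 alone was higher at an adjusted p under 0.05, over all genes as adjusted over the list alone (log2 fold change 0.66, limma adjusted p = 0.00260, both Jak2V617F clones above both Jak2WT clones), and the median was 0.040 (camera FDR = 0.479). Of the OXPHOS subunits encoded in the nucleus, 10 were higher and 7 lower, or 7 and 7 adjusted over the list alone (median 0.043, camera FDR = 0.545). In the amino acid panel, Slc38a2 (1.02) and Slc7a5 (0.74) were higher, over all genes as adjusted over the list alone, with a median of 0.12 (camera FDR = 0.293, fry FDR = 0.00548). With each library scaled to the same total, Uqcrc2 (0.0339) and Glud1 (0.0326) of these panels were lower in Jak2V617F at an adjusted p under 0.05, within ranges of 0.0339 to 0.591 and 0.0326 to 0.328 over the alternatives, and Got2 was lower under that scaling, median-ratio scaling and voom, within 0.00948 to 0.144. Under the same scaling, the medians of the OXPHOS panel (-0.11), the nuclear OXPHOS subunits (-0.11) and the amino acid panel (-0.028) changed sign. The OXPHOS panel's median was also -0.037 without Jak2WT GLUT1/3 WT clone 1 and -0.034 without Jak2V617F GLUT1/3 WT clone 1, and that of the nuclear subunits was -0.020 without the latter.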

We propose that, in line with our MTT and proliferation assay findings, heightened glucose dependency driven by *Jak2*V617F induces a protective state under glucose-limited culture conditions, suppressing proliferation and metabolic demand to maximize nutrient uptake and preserve viability. In contrast, complete loss of glucose transport in dKO cells precipitated terminal stress and cell death.

To validate RNAseq findings, stress–associated genes were prioritized by ranking transcripts first by adjusted p-value and subsequently by fold change, focusing on genes with established roles in stress-response pathways. 

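Chek1, E2f1, Pcna and Pidd1 were read from the libraries as FPKM, with means and SDs over the 2 clones of each group, and the RT-qPCR values are not analysed here. Chek1 (ENSMUSG00000032113, chromosome 9, from 36619778 to 36638361) had an FPKM of 9.72 ± 0.624 in Jak2WT GLUT1/3 WT, 12.0 ± 0.540 in Jak2WT GLUT1/3 dKO, 5.10 ± 0.258 in Jak2V617F GLUT1/3 WT and 12.1 ± 2.57 in Jak2V617F GLUT1/3 dKO. Its log2 fold change between the Jak2V617F groups was 1.08 (standard error 0.13, limma adjusted p = 0.00170) and lay between 0.88 and 1.29 when each library was left out in turn. E2f1 (ENSMUSG00000027490, chromosome 2, from 154401327 to 154411812) stood at 6.34 ± 0.978 in Jak2WT GLUT1/3 WT, 5.87 ± 0.768 in Jak2WT GLUT1/3 dKO, 4.45 ± 0.358 in Jak2V617F GLUT1/3 WT and 10.5 ± 0.167 in Jak2V617F GLUT1/3 dKO. Its log2 fold change was 1.07 between the Jak2V617F groups (standard error 0.12, limma adjusted p = 0.00131) and -0.094 between the Jak2WT groups (0.642), or 0.042 without Jak2WT GLUT1/3 WT clone 3. Pcna (ENSMUSG00000027342, chromosome 2, from 132091082 to 132095234) reached 110.4 ± 6.28 in Jak2WT GLUT1/3 WT, 135 ± 17.7 in Jak2WT GLUT1/3 dKO, 76.3 ± 10.7 in Jak2V617F GLUT1/3 WT and 191 ± 0.606 in Jak2V617F GLUT1/3 dKO. The standard error of its log2 fold change was 0.13 in Jak2V617F (limma adjusted p = 0.000713), against a log2 fold change of 0.28 in Jak2WT (0.173), or 0.15 without Jak2WT GLUT1/3 dKO clone 3. Pidd1 (ENSMUSG00000025507, chromosome 7, from 141018026 to 141023938) measured 4.93 ± 0.242 in Jak2WT GLUT1/3 WT, 5.83 ± 1.43 in Jak2WT GLUT1/3 dKO, 2.42 ± 0.398 in Jak2V617F GLUT1/3 WT and 8.42 ± 0.183 in Jak2V617F GLUT1/3 dKO. In Jak2V617F the standard error of its log2 fold change was 0.15 (limma adjusted p = 0.000895), and in Jak2WT the log2 fold change was 0.19 (0.437) and turned to -0.028 without dKO clone 3. For each of the 4 genes, both Jak2V617F GLUT1/3 dKO clones lay above both Jak2V617F GLUT1/3 WT clones, and the study selected the genes on these libraries. The interaction between background and dKO was 0.81 for Chek1 (limma adjusted p = 0.0397), 1.17 for E2f1 (0.0146), 1.04 for Pcna (0.0184) and 1.28 for Pidd1 (0.0176). None of these interactions passed an adjusted p under 0.05 without the expression filter, where they ran from 0.0512 for E2f1 to 0.112 for Chek1, that of Chek1 was 0.0528 without the intensity trend, and the lowest over the alternatives ran from 0.00399 to 0.0173. All 4 genes were lower in Jak2V617F than in Jak2WT among the GLUT1/3 WT clones at an adjusted p under 0.05, with log2 fold changes from -0.81 to -0.42, though without the expression filter E2f1 (0.101) and Pcna (0.0597) missed it, as did E2f1 in a fit of these 2 groups alone, within ranges of 0.0110 to 0.101 and 0.00416 to 0.0597 over the alternatives. As a list they had a median of 1.20 after GLUT1/3 loss in Jak2V617F (camera FDR = 0.000202).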

Independent RT-qPCR validation confirmed that GLUT1/3 dKO induced robust upregulation of *Chek1*, *E2f1*, *Pcna*, and *Pidd1* in *Jak2*V617F clones, consistent with the RNAseq results (Fig. 4B). To functionally validate the cell cycle alterations predicted by our RNA-seq and RT-qPCR data, we performed BrdU/7-AAD cell cycle analyses on our 32D *Jak2*WT and *Jak2*V617F GLUT1/3 WT and dKO clones (Fig. 4C; gating strategy in Fig. S7). We found that deletion of GLUT1/3 led to a significant accumulation of cells in the early S-phase across both Jak2 backgrounds. However, while this accumulation persisted into the late S-phase in *Jak2*WT cells, *Jak2*V617F dKO cells exhibited a marked depletion of the late S-phase population alongside a concurrent increase in the sub-G1 fraction. This prominent sub-G1 population indicates a transition to apoptosis during S-phase, likely driven by metabolic stress-induced replication failure, and perfectly corroborates our apoptosis assay data.

Together, the findings obtained from the GLUT1/3 KO analyses demonstrate that *Jak2*V617F–positive cells compensate for the loss of either GLUT1 or GLUT3 through functional redundancy but exhibit profound sensitivity to complete abrogation of glucose import. While disruption of glucose uptake reduces proliferation in both *Jak2*WT and *Jak2*V617F cells, the resulting metabolic stress preferentially induces apoptosis in *Jak2*V617F–mutated cells, providing strong evidence for glucose addiction driven by oncogenic JAK2 signaling.

### *Jak2*V617F–driven MPN exhibits resistance to metabolic targeting in vivo despite robust in vitro sensitivity

Based on our previous findings and the in vitro data obtained from glucose transporter KO clones, pharmacological inhibition of HIF-1α and glucose transporters emerged as a potential strategy to selectively target *JAK2*V617F–positive cells in MPN. To assess the translational relevance of this approach, we conducted an in-vivo intervention study employing a *Jak2*V617F-floxed *Vav*-i*Cre* mice model previously established by Villeval and Plo [30, 31]. *Jak2*^VF/+^ x *Vav-iCre*^+^ mice develop a PV–like phenotype due to Cre–mediated recombination of *Jak2* Exon 13 [37]. An overview of the experimental design is shown in Fig. S8A. Four weeks post transplantation, mice were randomly assigned to the treatment groups (vehicle, Ech, ACF, and KL-11743) and treatments were initiated. Mice treated with Ech, an inhibitor of HIF-1 signaling that intercalates with DNA at hypoxia-response elements (HRE) upstream of HIF-regulated genes, showed a heterogenous response across erythroblast populations in PB, BM, and spleen (Fig. S8E). While some animals showed marked increases, others exhibited reductions toward *Jak2*WT levels that were partially reflected in corresponding hemogram parameters. In contrast, treatment with acriflavine (ACF), a HIF-1α inhibitor that binds to the HIF-1α subunit in the cytoplasm and prevents dimerization with HIF-1β in the nucleus resulted in a trend toward reduced proerythroblast (*p* = 0.0593) and basophilic/polychromatic/ortho-chromatic–erythroblast (*p* = 0.0813) populations in the BM, accompanied by increased erythroblasts frequencies in the spleen (Fig. S8E). This pattern is compatible with partial suppression of erythropoiesis within the BM niche, potentially compensated by extramedullary erythropoiesis, thereby limiting measurable effects on PB parameters.

Similarly, mice treated with KL-11743, a GLUT1/2/3/4 inhibitor chosen due to low penetration of blood-brain barrier and proven effect against glucose–addicted solid tumors in in-vivo studies, exhibited erythroblast population patterns comparable to those observed in the ACF–treated group [33]. Combined basophilic, polychromatic and orthochromatic erythroblasts population was significantly reduced (*p* = 0.0140) in the BM, while proerythroblast populations showed a trend (*p* = 0.0721) toward increased representation in the spleen. Consistent with a treatment–induced shift of erythropoiesis from BM to spleen, HIF-1 inhibition was accompanied by a trend to increased circulating pro-erythroblasts, indicative of stress-associated and less compartmentalized extramedullary erythropoiesis [38].

Taken together, we observed only subtle and tissue–specific alterations in erythroid precursor populations, pharmacological inhibition of HIF-1 or glucose transporters failed to robustly ameliorate splenomegaly or normalize hematologic parameters in vivo. Under the experimental conditions tested, pharmacological inhibition of HIF-1 or glucose transporters did not result in measurable improvement of disease parameters in this murine model. These findings may reflect limitations in drug stability, delivery, bioavailability, target engagement, or compensatory hematopoietic adaptation. Therefore, while no therapeutic benefit was observed in this setting, further optimization of dosing, delivery, and combination strategies will be required before excluding their potential clinical relevance.

### In vitro targeting of HIF-1 and GLUT1/3 reduced proliferation and survival of patient–derived PBMCs

Patient samples (Table S6) were stratified according to the underlying driver mutation (*JAK2*V617F, *CALR*, or *MPL*). Consistent with our previous observations demonstrating selective efficacy of the HIF-1 inhibitor Ech, pharmacological HIF-1 inhibition using ACF significantly reduced both proliferation and viability of PBMCs derived from MPN patients, while effects on PBMCs from HD were markedly weaker (Fig. 5A/B, left) [10].

**Fig. 5:**
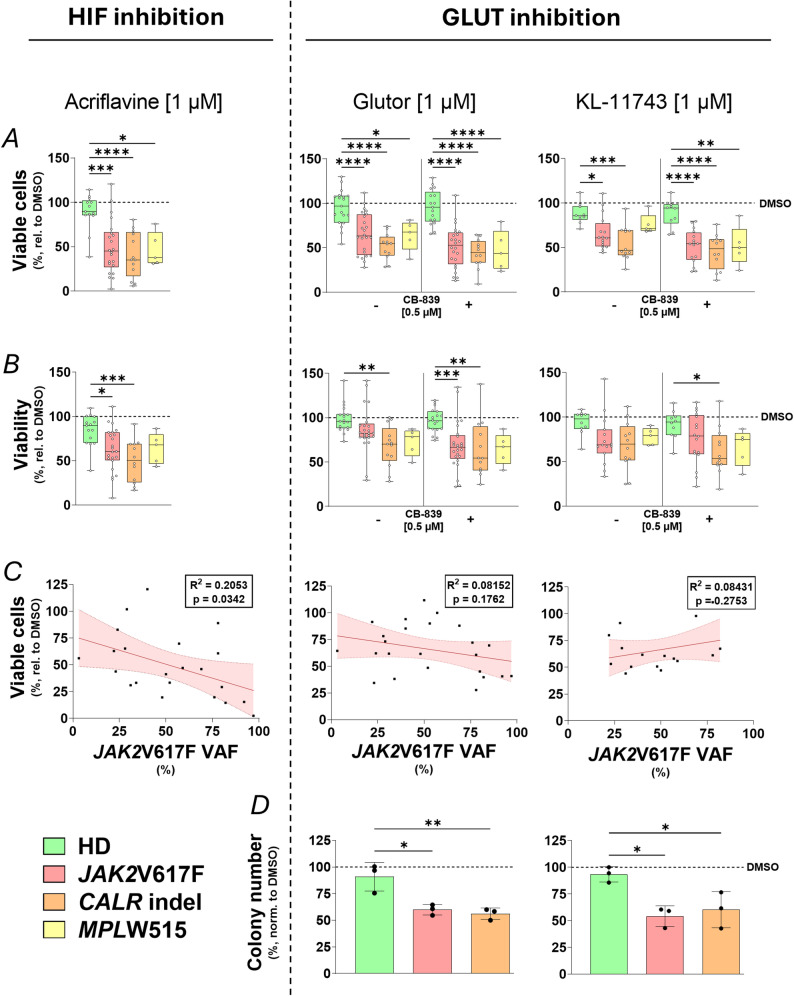
Patient–derived PBMCs are sensitive to HIF-1 and GLUT1/3 inhibition in vitro.** A** Proliferation of PBMCs isolated from healthy donors (HD) and MPN patients, normalized to the internal DMSO control of each sample. Following Ficoll separation, PBMCs were treated for 7 days with either acriflavine (ACF, 1 µM; left), Glutor (1 µM; middle), or KL-11743 (1 µM; right), either alone or in combination with the glutaminase inhibitor CB-839 (0.5 µM). Cell numbers were determined using a Neubauer chamber with Trypan blue exclusion to discriminate viable from dead cells. **B** Cell viability corresponding to samples in (**A**), calculated as the ratio of living to total cells and normalized to the DMSO control of each sample. Samples in (**A**) and (**B**) were stratified by the underlying driver mutations. Statistical comparisons were performed between patient– and HD–derived samples for each treatment condition. Combination treatments including CB-839 were additionally compared with their respective single-agent conditions. Statistical analysis was performed using ordinary one-way ANOVA with Dunnett’s (ACF) or Šídáks (Glutor, KL-11743) post-hoc correction. **C** Linear regression analysis (95% confidence interval) showing relationship between inhibitor-induced reduction in proliferation and driver mutations variant allele-frequence (VAF) in patient samples analyzed in (**A**). Correlations were assessed using two-tailed Pearson’s correlation coefficient. **D** Colony-forming unit (CFU) assays assessing the effects of GLUT inhibition on colony-forming capacity of patient– and HD–derived PBMCs. Cells were seeded with Glutor (1 µM) or KL-11743 (1 µM) at the time of plating. Colonies were quantified after 10–14 days by brightfield microscopy. Colonies numbers were normalized to DMSO (0.02%) controls for each sample and compared across conditions. Statistical analysis was performed using ordinary one-way ANOVA with Tukey’s post-hoc test. All data are presented as mean ± SD. Statistical significance is indicated as follows: *< 0.05, **< 0.01; ***< 0.001, ****< 0.0001

Glutor significantly reduced proliferation of PBMCs across all driver mutations, while only minimally affecting most HD samples (Fig. 5A/B, middle). Effects on cell viability were less pronounced and mutation-dependent, with significant reductions observed primarily in *CALR– *and *MPL*–mutated samples in comparison to HDs. Co–treatment with the glutaminase inhibitor CB-839 to assess potential redundancy via glutaminase pathways modestly enhanced the anti-proliferative effect, but reduced viability predominantly in *JAK2*V617F–positive samples. Treatment with the GLUT inhibitor KL-11743 yielded results comparable to Glutor (Fig. 5A/B, right). While *JAK2*V617F– and *CALR*–mutated cells exhibited robust reductions in proliferation and viability, *MPL*-mutated cells also demonstrated a trending decrease. This reduction did not achieve statistical significance, likely owing to the limited sample size of this specific subgroup. Co-treatment with CB-839 enhanced the antiproliferative effect of KL-11743 in *MPL*–mutated cells but failed to provide any further reduction in the viability of *JAK2*V617F cells after 7 days of treatment.

Analysis of treatment response relative to mutational burden revealed no negative correlation between Glutor–mediated inhibition of proliferation and driver mutation variant allele frequency (VAF; Fig. 5C, *p* = 0.2422). No such correlation was observed for KL-11743. Notably, ACF treatment displayed a significant negative correlation with driver mutation VAF. This mirrors findings reported for Ech [10], suggesting that VAF-associated sensitivity to HIF-1 inhibition involves mechanisms distinct from the metabolic vulnerabilities targeted by Glutor.

Overall, all tested inhibitors consistently reduced proliferation and, to varying extents, viability of MPN patient–derived cells, while HD–derived cells remained largely unaffected compared with DMSO controls.

To further validate these findings, PBMCs from *JAK2*V617F– and *CALR*–mutated patients were subjected to CFU assays (Fig. 5D). Based on prior demonstration of HIF-1 inhibition effects on JAK2V617F CFU formation [10], these assays focused on Glutor and KL-11743, with CB-839 excluded due to modest effects. The lack of response contrasts with previous reports in *JAK2*V617F patient cells, suggesting context-dependent metabolic differences [39]. Both Glutor and KL-11743 markedly reduced CFU formation in patient–derived samples from both driver mutation groups, while exerting only minor effects on HD–derived colonies (Fig. 5D).

Collectively, these results demonstrate that the metabolic vulnerabilities identified in *Jak2*V617F GLUT1/3 dKO cell lines are partially recapitulated in primary patient material across all common MPN driver mutations using pharmacological inhibition.

## Discussion

In this study, we identify glucose and HIF-1–driven metabolic reprogramming as a central vulnerability in MPN. We demonstrate that oncogenic *JAK2* signaling enforces a hypermetabolic state marked by elevated glycolysis and mitochondrial respiration, specifically dependent on GLUT1 and GLUT3. Pharmacological inhibition with Glutor or genetic ablation of *Slc2a1* and *Slc2a3* effectively abolished glucose uptake and glycolytic flux, with dKO clones exhibiting profound loss of proliferation and viability specifically in the *Jak2*V617F background. The absence of compensatory glucose transport indicates that oncogenic JAK2 does not induce expression of alternative GLUT family members in 32D cells. Residual metabolic activity observed after Glutor treatment was minimal and likely reflects incomplete transporter inhibition or minor glucose entry through non-canonical mechanisms, rather than biologically meaningful compensation [33, 38].

GLUT1 and GLUT3 were specifically selected as targets based on their increased expression in JAK2V617F–positive cells, mirroring observations from solid tumors where overexpression of these transporters is associated with aggressive disease and poor prognosis [40, 41]. This strategy was further supported by the strong efficacy of Glutor, a dual GLUT1/2/3 inhibitor, to effectively abrogate glucose uptake and glycolytic activity in *JAK2*V617F–positive cells. In contrast, no evidence was found for compensatory induction of other glucose transporters upon GLUT1/3 inhibition, indicating that *JAK2*V617F–driven metabolic reprogramming relies predominantly on these transporters rather than broader GLUT family redundancy. Together, these findings justify a focused targeting strategy centered on GLUT1 and GLUT3 as functionally relevant mediators of oncogene–driven glucose addiction.

Consistent with prior reports [14], *Jak2*V617F cells displayed elevated glycolytic flux and overall metabolic activity. Importantly, HIF-1α KD was sufficient to revert this phenotype toward *Jak2*WT–like metabolic states, confirming HIF-1 as a key mediator of *Jak2*V617F–induced metabolic rewiring [10, 42]. While this resembles the classical Warburg effect described in solid tumors [15, 43, 44], our OCR data indicate that *Jak2*V617F cells retain substantial mitochondrial activity even after the metabolic shift towards glycolysis in response to glucose, suggesting a hybrid metabolic state in which glycolysis and oxidative metabolism cooperate to sustain proliferation. This metabolic flexibility has been described by *Fendt et al.* as coordinated gene expression changes in response to fluctuations in nutrient availability as a characteristic feature of primary tumors and is thought to support sustained growth under metabolically constrained conditions [45]. Consistent with this concept, *Kim et al.* reported that glucose metabolism, unlike other nutrient pathways, is recurrently upregulated across diverse oncogenic contexts and hypoxic conditions, while simultaneously representing a shared vulnerability to metabolic disruption, aligning with the classical Warburg framework and its recognition as a hallmark of cancer [46, 47]. In *JAK2*V617F-driven cells, recent work by *Kealy et al.* demonstrated that non-canonical phosphorylation of HIF-1α via PIM1 promotes HIF-1α stabilization and a transcriptional program that is distinct from the classical hypoxia-induced regulon, while still promoting expression of glycolysis-associated genes [48].

The HIF-1–associated increase in glycolytic flux, together with the pronounced apoptosis observed in *Jak2*V617F GLUT dKO cells, provides strong evidence for a state of glucose addiction in this oncogenic context. This concept is supported by *Tata et al.*, who demonstrated that pharmacological inhibition of the glycolytic regulator PFKFB3 using 3PO effectively suppressed growth of human JAK2V617F-positive leukemic cell lines and reversed *Jak2*V617F-induced hypoglycemia in a murine model [14]. Notably, this hypoglycemic phenotype parallels clinical observations by *Mesa et al.*, who reported improvement of cachexia in *JAK*2V617F-positive patients treated with ruxolitinib [49]. While this ruxolitinib-induced reduction in baseline cellular energy demand is beneficial for reversing systemic metabolic wasting, our co-treatment findings reveal a critical, context-dependent dichotomy. Although combining ruxolitinib with Glutor yielded synergistic efficacy in murine 32D *Jak2*V617F cells, it actively antagonized the efficacy of Glutor in human post-MPN AML cell lines (SET-2 and HEL) by inadvertently shielding the cells from acute starvation. This highlights the necessity of carefully selecting co-treatment partners based on the specific metabolic landscape of the disease model.

Beyond its role in adenosine triphosphate (ATP) generation, glucose uptake is essential for sustaining pentose phosphate pathway flux, amino acid and nucleotide biosynthesis, and cellular redox homeostasis. Accordingly, *Kang et al.* showed that glucose-addicted cancer cells rely on glucose metabolism to maintain reactive oxygen species (ROS) balance, with glucose deprivation inducing apoptosis primarily through redox stress rather than energy depletion [50]. In contrast, *Rodriguez et al.* identified a selective vulnerability of leukemic stem cells to GLUT1 inhibition in murine AML models, where impaired glucose uptake triggered autophagy and cell death due to loss of bioenergetic homeostasis [20]. These effects can provide a mechanistic framework for the selective vulnerability of *Jak2*V617F–mutated cells to perturbations in glucose metabolism and are consistent with previous reports demonstrating the therapeutic potential of targeting glycolytic regulators in MPN [14].

Transcriptomic profiling further underscores the extent to which *JAK2*V617F–driven cells rely on GLUT1/3–mediated glucose uptake to sustain metabolic homeostasis and proliferation. Loss of GLUT1/3 dysregulated not only HIF-1 signaling, glycolysis, and amino acid metabolism, but also key processes of cell cycle regulation, DNA replication, and DNA repair. Rather than inducing compensatory metabolic rewiring, these changes culminated in a transcriptional signature characteristic of metabolic collapse. The pronounced induction of stress– and apoptosis–associated genes, validated by RT-qPCR, underscores the inability of *Jak2*V617F dKO cells to adapt to glucose deprivation, ultimately triggering cell cycle failure during S-phase and cell death, while *Jak2*WT cells remain able to progress towards late S-phase.

In contrast, *Jak2*V617F GLUT WT clones exhibited a markedly milder transcriptional stress response compared to *Jak2*WT cells, while maintaining OXPHOS and amino acid metabolism, contrasting their elevated rates of basal apoptosis. However, this discrepancy suggests that *Jak2*V617F cells, already burdened by the intrinsic stress of the oncogenic state, adopt a protective adaptation under moderate nutrient limitation by actively repressing transcriptional death pathways, as indicated by its transcriptional signature [51–53]. This is further validated by increased populations of *Jak2*V617F cells found in a resting G0/G1 phase in nutrient-poor conditions.

These findings reinforce the concept that *JAK2*V617F confers a heightened metabolic dependency on glucose transport, as the lack of effective compensatory adaptation in dKO cells further validates glucose transport as a selective and exploitable therapeutic target in JAK2V617F–positive MPN. We propose that, in line with our MTT and proliferation assay findings, heightened glucose dependency driven by *Jak2*V617F induces a protective state under glucose-limited culture conditions, suppressing proliferation and metabolic demand to maximize nutrient uptake and preserve viability. In contrast, complete loss of glucose transport in dKO cells precipitated terminal stress and cell death.

Despite these compelling in vitro findings, pharmacological targeting of HIF-1 or glucose transporters failed to robustly ameliorate disease features in a murine *Jak2*V617F model. Rather than contradicting our hypothesis, these negative in vivo results highlight key translational challenges: short plasma half–life, suboptimal bioavailability, and limited tissue penetration of the compounds used likely constrained target engagement [54, 55]. Evidence of altered erythroid precursor distribution, with reduced BM erythropoiesis accompanied by increased splenic erythropoiesis, suggests partial on-target effects that may be masked by compensatory extramedullary hematopoiesis. Such niche–dependent resistance mechanisms are well described in MPN and may protect malignant HSPCs outside the BM microenvironment [56]. These observations suggest that the drugs likely engaged their intended metabolic targets, but the disease adapts spatially rather than molecularly, shifting erythropoiesis to extramedullary sites such as the spleen, which provides a protective microenvironment [57]. A further limitation of the in vivo study is the absence of a positive control treatment known to attenuate the MPN phenotype in this model (e.g., a JAK inhibitor). Inclusion of such a benchmark could have helped validate model responsiveness and contextualize the lack of therapeutic efficacy observed with metabolic inhibition. These limitations are nonetheless informative. They indicate that metabolic targeting may require optimized drug formulations, altered dosing schedules, or combination strategies to overcome pharmacokinetic constraints and microenvironmental protection. In this context, combining metabolic inhibitors with agents that reduce splenic hematopoiesis or disrupt niche–mediated protection may represent a rational therapeutic strategy [58–60]. Furthermore, future in vivo competitive transplantation studies will be necessary to formally evaluate the impact of GLUT inhibition on mutant clonal fitness and the competitive dynamics between JAK2V617F and JAK2WT cells.

Beyond the pharmacological challenges observed in vivo, several limitations warrant consideration. 32D cells, while providing a clean genetic system for mechanistic dissection of functional redundancy between GLUT1 and GLUT3, are an immortalized murine cell line and may not perfectly capture the metabolic nuances of primary HSPCs. Nevertheless, our ability to successfully confirm the efficacy of Glutor in primary patient-derived blood cells and human JAK2V617F-mutated cell lines (HEL and SET-2) firmly underscores the translational relevance of these metabolic vulnerabilities. Furthermore, standard in vitro culture conditions do not replicate the complex, nutrient-restricted and hypoxic bone marrow microenvironment. This environmental gap may mask the metabolic plasticity of malignant clones. While we maintained dKO clones for several weeks without observing the emergence of compensatory mechanisms, the potential for acquired resistance through the long-term upregulation of non-canonical transport or bypass signaling remains a possibility in the more selective in vivo environment, necessitating further longitudinal study. In a living system, these cells might pivot to alternative substrates to bypass a compromised glucose transport system.

Crucially, our findings translate to primary patient material. In vitro treatment of patient–derived PBMCs with HIF-1 and GLUT inhibitors selectively reduced cell viability and exerted antiproliferative effects across *JAK2*V617F–, *CALR*–, and *MPL*–mutated samples, while sparing unmutated controls. While this observation hints that HIF-1–dependent glucose metabolism might represent a shared therapeutic vulnerability across genetically distinct MPN subtypes, our current mechanistic data are confined to the JAK2V617F setting. To determine whether CALR- and MPL-mutated cells undergo identical metabolic rewiring, extensive metabolic characterization in dedicated, driver-specific in vitro models will be required in future studies.

Additionally, while our results in primary patient samples were encouraging, the inherent clonal heterogeneity of MPN suggests that rare sub-clones or co-occurring mutations (e.g., TET2, ASXL1) might possess distinct metabolic signatures that provide resistance to GLUT1/3 inhibition.

## Conclusions

Taken together, our data define glucose uptake and HIF-1–dependent metabolic reprogramming as fundamental features of MPN biology that can be selectively targeted in vitro and in patient–derived cells. While in vivo efficacy remains to be established, the observed niche–dependent responses and pharmacological limitations provide a clear roadmap for rational optimization. With improved drug delivery and combination strategies, metabolic targeting may offer a complementary approach to selectively impair malignant hematopoiesis in MPN.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The RNAseq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE319980. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

AA: Amino acid
ACF: Acriflavine
AnnV: Annexin V
ATP: Adenosine triphosphate
BM: Bone marrow
BrdU: 5’-bromo-2’deoxyuridine
CFU: Colony-forming units
dKO: Double KO
ECAR: Extracellular acidification rate
Ech: Echinomycin
ET: Essential thrombocythemia
EV: Empty vector
FA: Fatty acid
FCS: Fetal calf serum
gRNA: GuideRNA
HD: Healthy donor
HCT: Hematocrit
HGB: Hemoglobin
HIF-1: Hypoxia-inducible factor 1
HRE: Hypoxia-response elements
HSC: Hematopoietic stem cell
i.p.: Intraperitoneal
IL-3: Interleukin-3
KD: Knockdown
KI: Knock-in
KO: Knockout
MPN: Myeloproliferative neoplasm
OCR: Oxygen consumption rate
OXPHOS: Oxidative phosphorylation
PB: Peripheral blood
PBMC: Peripheral blood mononuclear cell
PBS: Phosphate-buffered saline
PMF: Primary myelofibrosis
PV: Polycythemia vera
RBC: Red blood cell
ROS: Reactive oxygen species
RNAseq: RNA sequencing
RT-qPCR: Reverse transcriptase quantitative PCR
Scr: Scrambled controls
WT: Wild-type
VAF: Variant allele frequency

# Supplementary material for: Glucose transport dependency defines a therapeutic vulnerability in JAK2V617F-driven myeloproliferative neoplasms
**Source:** Cell Commun Signal. 2026 Jun 23;24:370. doi: 10.1186/s12964-026-03018-4
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Glucose Transport Dependency Defines a Therapeutic Vulnerability in JAK2V617F-driven Myeloproliferative Neoplasms**

**Authors**

Patrick Weiand^1,2^, Nicolas Chatain^1,2^, Marcelo A. Szymanski de Toledo^1,2^, Julia Moellmann^3^, Tabea Pirker^3^, Siddharth Gupta^1,2^, Henrike Jacobi^1,2^, Jelena Lazarevic^1,2^, Margherita Vieri^1,2^, Maria Jimena Rodriguez^1,2^, Steffen Koschmieder^1,2^, Deniz Nogueira Gezer^1,2,*^ & Julian Baumeister^1,2,*,✉^

^*^ Contributed equally

**Supplementary Information**

**1 Supplementary Tables**

**Table S1: guideRNA sequences targeting GLUT1 and GLUT3**

| **Target** | **Name** | **Strand** | **Sequence** | **PAM** |
| --- | --- | --- | --- | --- |
| *Slc2a1* Exon 3 | Mm.Cas9.SLC2A1.1.AD | + | CAAACATGGAACCACCGCTA | CGG |
| *Slc2a1* Exon 4 | Mm.Cas9.SLC2A1.1.AE | + | GCTTATGGGCTTCTCCAAAC | TGG |
| *Slc2a3* Exon 5 | Mm.Cas9.SLC2A3.1.AD | - | GGACTCTTTGTCAACCGCTT | TGG |

gRNA sequences were obtained from the Integrated DNA Technology (IDT, Coralville, USA) library for pre-designed AltR CRISPR-Cas9, and subsequently also purchased from IDT).

**Table S2: Primers used in CRISPR screening**

| **Target** | **Sequences** |
| --- | --- |
| *Slc2a1* E3-E4 fw | CCCAGTCCTCTTTTCGTCCG |
| *Slc2a1* E3-E4 rv | CCTGGGCAATAAGGATGCCA |
| *Slc2a1* AD off-target fw | AGAAGGTCATTTCAGGCACGG |
| *Slc2a1* AD off-target rv | TTGGCGTGTTATGCATATGTCC |
| *Slc2a1* AE off-target fw | GCCTAGATGTCTCCAATCTTCCAA |
| *Slc2a1* AE off-target rv | GGTATCCTGTGCACAAACAGAG |
| *Slc2a3* Exon 5 fw | AAGGAACTCCGTTGCTGACC |
| *Slc2a3* Exon 5 rv | AGCCACCCTAGGATTTGCCT |
| *Slc2a3* AD off-target fw | GCAGTGAGCAGAGGAGTACC |
| *Slc2a3* AD off-target rv | ACCTCTCTCCTGTTGACCTAC |

Primers were designed using Primer-BLAST from the U.S. National Library of Medicine (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi>). Selected Primers were ordered from MWG Eurofins.

**Table S3: Primers used in RT-qPCR analyses**

| **Target** | **Sequences** |
| --- | --- |
| *Hprt* fw | GGGGGCTATAAGTTCTTTGC |
| *Hprt* rv | TCCAACACTTCGAGAGGTCC |
| *Chek1** fw | GTTAAGCCACGAGAATGTAGTGA |
| *Chek1** rv | GATACTGGATATGGCCTTCCCT |
| *Pcna** fw | TTTGAGGCACGCCTGATCC |
| *Pcna** rv | GGAGACGTGAGACGAGTCCAT |
| *E2f1** fw | TGCAGAAACGGCGCATCTAT |
| *E2f1** rv | CCGCTTACCAATCCCCACC |
| *Pidd1* fw | TCCTTGTTCTGCACAGCAACCT |
| *Pidd1* rv | AACCTGGGATATGTCTGGGGGA |

Primers were designed using Primer-BLAST from the U.S. National Library of Medicine (<https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi>). *-marked Primers were obtained from the Harvard PrimerBank of the Harvard Medical school database for quantitative gene expression analysis PCR primers (<https://pga.mgh.harvard.edu/primerbank/index.html>). Selected Primers were ordered from MWG Eurofins.

**Table S4: Antibodies**

| **Antibody** | **Use** | **Company** |
| --- | --- | --- |
| Ter119-APC | Flow cytometry | Biolegend, USA |
| CD71-PE | Flow cytometry | Biolegend, USA |
| GLUT1 Recombinant Rabbit Monoclonal Antibody (SA0377) | Western blot | Thermo Fisher Scientific, USA |
| GLUT3 Recombinant Rabbit Polyclonal Antibody (PA5-99486) | Western blot | Thermo Fisher Scientific, USA |
| GAPDH mouse monoclonal antibody (6C5) | Western blot | Santa Cruz Biotechnology, USA |
| Pacific Blue Annexin V | Flow cytometry | Biolegend, USA |

**Table S5: Gene edits in KO clones**

| **32D MPL^+/+^** | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***Jak2*WT** | | | | | | | | | | | | |
| Group | GLUT1/3 WT | | | GLUT1 KO | | | GLUT3 KO | | | GLUT1/3 dKO | | |
| Clone Nr. | **1** | **2** | **3** | **4** | **5** | **6** | **7** | **8** | **9** | **10** | **11** | **12** |
| Indel mutations (bp) **GLUT1** | **/** | **/** | **/** | **-262** | **-1 / -17** | **-262** | **/** | **/** | **/** | **-262** | **-262** | **-262** |
| Indel mutations (bp) **GLUT3** | **/** | **/** | **/** | **/** | **/** | **/** | **-1** | **-8** | **-35** | **-1** | **-5** | **-1** |
| ***Jak2*V617F** | | | | | | | | | | | | |
| Group | GLUT1/3 WT | | | GLUT1 KO | | | GLUT3 KO | | | GLUT1/3 dKO | | |
| Clone Nr. | **1** | **2** | **3** | **4** | **5** | **6** | **7** | **8** | **9** | **10** | **11** | **12** |
| Indel mutations (bp) **GLUT1** | **/** | **/** | **/** | **-347** | **-129 / -214** | **-347** | **/** | **/** | **/** | **-347** | **-347** | **-347** |
| Indel mutations (bp) **GLUT3** | **/** | **/** | **/** | **/** | **/** | **/** | **-3 / -7** | **-2 / +18** | **-3 / -8** | **-1 / -12** | **-12** | **-2 / -37** |

**Table S6: Patient material information**

Screening for additional mutations in ASXL1, CBL, CHECK2, DNMT3A, IDH2, KRAS, SETBP1, SRSF2, TET2 and U2AF1 was performed with patient PBMCs using next generation sequencing. Allel burdens are indicated in brackets. No additional mutations present are denoted as -.

**2 Supplementary Figures**

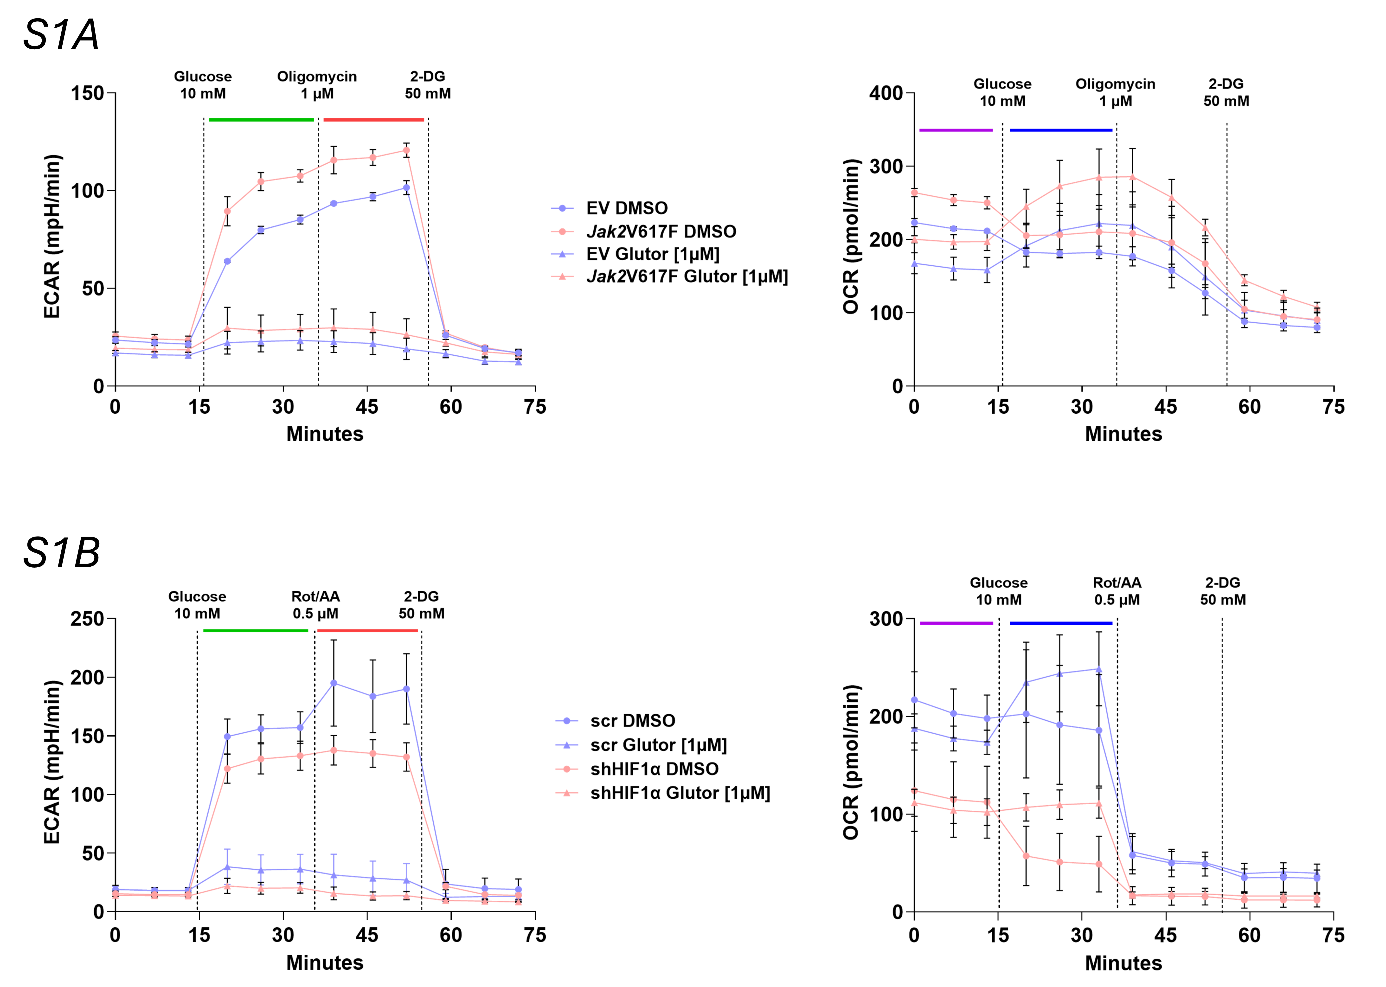

**Fig S1. Full extracellular flux time courses underlying Fig. 1:** **(A)** Full time course of extracellular flux measurements, separated into ECAR (left) and OCR (right), in 32D EV and *Jak2*V617F cells treated with either DMSO (0.01%) or Glutor (1 µM). **(B)** Full time course of extracellular flux measurements, separated into ECAR (left) and OCR (right), in 32D *Jak2*V617F cells expressing small hairpin-RNA (shRNA) targeting HIF-1α (sh*Hif1a)* or scrambled control (scr) treated with either DMSO (0.01%) or Glutor (1 µM). In both panels, ECAR and OCR were measured at three subsequent timepoints in each phase at 3 min intervals. Compounds indicated above curves were injected into each well at indicated concentrations and timepoints. Shaded regions correspond to the time windows used for quantification and data shown in Fig. 1A-C (A) or Fig. 1D-F (B). Data are presented as mean ± SD of three independent experiments (n=3), with 8 technical replicates averaged for each condition at each timepoint per n.

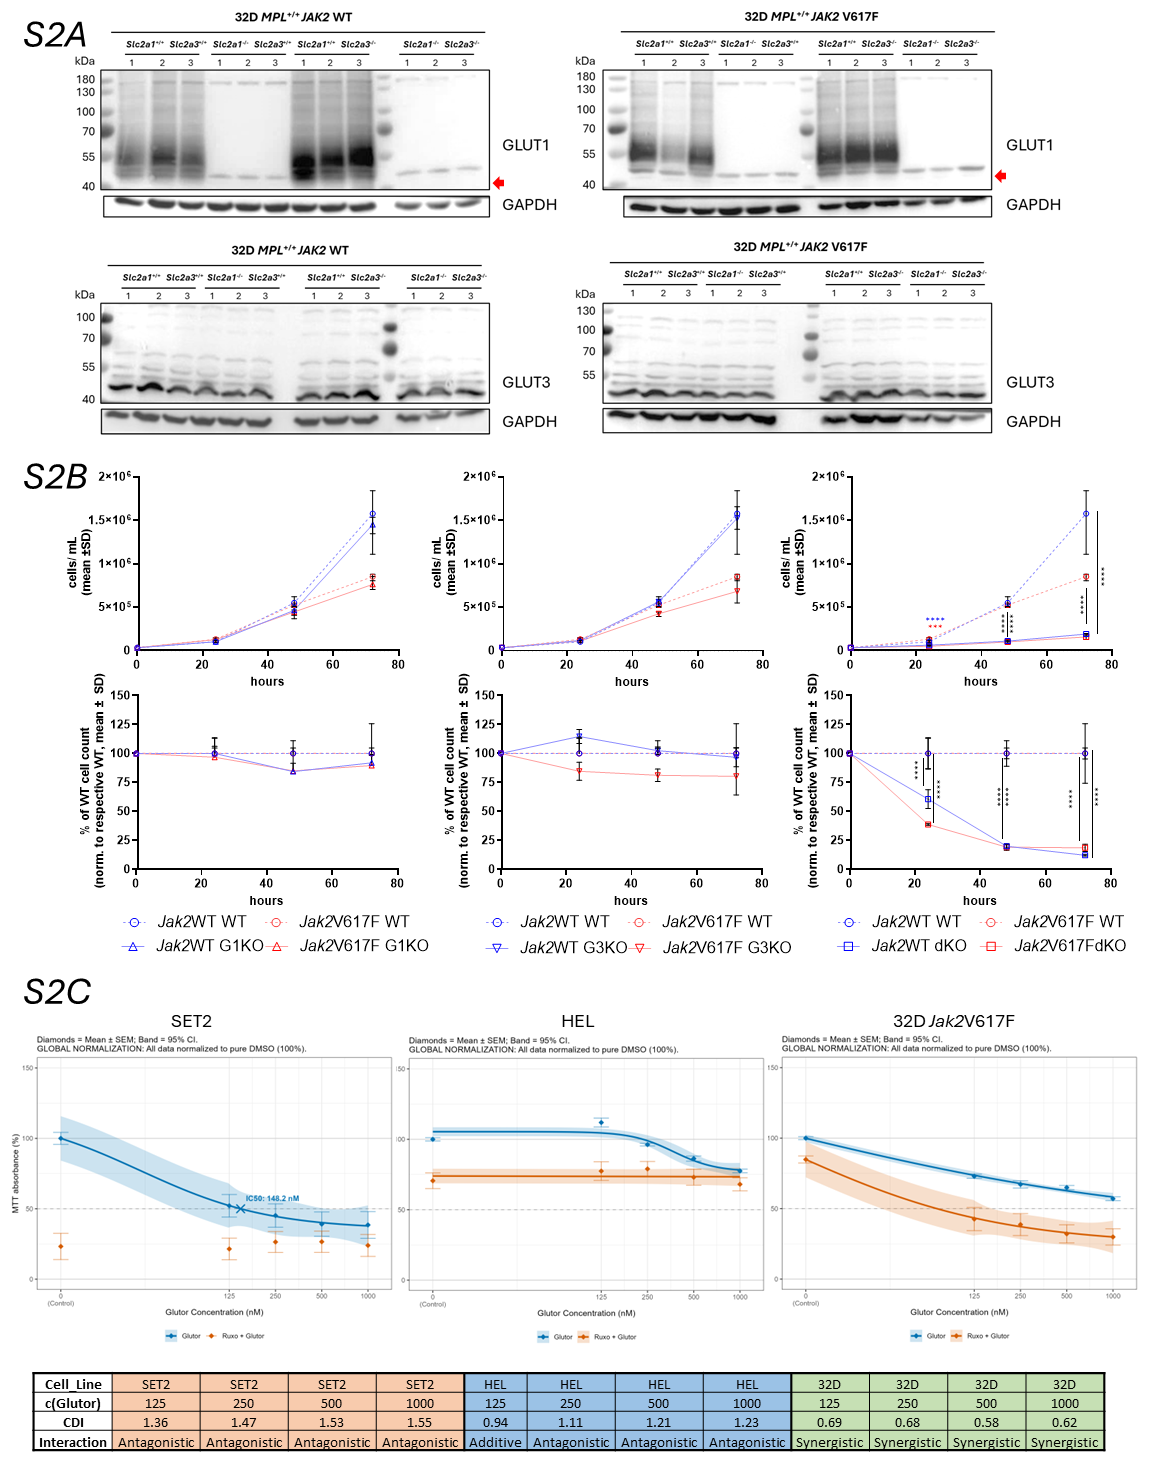

**Fig S2. GLUT1 and GLUT3 protein expression, proliferation of knockout clones, and MTT assays with SET, HEL, and 32D cells: (A)** Representative Western blot analysis of GLUT1 (top) or GLUT3 (bottom) protein expression in 32D *MPL*WT *Jak2*V617F *Slc2a1* (GLUT1) or *Slc2a3* (GLUT3) wild-type (WT), single-knockout or double-knockout 32D cells with GAPDH as loading control (n=3). Total of 20 µg of protein lysates were loaded into each pocket per samples. Antibody details are provided in Table S4. **(B)** Proliferation of GLUT1 or GLUT3 KO clones was assessed over 72 h. 1 x 10^5^ cells were seeded in low-supplement RPMI-1640, and cell counts were measured every 24 h using a CASY cell counter. Data are presented as absolute cell numbers per mL of culture medium (top) or normalized to the respective GLUT1 or GLUT3 WT clones (bottom). Data are presented as mean ± SD from three independent experiments (n=3), with three independent clones used as replicates per condition for each experiment. Statistical analysis was performed using ordinary two-way ANOVA and Tukey’s multiple comparison test. **(C)** MTT assays were performed with JAK2V617F-mutated cell lines (HEL, SET-2, and 32D MPL *Jak2*V617F) following 72 hours of treatment with varying concentrations of Glutor, either alone or in combination with 500 nM ruxolitinib. Relative metabolic activity was determined by measuring absorbance at 550 nm and is normalized to vehicle (DMSO) controls. The Coefficient of Drug Interaction (CDI) was calculated to evaluate the combination effect, where a CDI < 0.9 indicates synergy, 0.9–1.1 indicates additivity, and > 1.1 indicates antagonism.

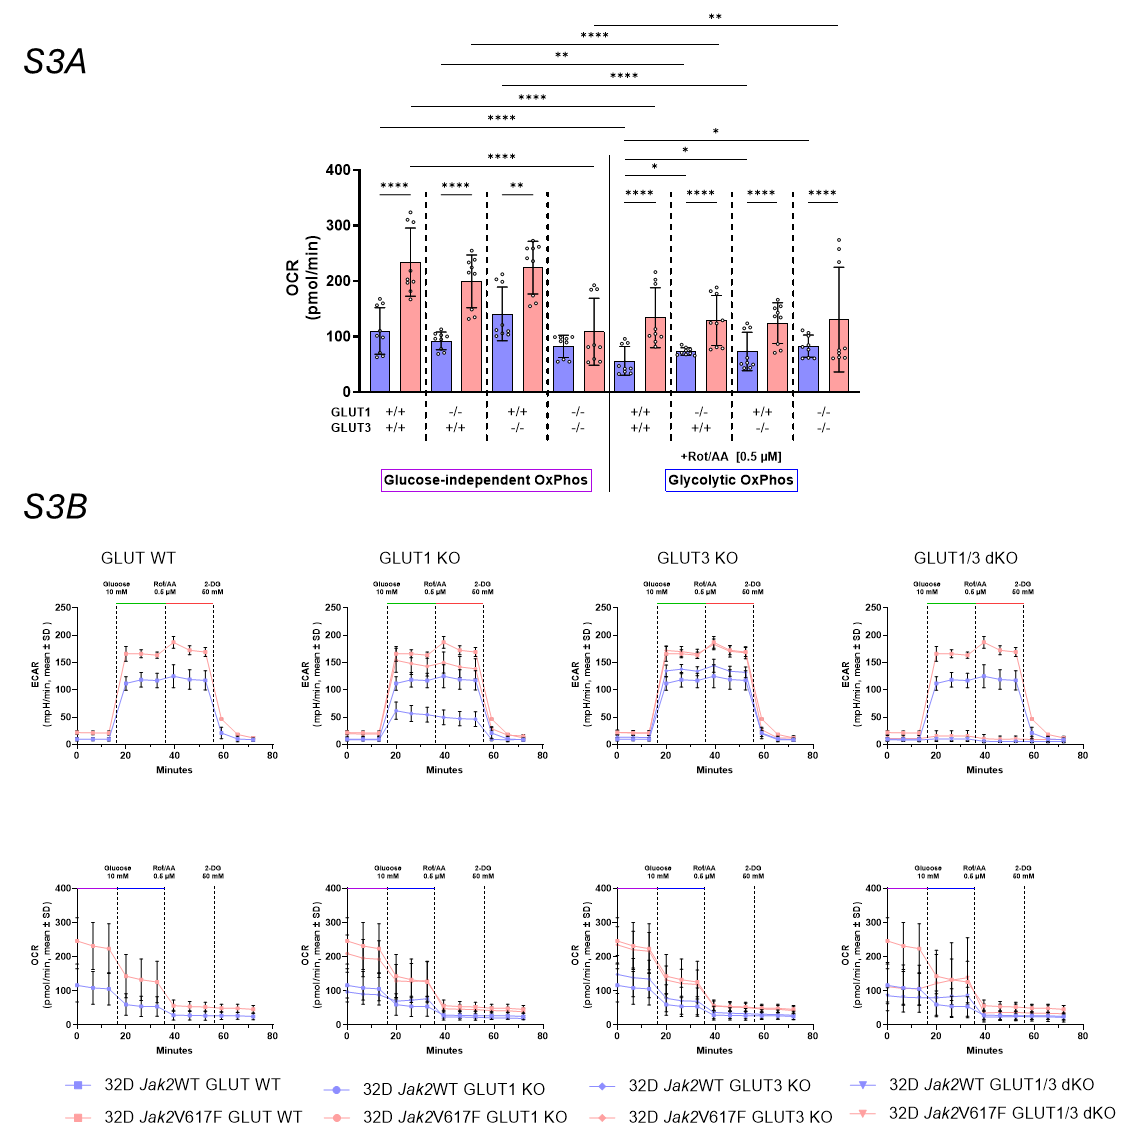

**Fig S3. Extracellular flux profiles of GLUT knockout clones: (A)** OCR changes of all 32D GLUT wild-type (WT) and knockout (KO) clones in both genetic backgrounds before (left) and after glucose addition (right; 10 mM). Statistical analysis was performed using ordinary one-way ANOVA with Šídák multiple comparison tests within and between metabolic phases. Each clone per condition was measured once per independent experiment (n=3, 3 measured timepoints per phase per n, each timepoint averaged from 8 analytical replicates per condition). **(B)** Full time course of extracellular flux measurements, separated into ECAR (top) and OCR (bottom), of 32D *Jak2*WT and *Jak2*V617F KO clones. Flux was measured at three subsequent timepoints in each phase at 3 min intervals. Compounds indicated above curves were injected into each well at indicated concentrations and timepoints. Shaded regions correspond to the time windows used for quantification and data shown in Fig. 2C (top) or Fig. S3A (bottom). Data are presented as mean ± SD of three independent experiments (n=3), with 8 technical replicates averaged for each condition at each timepoint per n.

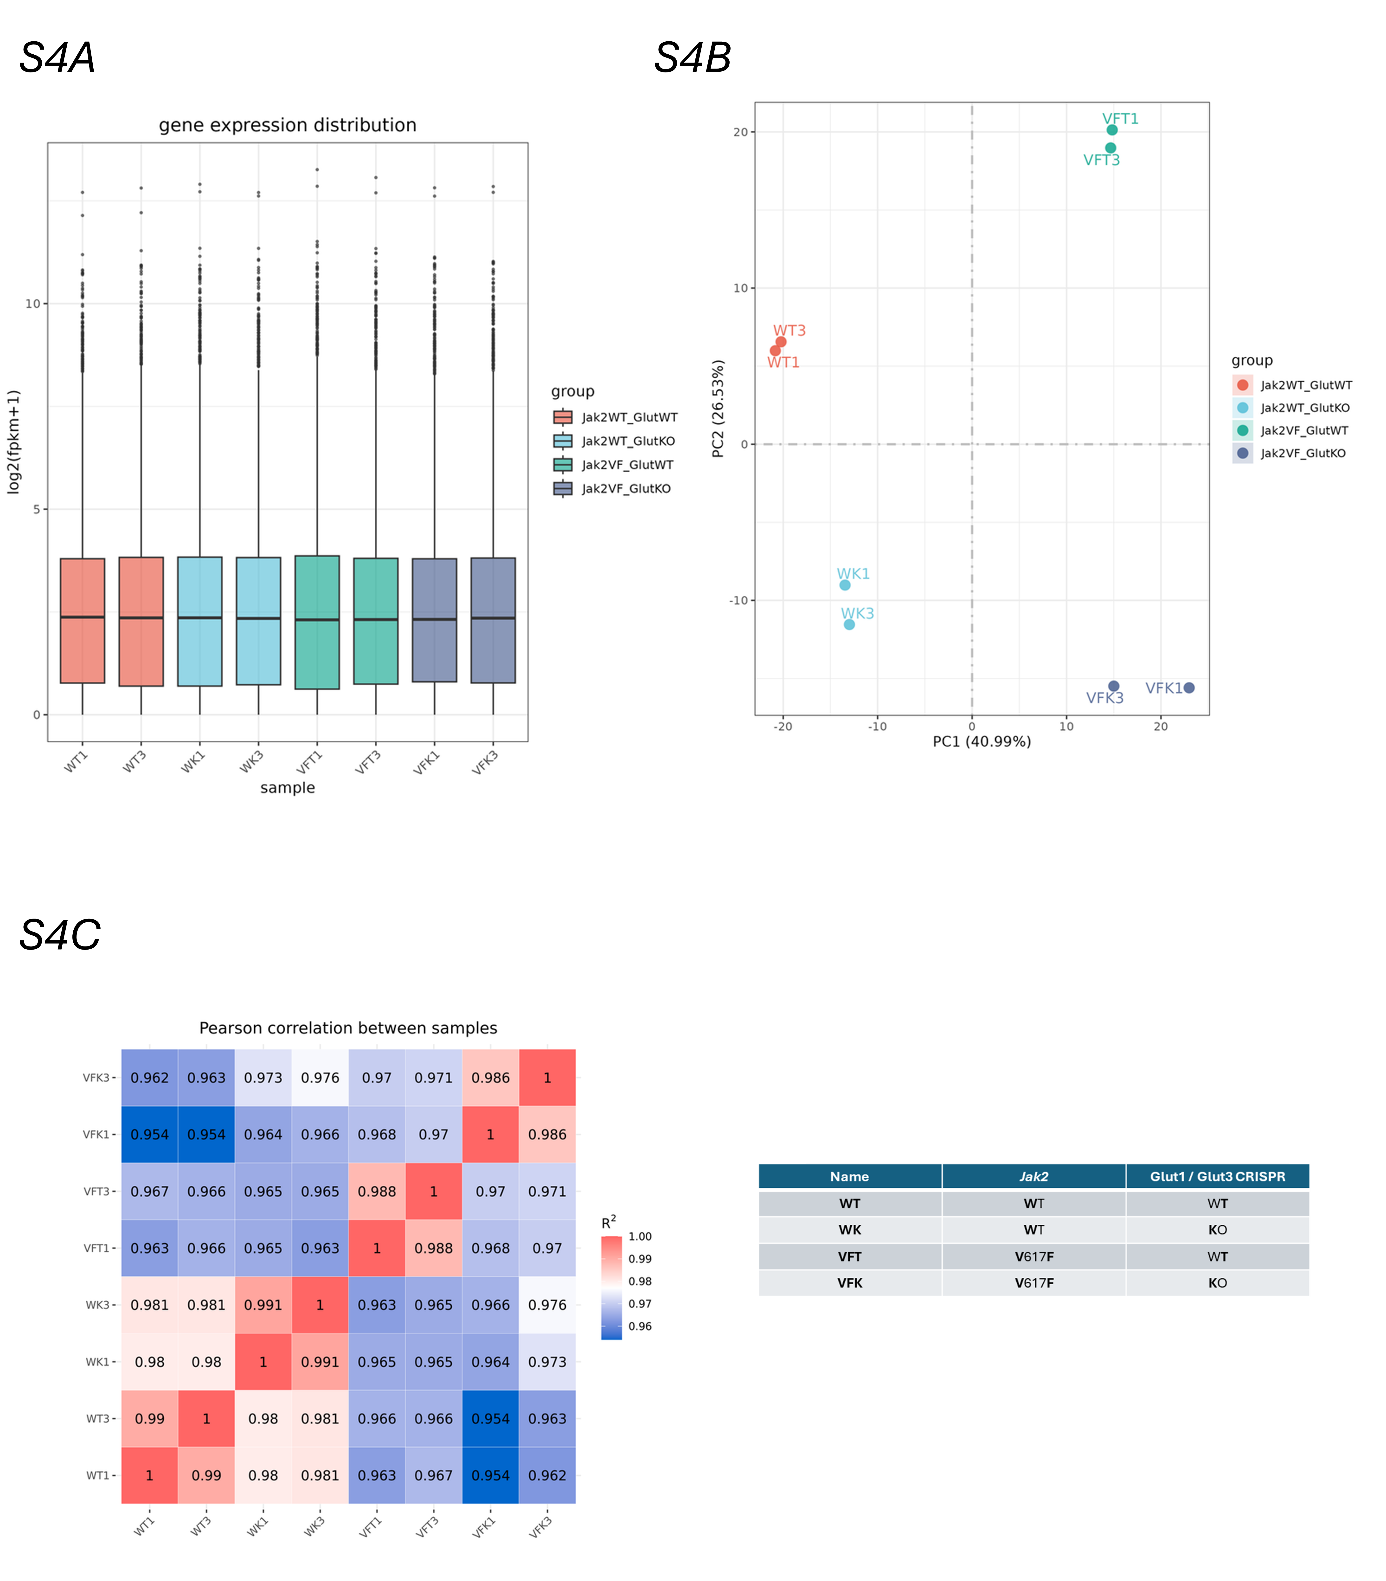

**Fig S4. Global quality assessment and clustering of RNA-seq dataset: (A)** Distribution of gene expression values across all RNA-seq samples, including two GLUT1/GLUT3 wild-type (GlutWT) and double-knockout (GlutKO) clones of *Jak2*WT and *Jak2*V617F genetic background, respectively, shown as log_2_(FPKM+1), illustrating overall expression ranges and comparability between sequencing libraries. **(B)** Principal component analysis (PCA) of all RNA-seq samples summarizing variances between samples and clutersting according to genetic background and clone. The table below the plot indicates the assignment of samples to genetic groups. **(C)** Pearson correlation matrix of all RNA-seq samples displayed as heatmap, illustrating similarities (red) and dissimilarities (blue) in global gene expression patterns.

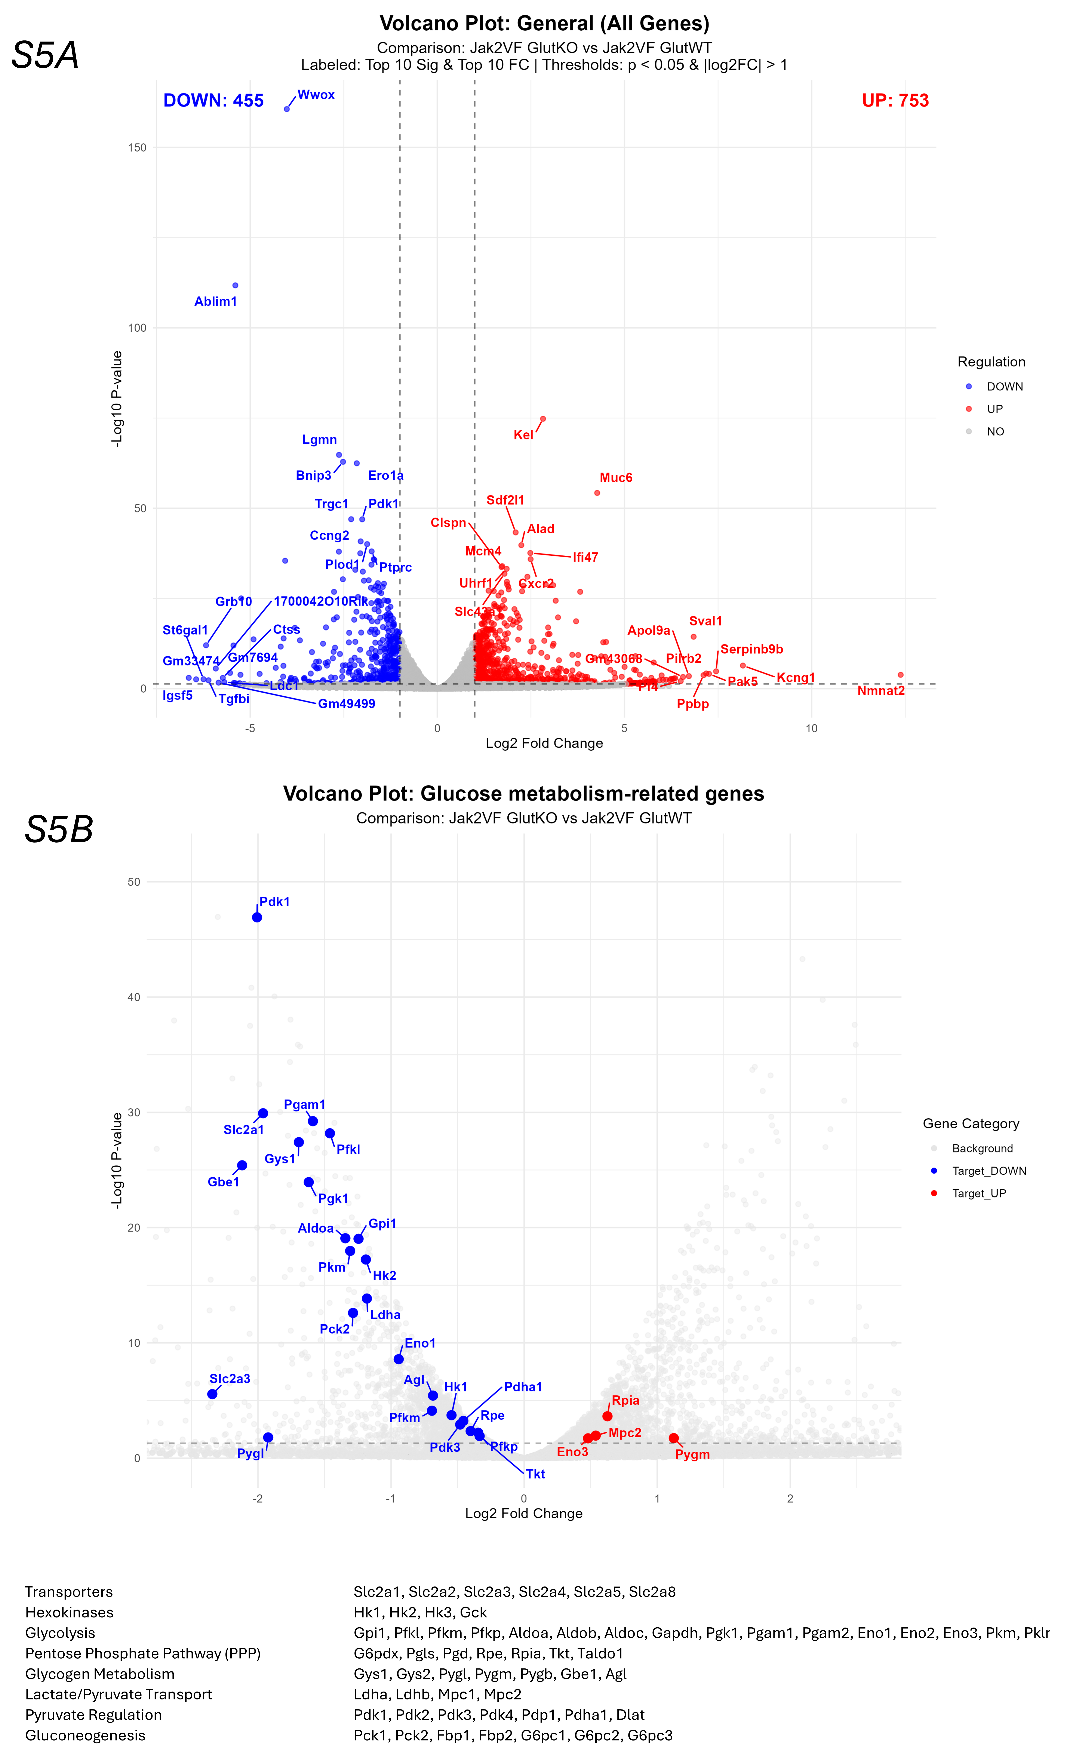

**Fig S5. Differential expression and pathway-focused transcriptional analysis of *Jak2*V617F GLUT1/GLUT3 double-knockout versus wild-type cells: (A)** Volcano plot displaying differentially expressed genes identified by RNA-seq in the comparison of GLUT1/GLUT3 double-knockout (GlutKO) vs wild-type (GlutWT) *Jak2*V617F cells. Genes with an absolute log₂ fold change ≥ 1 and p ≤ 0.05 are highlighted, with downregulated genes shown in blue and upregulated genes in red. **(B)** Volcano plot of the same dataset as in (A)., Selected genes based on their role in glucose metabolism-related pathways are highlighted (p≤ 0.05) to visualize pathway-specific transcriptional changes. A list of targeted genes and their corresponding pathways or families is shown below the plot.

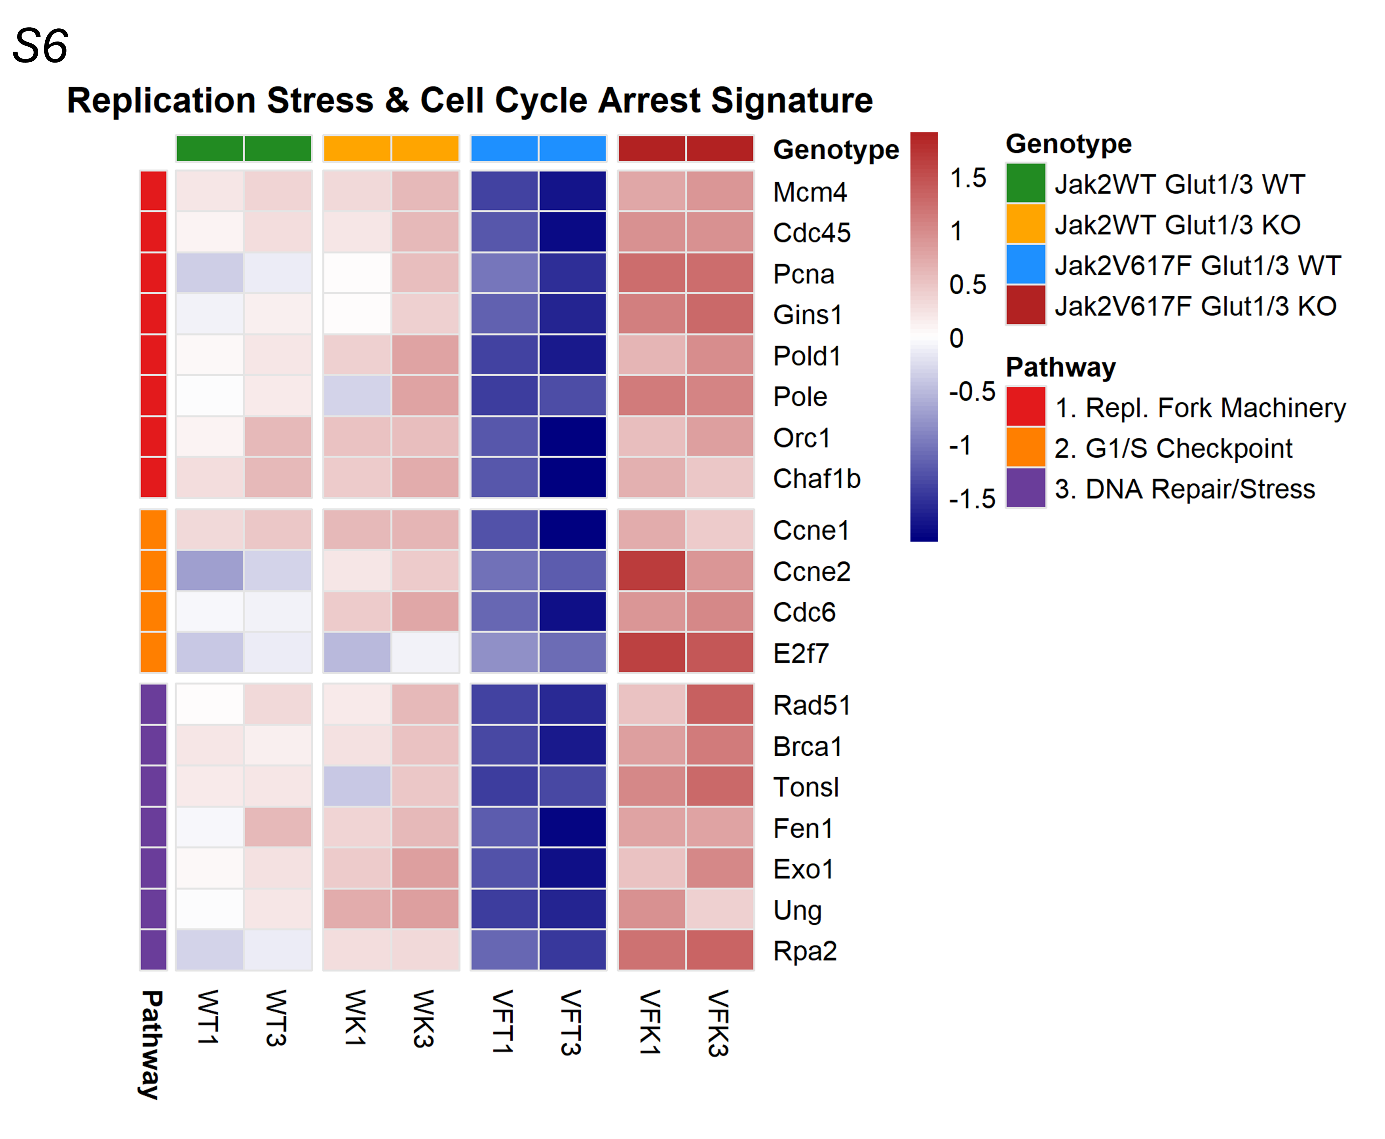

**Fig S6. *Jak2*V617F GLUT1/3 wild-type cells display decreased replication signatures in response to nutrient stress:** Heatmap showing normalized expression of key genes from curated replication stress and cell cycle gene sets across indicated groups. Rows correspond to individual genes, clustered according to their gene sets. Gene expression values are scaled per gene, with higher expression depicted in red and lower in blue.

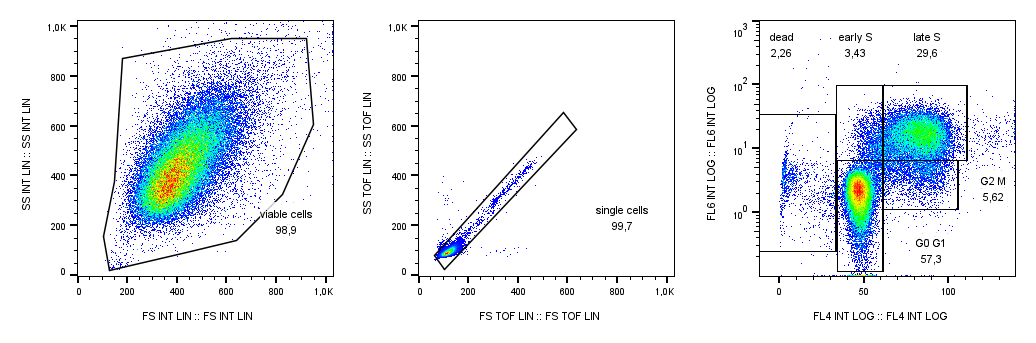

**Fig S7. Gating strategy for BrdU/7-AAD flow cytometry analysis: (A)** Gating strategy utilized to identify Sub G1, G0/G1, early S, late S and G2/M phase populations based on BrdU and 7-AAD stainings in 32D *Jak2*WT and *Jak2*V617F GLUT1/3 WT and dKO cells, as analyzed in Fig 4C.

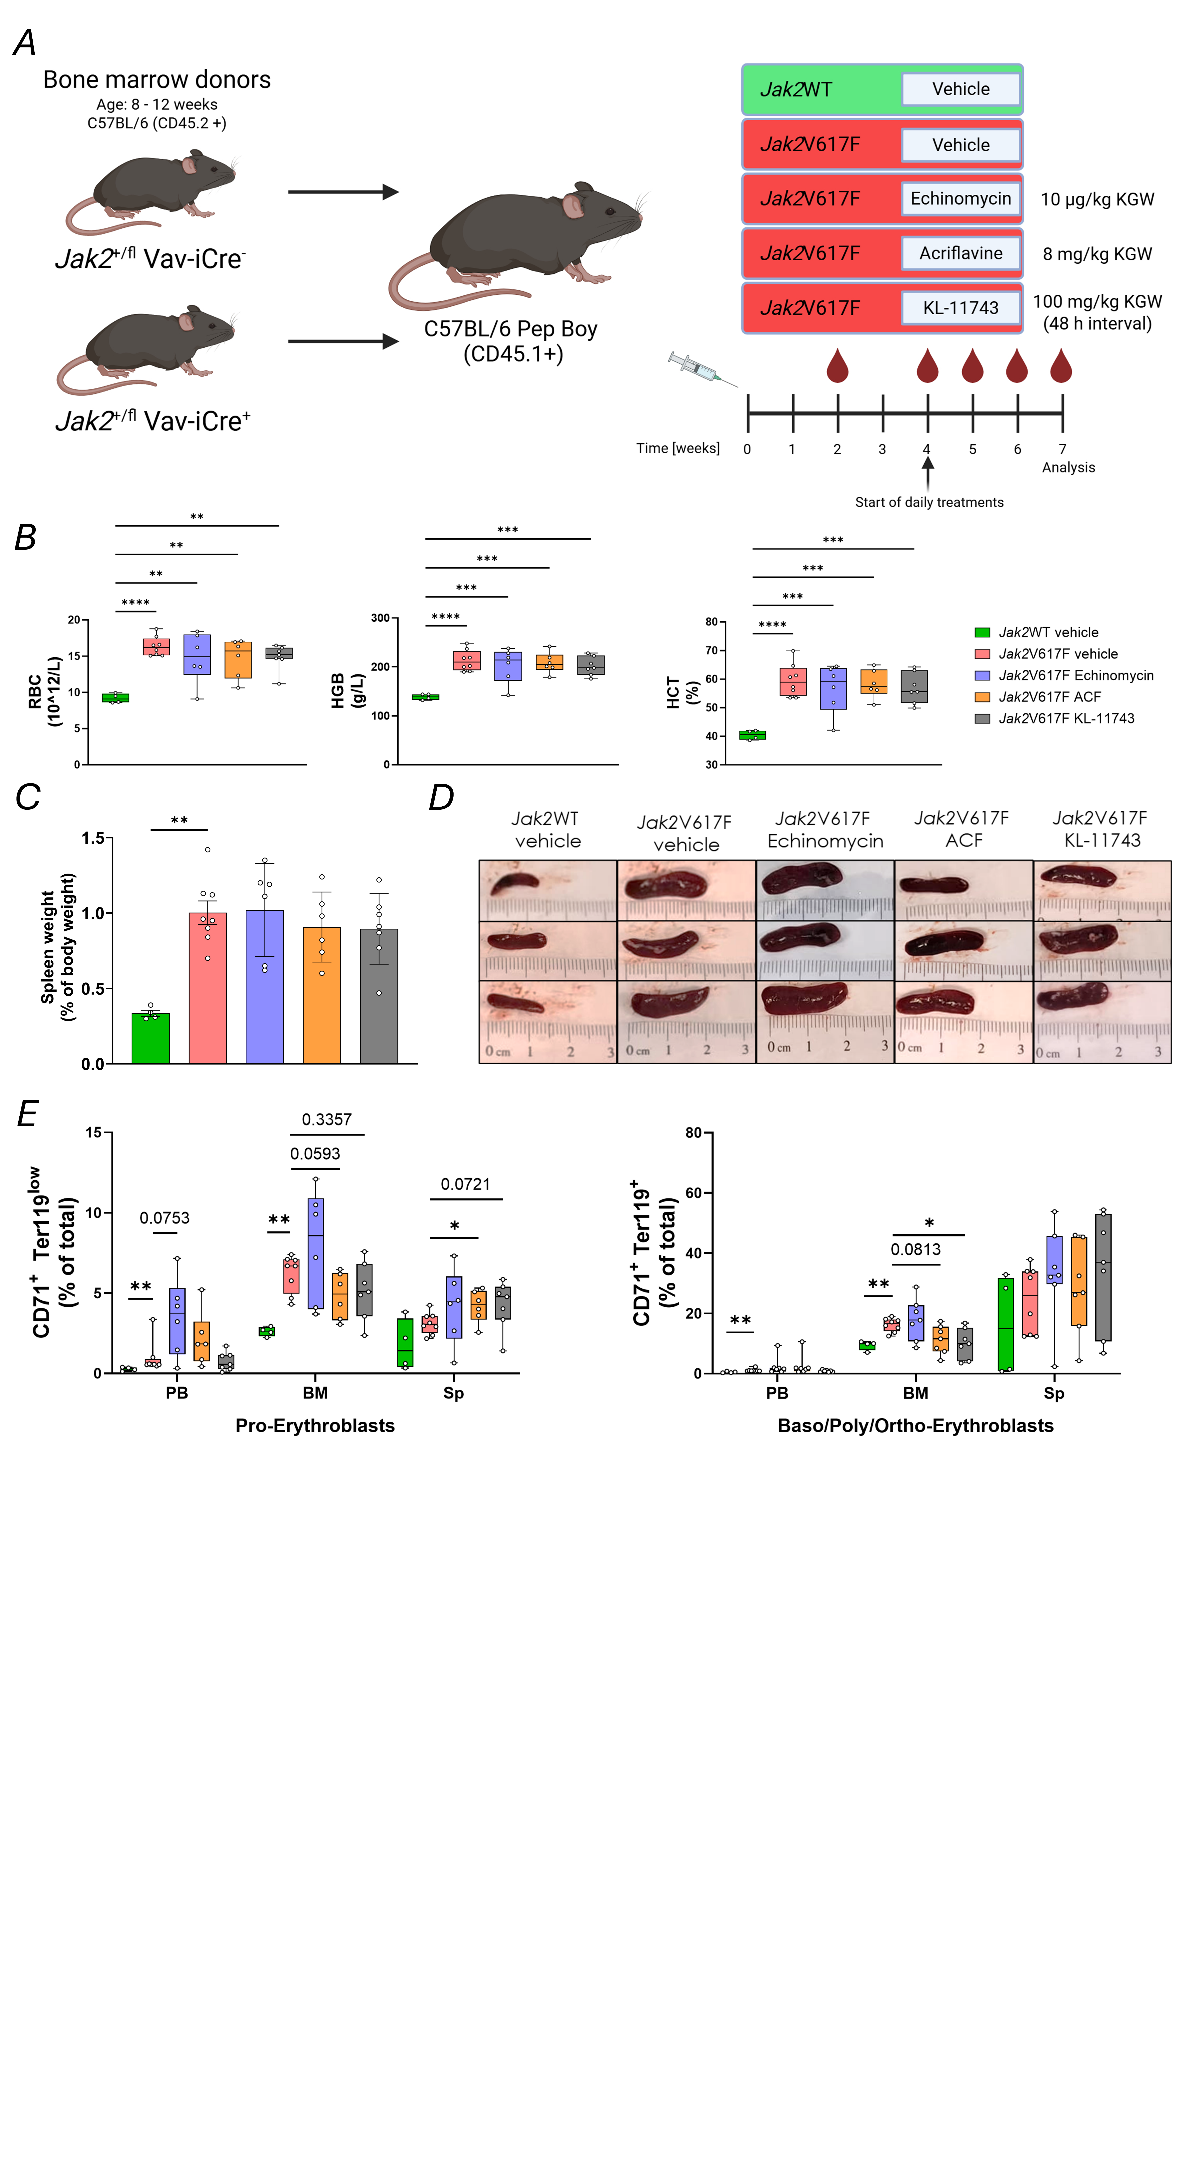

**Fig S8. Limited in vivo effects of HIF-1 and GLUT inhibition in a *Jak2*V617F knock-in model. (A)** Schematic overview of the experimental design, including mouse strains, irradiation, transplantation, experimental timeline, blood collection timepoints, treatment groups, dosages, and administration schedules. **(B)** Hemograms showing red blood cell (RBC; left) counts and hemoglobin (HGB; right) levels in each experimental group before treatment initiation (week 4) versus finalization (week 7). Statistical analysis was performed using ordinary One-way ANOVA with Dunnett’s post-hoc test. **(C)** Spleen weights at study finalization, normalized to individual body weight. All groups were compared to the *Jak2*WT vehicle group using Kruskal-Wallis testing with Dunn’s post-hoc correction. **(D)** Representative images of spleens from each experimental group after extraction, placed next to a scale bar. **(E)** Frequencies of erythroid progenitor populations in peripheral blood (PB), bone marrow (BM), and spleen (Sp), identified by flow cytometry following anti-CD71 and anti-Ter119 staining. Pro-erythroblasts (left) and basophilic/polychromatic/orthochromatic erythroblasts (right) are shown as percentages of total measured cells. Data were analyzed using pairwise comparisons between *Jak2*V617F vehicle–treated mice with each treatment group using Mann-Whitney test. All data are presented as mean ± SD. Statistical significance is indicated as follows: ***< 0.05, **< 0.01; ***< 0.001, ****< 0.0001.

Between weeks 4 and 7, all Jak2V617F mice developed a PV–like phenotype characterized by splenomegaly and increased red blood cell (RBC) counts, hemoglobin (HGB) and hematocrit (HCT) in peripheral blood (PB, Fig. 5B-D). None of the administered treatments resulted in a significant reduction of spleen weight or normalization of RBC, HGB or HCT values, indicating that the disease was not effectively attenuated under the applied treatment conditions. Flow cytometric analysis of PB, BM, and spleen revealed modest treatment–associated changes in erythroblast populations during nucleated stages of erythropoiesis (Fig. S8E, gating strategy shown in Fig. S9). As expected, all Jak2V617F groups exhibited an expansion of erythroblast populations compared with controls, consistent with the observed hematologic phenotype

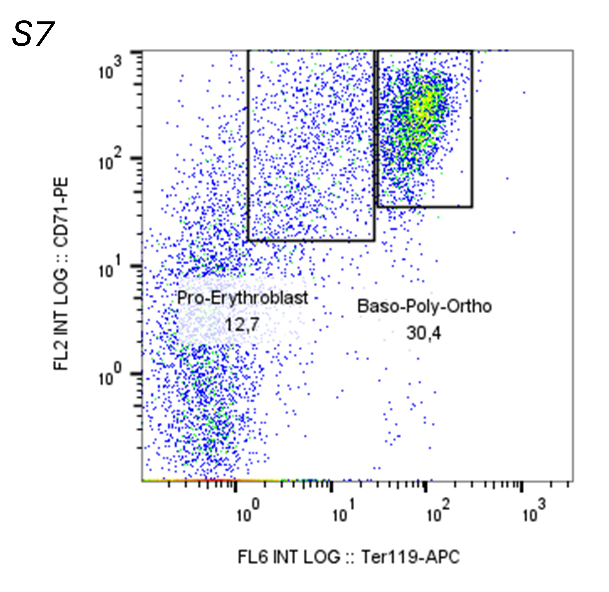

**Fig S9. Gating strategy for CD71/Ter119 flow cytometry analysis: (A)** Gating strategy utilized to identify erythroblast populations based on CD71 and Ter119 cell surface expression in peripheral blood, bone marrow and spleen samples, as analyzed in Fig. S8E.

How the deposited data were processed for this re-analysis (not part of the article)

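The re-analysis covers the RNA sequencing of 32D cells, with 8 libraries from 2 GLUT1/3 WT and 2 GLUT1/3 dKO clones of the Jak2WT and Jak2V617F backgrounds. All 8 library columns of the deposited table were used, and each was assigned to its group from the labels of the series, with 0 columns left out. The deposited FPKM values had been made by the authors from reads cleaned with fastp, aligned to mm39 (GRCm39) with HISAT2 and counted per gene with featureCounts in the pipeline of the sequencing provider. FPKM divides the fragments counted on a gene by the gene's length and by a total for the library, and the methods do not state the version of the annotation, the strand setting or the total that was used. Relative to the reads on genes, recovered as given below, this total was lowest in Jak2V617F GLUT1/3 WT clone 1, at 0.937 times. It was highest in Jak2WT GLUT1/3 WT clone 1, at 1.06 times. A total below the reads on genes is not the plain total of a library, so the deposited values carry some other scaling. The table listed 56748 genes, 25788 of them above 0 in at least 1 library, and no filter on low values had been applied to it.

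FPKM times the listed gene length was a whole multiple of one step in each library, for all values above 0 within a tolerance of 0.01 of the step, so the reads per gene could be recovered. Recovered reads per library ranged from 16846011 to 48884329. They include reads on genes alone, and as pairs of 150 bases those of the smallest library come to 5.05 gigabases. Clones of a group differed by more than the sampling of reads gives, so the spread between clones and not the depth set the precision of most values.

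Genes with an FPKM of at least 1 in at least 2 of the 8 libraries were tested, which left 11818. The test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with one mean for each of the 4 groups in a single fit and the trend of the spread on intensity in its empirical Bayes step. This left 4 residual degrees of freedom and added 3.34 from the spread shared across genes. The 6 comparisons were dKO against GLUT1/3 WT in each background, Jak2V617F against Jak2WT among the GLUT1/3 WT clones and among the dKO clones, Jak2V617F GLUT1/3 dKO against Jak2WT GLUT1/3 WT, and the interaction of background and dKO. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05, and the thresholds of Fig. S5A, which are not adjusted, were applied beside it. The methods name NovoMagic and R for the analysis of these libraries and not the test behind that plot, and a linear model on the log scale was chosen for the FPKM values.

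The 34 gene lists were tested with camera at a preset correlation of 0.01, with fry beside it, and adjusted over the lists within a comparison. Of these, 16 were the panels and labelled genes of Fig. 3A, 4A, 4B, S5A, S5B and S6, and 18 were written by hand or taken from the cell cycle markers of the Seurat package with human symbols written as mouse symbols. The listed gene G6pc1 matched no single gene of the table, and Ppargc1a did not pass the expression filter. The KEGG pathways and GO terms of the paper's enrichment plots are not analysed here, since the terms' gene lists were not available. Medians of lists and chromosomes were also placed among 10000 random lists of the same size matched on mean expression. Library medians, ratios and figures were made with matrixStats 1.5.0, Python 3.11.15 and matplotlib 3.10.9.

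Genes named in the text follow a rule set in advance. They are the genes the study names for these libraries, first Slc2a1 and Slc2a3, the other glucose transporters of the Slc2a family, Jak2, and in each comparison the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold with both clones of one group on one side of both clones of the other. Every gene list and every chromosome could be named. The erythroid genes listed by abundance in the closing section were chosen after their values were seen. Some genes that the rule covers and one of the GLUT1 guides are not reported here.

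The gene test was checked on simulated data for 11425 genes with the real means and library sizes and a coefficient of variation between clones of 0.1, of which 200 changed 2-fold. It recovered 181 of these (90.5%) and called 20 others, and with no change simulated it called 0. Voom recovered 192. Of 200 random lists of 20 genes without a change, camera called 0 and fry 0. Genes were simulated independently of each other, so this cannot show how either test does on lists of correlated genes.

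The alternatives tried were a pseudocount of 0.1, no filter, a filter on the mean FPKM, the empirical Bayes step without the trend and with robust estimates, libraries scaled to the same total or by their median ratio, voom on the recovered reads, a fit of only the groups compared, a fit with the clone number as a block, and fits that each left out one library. Gene lists were also tested with camera's estimated correlation, and the similarity of libraries with genes scaled to unit variance. Similarity over all listed genes, lists without the genes of chromosome 16 and counts without chromosomes 3, 13 and 16 were added after the data were seen. Hemoglobin genes and other near-identical paralogs may have had their reads shared or discarded by the counting, so their values are uncertain, and overlapping genes are uncertain because the strand setting is not known. Guides were matched, together with the PAM listed for each, to both strands of the reference genome GRCm39 with no mismatch. Sites followed by another PAM were not searched. Exons were numbered in the transcript of the reference annotation named with them. With 2 clones in each group, no rule for outlying libraries was applied and other groupings of the libraries were not tested. The RT-qPCR, apoptosis, BrdU, extracellular flux and inhibitor experiments, and the patient and mouse material, have no values in the deposited table and are not analysed here.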

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

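The tests of single libraries for chromosomes 16, 3 and 13 and for the erythroid genes, of the scaling of the libraries for chromosome 16 and the Fig. S6 genes, and of the chromosome 16 genes among the Fig. S6 genes were chosen only after the result was seen, and the other tests before it.

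The effect of GLUT1/3 loss differed between the backgrounds for 558 genes with a positive and 698 with a negative interaction at an adjusted p under 0.05, 1256 in all. The interaction is the log2 fold change of dKO against GLUT1/3 WT in Jak2V617F minus that in Jak2WT. Over gene lists with a camera FDR under 0.05, its median was positive with 1.46 for the G1/S checkpoint genes, 1.16 for the Fig. S6 genes, 1.14 for the DNA repair genes and 1.13 for the replication fork genes. It was 1.10 for the RT-qPCR genes of Fig. 4B, 1.10 for the upregulated genes of Fig. 4A, 0.84 for the S phase genes and 0.77 for the cell cycle panel, and smaller with 0.71 for the DNA replication genes, 0.62 for the DNA damage response panel, 0.56 for the erythroid genes, 0.54 for the G2/M genes, 0.51 for the interferon response genes and 0.20 for the cholesterol synthesis genes. Negative medians were -1.01 for the ATF4 targets, -0.78 for the downregulated genes of Fig. 4A, -0.60 for the glycolytic enzymes, -0.51 for the HIF-1 targets, -0.37 for the amino acid panel and -0.27 for the amino acid biosynthesis genes. These lists share genes, since 19 of the Fig. S6 genes are among the upregulated genes of Fig. 4A and 10 among the S phase genes, and the study chose the genes of Fig. 4A, Fig. 4B and Fig. S6 on these libraries. For the genes of Fig. 4B the interaction was 1.28 for Pidd1, 1.17 for E2f1, 1.04 for Pcna and 0.81 for Chek1. With the correlation within each list estimated, none of these lists passed (FDR from 0.272 to 0.572). Leaving out 1 library moved a median of these lists by more than 1.5 times in some fits, with -0.42 for the amino acid biosynthesis genes and 0.23 for the interferon response genes without Jak2V617F GLUT1/3 dKO clone 3, 0.84 for the erythroid genes and 0.43 for the cholesterol synthesis genes without Jak2V617F GLUT1/3 WT clone 1, 0.094 for the cholesterol synthesis genes without Jak2V617F GLUT1/3 WT clone 3 and 0.38 for the cholesterol synthesis genes without Jak2V617F GLUT1/3 dKO clone 1.

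For the Fig. S6 genes, the tables argue against 4 technical explanations of the interaction of 1.16. It was 1.12 without the genes on chromosome 16, 1.19 with the reads of every library thinned to those of the smallest, 1.23 after removal of the trend on GC content and gene length, and at least 1.19 with the libraries scaled to the same total or by their median ratio. The spread of this value between clones was 0.14. The same genes were lower in Jak2V617F than in Jak2WT among the GLUT1/3 WT clones, as given with Fig. S6, and the 2 Jak2V617F GLUT1/3 WT clones enter both values. A dependence of the dKO effect on Jak2V617F may explain the interaction, as a hypothesis, but a state of these 2 clones that has nothing to do with the genotype would give the same values and was not tested. The study chose these genes on the same Jak2V617F libraries, which can enlarge the interaction, and how much it did so was not tested either. For the metabolic lists, the interferon and erythroid interactions and the other lists, no technical explanation of the difference between the backgrounds was tested apart from the alternatives described under the dependence on the processing, and the background, which the design names, stays open as untested.

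The genes of chromosome 16 had a median log2 fold change of -0.33 in Jak2V617F GLUT1/3 WT against Jak2WT GLUT1/3 WT, over 375 genes that the paper does not discuss as a group. In Jak2V617F GLUT1/3 dKO the library medians stood near those of Jak2WT GLUT1/3 WT, at 0.017 and -0.059. As to a single library, the clone nearer to Jak2WT was at -0.30, with a spread between clones of 0.0319. The median relative to all genes stayed at -0.33 after removal of the trend on GC content and length, and was -0.34 with the libraries scaled by their median ratio. With the chromosome split into 3 equal parts, the part nearest to 0 was at -0.28, which argues against a change in one part alone. All 3 parts were lower by more than the spread between clones, as a lower number of copies of chromosome 16 in both Jak2V617F GLUT1/3 WT clones would need. A lower copy number in these clones, which the dKO clones do not share, may be a candidate explanation, but the number of copies was not measured, and an effect of the genotypes on the whole chromosome stays open as untested.

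In Jak2V617F GLUT1/3 dKO against GLUT1/3 WT, the genes of chromosome 3 had a median log2 fold change of -0.26 and those of chromosome 13 one of -0.18, which the paper does not report. Other chromosomes ran from -0.12 for chromosome 14 to 0.085 for chromosome 11, apart from chromosome 16 at 0.28. Against the mean of the Jak2WT GLUT1/3 WT clones, chromosome 14 stood at -0.097 and -0.068 in the dKO clones and 0.015 and 0.031 in the GLUT1/3 WT clones. It was not tested further. Chromosome 13 rested on a single library, as its median was -0.34 in dKO clone 1 and 0.00057 in dKO clone 3 against the mean of the GLUT1/3 WT clones. For chromosome 3, both dKO clones were lower, at -0.37 and -0.14 in clones 1 and 3, where the GLUT1/3 WT clones differed by 0.039. The value of clone 3 was little larger than the SD between clones of 0.114, which includes the difference between the dKO clones, so most of the change rested on clone 1. Leaving out a dKO clone therefore left -0.37 for chromosome 3 without clone 3 and -0.14 without clone 1. After removal of the trend on GC content and length, the median of chromosome 3 relative to all genes was -0.23. Differences in chromosome number between single-cell clones may explain the values of chromosomes 3 and 13, but the libraries do not measure them, and no biological explanation was tested.

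Interferon response genes, which the paper does not discuss, were higher in dKO than in GLUT1/3 WT clones of both backgrounds. Of 22 listed genes, 15 passed the expression filter, and 1 was picked by the study from these libraries. The median log2 fold change was 1.29 in Jak2V617F (camera FDR = 1.5e-09), with 13 genes higher and 0 lower at an adjusted p under 0.05 (15 and 0 adjusted over the list alone, and 0 lower at an unadjusted p under 0.05). In Jak2WT it was 0.73 (camera FDR = 1.4e-05), with 10 higher and 1 lower (11 and 1 adjusted over the list alone). Against a single library, the smaller gap of the backgrounds between the lower dKO clone and the higher GLUT1/3 WT clone was 0.64, with a spread between clones of 0.066. Removal of the trend on GC content and length left at least 95.5% of the medians, and thinning the reads to the smallest library moved them by at most 0.020. An effect of GLUT1/3 loss on these genes may be a hypothesis, while effects of the editing and of the selection of clones after it, which the dKO clones of both backgrounds have in common, stay open as untested.

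Erythroid genes had a median log2 fold change of 1.12 in Jak2V617F GLUT1/3 dKO against GLUT1/3 WT (camera FDR = 4.0e-05). Of 22 listed genes, 16 passed the filter, 11 were higher and 1 lower at an adjusted p under 0.05, with the same counts adjusted over the list alone, and the study picked 2 of the listed genes from these libraries. Hbb-bs rose from 80.2 to 1823 FPKM and Hba-a1 from 569.6 to 1500, log2 fold changes of 4.56 and 1.35, and both have paralogs that share reads. Kel rose by 2.71, Alad by 2.17 and Tfrc by 0.79, and Gata1 fell by 0.50. With regard to a single library, the lower dKO clone lay 0.40 above the higher GLUT1/3 WT clone in the median of the list. Hbb-bs also rose in Jak2WT GLUT1/3 dKO against Jak2WT GLUT1/3 WT, by 4.22 (limma adjusted p = 0.00191), so its rise was not limited to Jak2V617F. The list did not rise there, with library medians of -0.43 and -0.41 in the Jak2WT dKO clones, between the -0.45 and -0.37 of the Jak2WT GLUT1/3 WT clones. Erythroid cells or their RNA in the Jak2V617F dKO libraries cannot be told apart from a change within the cells. Of the 10 most abundant listed genes, 4, among them Gata1, which fell, changed by a factor that differed from their median change (log2 fold change 1.24) by more than 2-fold, and those that rose least already had a high level in GLUT1/3 WT, which would hide a small share of such cells. GLUT1/3 loss, which the design names, stays open as untested.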

How the results depend on the processing

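Every alternative below was set before the data were examined, apart from the similarity of libraries over all listed genes, the lists without the genes of chromosome 16, the counts without chromosomes 3, 13 and 16, the chromosome medians under settings of the gene test, and the leaving out of libraries for the similarity and the opposite direction, which were chosen after the data were seen. Each alternative changed one choice and kept the others. Below, a dKO comparison is dKO against GLUT1/3 WT within one background, and the background comparison is Jak2V617F against Jak2WT among the GLUT1/3 WT clones unless dKO clones are named. In the Jak2V617F dKO comparison, every gene list with a camera FDR under 0.05 kept its direction and its side of that threshold under every alternative other than camera's estimated correlation and the fits that left out a library of these groups, which give no test, except for the amino acid panel. Over the alternatives that left out no library, the median there ran from -1.29 to -1.19 for the HIF-1 targets, -0.90 to -0.71 for the glycolysis panel, -1.18 to -0.85 for the glycolytic enzymes, -0.93 to -0.83 for the ATF4 targets, 1.29 to 1.54 for the Fig. S6 genes, 0.97 to 1.11 for the S phase genes, 0.74 to 1.88 for the interferon response genes and 0.62 to 1.27 for the erythroid genes. The interaction of the Fig. S6 genes ran from 1.12 to 1.46. Chek1, E2f1, Pcna and Pidd1 kept their direction and their adjusted p under 0.05 in the same comparison under every alternative with a test. Over the other single genes named in the text and all alternatives that left out no library, 756 results kept their direction and side of the threshold, 27 lost it, 15 gained it and 8 changed sign. Of the results for lists, 905 kept direction and side, 61 lost the threshold, 13 gained it and 13 changed sign, and each of these is given below. Unless a cause is named, the cause was not tested.

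With a pseudocount of 0.1, the number of genes past the thresholds of Fig. S5A rose from 315 to 558 higher and from 245 to 371 lower, as the smaller added value enlarges the fold changes of genes with a low FPKM. The median of chromosome 16 was -0.41 in the background comparison and 0.34 in the Jak2V617F dKO comparison. The eBayes step without the trend gave 1549 genes higher and 1817 lower at an adjusted p under 0.05 in the Jak2V617F dKO comparison, and with robust estimates it gave 1614 and 1940. Leaving out the genes of chromosomes 3, 13 and 16 left 280 higher and 211 lower past the thresholds of Fig. S5A. No list changed its direction or its side of the threshold with this pseudocount or either eBayes setting.

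Without the expression filter, 25788 genes were tested. The genes at an adjusted p under 0.05 were 402 higher and 312 lower in the Jak2WT dKO comparison (with the filter 901 and 716), 714 lower in the background comparison of dKO clones (1177), and 165 positive and 181 negative in the interaction (558 and 698). More genes are tested here, and 2253 of the 3533 genes past the threshold in the Jak2V617F dKO comparison remained, 609 of 1617 in the Jak2WT dKO comparison and 294 of 1256 in the interaction. The camera FDR fell under 0.05 with a median of -0.33 for the OXPHOS panel in the Jak2V617F dKO comparison, 0.13 for the Fig. S6 genes in the Jak2WT dKO comparison and -0.53 for the glycolysis panel in the interaction. The amino acid biosynthesis genes changed sign in the Jak2V617F dKO comparison, to 0.019. Medians of chromosomes shrank to -0.074 and 0.067 for chromosome 16 in the background comparison and in the Jak2V617F dKO comparison, and in the latter to -0.0093 for chromosome 3 and -0.0032 for chromosome 13, since many of the added genes have values near 0 on the log scale. With a filter on the mean FPKM, 11115 genes were tested, and the median of the amino acid biosynthesis genes was 0.050 and that of the glucose transporters -0.90 in the Jak2V617F dKO comparison, both with the sign changed, and fewer of the transporters were tested.

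With each library scaled to the same total, the split of the calls between the directions changed by more than 10 percentage points in the comparisons given here. It was 2191 higher and 1441 lower in the Jak2V617F dKO comparison (as deposited 1614 and 1919), 686 higher and 1320 lower in the Jak2WT dKO comparison (as deposited 901 and 716), 1221 and 2926 in the background comparison (as deposited 1812 and 1765), and 1131 positive and 367 negative in the interaction (as deposited 558 and 698). For the interaction, the median of all genes moved from -0.039 to 0.14. Past the thresholds of Fig. S5A, 573 genes were higher. The amino acid panel kept its sign in the Jak2V617F dKO comparison with -0.17 but lost the threshold. In that comparison the apoptosis panel changed sign to 0.054 and the amino acid biosynthesis genes to 0.064. For the background comparison, the glycolysis panel changed to -0.073, the OXPHOS panel to -0.11, the amino acid panel to -0.028, the nuclear OXPHOS subunits to -0.11 and the amino acid biosynthesis genes to -0.063, and in the interaction the apoptosis panel to 0.15. Among genes, Got2 (0.064), Acadl (0.074) and Bak1 (0.054) changed sign in the Jak2V617F dKO comparison, and Ndufb8 (-0.11), Slc1a5 (-0.014) and Got1 (-0.028) in the background comparison. This scaling adds one shift per library to all genes and makes the added 1 small beside them, which also enlarged chromosome 16 to -0.54 and 0.41. Scaling by the median ratio moved the amino acid biosynthesis genes to 0.0019, Got2 to 0.0019 and Acadl to 0.011 in the Jak2V617F dKO comparison, all with the sign changed, and brought the Fig. S6 genes under the threshold in the Jak2WT dKO comparison with a median of 0.12.

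Voom on the recovered reads gave 1091 genes lower in the Jak2WT dKO comparison, against 716 with limma on log2(FPKM + 1), and 554 higher and 405 lower past the thresholds of Fig. S5A in the Jak2V617F dKO comparison. Granulocytic genes changed sign there to -0.051, the Fig. S6 genes passed in the Jak2WT dKO comparison with a median of 0.16, and the interferon response genes did not pass in the interaction (0.40). Chromosome 16 was at -0.41 in the background comparison and at 0.35 in the Jak2V617F dKO comparison. Fits of only the groups compared, which cannot give the interaction, have 2 residual degrees of freedom. They gave 764 genes higher and 853 lower in the Jak2V617F dKO comparison, of which 1588 were among the genes called with all libraries, and 436 and 592 in the background comparison of dKO clones, where all libraries gave 842 and 1177. The amino acid panel, at an unchanged -0.25, did not pass in the Jak2V617F dKO comparison, and the Fig. S6 genes, at 0.13, passed in the Jak2WT dKO comparison. Medians are the same in these fits by construction, and the estimate of the spread alone differs.

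When camera estimated the correlation within each list, no list passed in the comparisons given here, while the medians are the same by construction. Lists that passed with the preset correlation and not here were, in the Jak2V617F dKO comparison, -0.75 for the glycolysis panel, -0.25 for the amino acid panel, 0.55 for the DNA damage response panel, 0.53 for the cell cycle panel, 1.29 for the replication fork genes, 1.58 for the G1/S checkpoint genes, 1.15 for the DNA repair genes, 1.32 for the Fig. S6 genes, 1.26 for the upregulated genes of Fig. 4A, -1.37 for the downregulated genes of Fig. 4A, 1.20 for the RT-qPCR genes of Fig. 4B, -0.46 for the glucose metabolism genes of Fig. S5B, -1.17 for the glycolytic enzymes, -1.27 for the HIF-1 targets, -0.21 for the nuclear OXPHOS subunits, -0.92 for the ATF4 targets, -0.31 for the fatty acid oxidation genes, 0.76 for the DNA replication genes, 0.97 for the S phase genes, 0.27 for the G2/M genes, 1.29 for the interferon response genes and 1.12 for the erythroid genes (FDR 0.182 to 0.584). Lists that no longer passed in the Jak2WT dKO comparison were -0.63 for the HIF-1 targets, -0.52 for the glycolytic enzymes, 0.73 for the interferon response genes, 0.16 for the upregulated genes of Fig. 4A, -0.51 for the downregulated genes of Fig. 4A and -0.27 for the G2/M genes (FDR 0.308 to 0.733), in the background comparison -0.50 for the DNA damage response panel, -0.50 for the cell cycle panel, -0.84 for the Fig. S6 genes, 0.69 for the erythroid genes and 0.62 for the ATF4 targets (FDR 0.472 to 0.496), and in Jak2V617F GLUT1/3 dKO against Jak2WT GLUT1/3 WT 0.41 for the Fig. S6 genes (FDR 0.509). For the interaction they were -0.37 for the amino acid panel, 0.62 for the DNA damage response panel, 0.77 for the cell cycle panel, 1.16 for the Fig. S6 genes, -1.01 for the ATF4 targets, 1.13 for the replication fork genes, 1.46 for the G1/S checkpoint genes, 1.14 for the DNA repair genes, 1.10 for the upregulated genes of Fig. 4A, -0.78 for the downregulated genes of Fig. 4A, 1.10 for the RT-qPCR genes of Fig. 4B, -0.60 for the glycolytic enzymes, -0.51 for the HIF-1 targets, -0.27 for the amino acid biosynthesis genes, 0.71 for the DNA replication genes, 0.84 for the S phase genes, 0.54 for the G2/M genes, 0.51 for the interferon response genes, 0.56 for the erythroid genes and 0.20 for the cholesterol synthesis genes (FDR 0.272 to 0.572). With 4 residual degrees of freedom the estimate of such a correlation is itself uncertain, and genes of one pathway that differ between clones raise it.

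The fry test, with the same medians, passed lists that camera did not. They were -0.35 for the OXPHOS panel, -0.038 for the apoptosis panel, 1.40 for the labelled genes of Fig. S5A and 0.094 for the glucose transporters in the Jak2V617F dKO comparison, 0.12 for the amino acid panel and -2.10 for the granulocytic genes in the background comparison, and -0.53 for the glycolysis panel in the interaction. Lists that camera passed and fry did not were 0.56 for the erythroid genes and 0.20 for the cholesterol synthesis genes in the interaction and 0.16 for the upregulated genes of Fig. 4A and -0.27 for the G2/M genes in the Jak2WT dKO comparison. Fry, as used here, tests whether the genes of a list changed on average in a common direction, and camera whether they changed more than the other genes.

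The share of variance on the first principal component was 40.7% without the filter and 31.8% with genes scaled to unit variance, and on the second 23.9% with a pseudocount of 0.1. Squared correlations between the clones of Jak2WT GLUT1/3 WT, Jak2WT GLUT1/3 dKO, Jak2V617F GLUT1/3 WT and Jak2V617F GLUT1/3 dKO were, in this order, 0.942, 0.947, 0.929 and 0.931 with a pseudocount of 0.1, 0.987, 0.988, 0.984 and 0.981 without the filter, 0.375, 0.268, 0.271 and 0.176 with unit variance and 0.990, 0.991, 0.988 and 0.986 over all listed genes. Between groups, the order is dKO with GLUT1/3 WT in Jak2WT and in Jak2V617F, both GLUT1/3 WT groups, both dKO groups, Jak2WT GLUT1/3 dKO with Jak2V617F GLUT1/3 WT, and Jak2WT GLUT1/3 WT with Jak2V617F GLUT1/3 dKO. These means were 0.901, 0.861, 0.820, 0.844, 0.821 and 0.790 with a pseudocount of 0.1, 0.974, 0.959, 0.954, 0.959, 0.953 and 0.943 without the filter, 0.0145, 0.0557, 0.0607, 0.0137, 0.188 and 0.163 with unit variance and 0.981, 0.97, 0.966, 0.97, 0.965 and 0.958 over all listed genes. Genes with values near 0 in every library raise the correlation and unit variance removes the differences in level between genes, by construction. The correlation between the effects of Jak2V617F and of GLUT1/3 loss was -0.32 with both Jak2V617F GLUT1/3 WT clones in both effects, and -0.21 and -0.21 with a different clone of that group in each, clone 1 or clone 3 against Jak2WT in turn.

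The clones of every group carry the numbers 1 and 3, and the study does not say that clones with the same number in different groups share a preparation. The difference between clones 1 and 3 correlated across genes between groups by -0.25 to 0.15, with both signs, so the numbers do not pair the clones. With the clone number as a replicate block all the same, the counts were 1486 higher and 1740 lower in the Jak2V617F dKO comparison, 742 and 581 in the Jak2WT dKO comparison, and 446 positive and 510 negative in the interaction.

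Each of the 8 libraries was left out in turn. Where this left a group with 1 clone, a value and no test was taken, and leaving out a library of another group changes the estimate of the spread alone. Ranges below give the lowest and the highest value over these fits, and a library is named, by its GLUT genotype and clone number, where leaving it out changed the sign or moved the value by more than 1.5 times. For the Jak2V617F dKO comparison, the genes at an adjusted p under 0.05 were 1296 to 1358 higher and 1523 to 1627 lower in the fits without a Jak2WT library. Medians in this comparison were -1.11 to -0.71 for the glycolysis panel, 0.38 to 0.67 for the cell cycle panel, 1.19 to 1.42 for the replication fork genes, 1.11 to 1.35 for the DNA repair genes, 1.25 to 1.43 for the Fig. S6 genes, -1.48 to -1.33 for the downregulated genes of Fig. 4A and 1.11 to 1.31 for the RT-qPCR genes of Fig. 4B. Other ranges were -0.49 to -0.38 for the glucose metabolism genes of Fig. S5B, -1.29 to -0.99 for the glycolytic enzymes, -0.28 to -0.16 for the nuclear OXPHOS subunits, 0.76 to 0.89 for the DNA replication genes and 1.04 to 1.34 for the interferon response genes. Medians that single clones moved more ran from -0.49 to -0.22 without WT 1 for the OXPHOS panel, -0.080 without dKO 1 to 0.12 without WT 1 (-0.070 without WT 3 and 0.091 without dKO 3) for the fatty acid panel, 0.17 without WT 3 to 0.31 for the mitochondrially encoded OXPHOS subunits, -0.15 without WT 3 to 0.014 without WT 1 (-0.047 without dKO 1 and 0.014 without dKO 3) for the amino acid biosynthesis genes and -0.077 without dKO 1 to 0.021 (-0.029 without WT 1, -0.024 without WT 3 and -0.035 without dKO 3) for the p53 targets. Such ranges were also -0.048 without dKO 1 to 0.064 without dKO 3 (0.063 without WT 1 and -0.019 without WT 3) for the intrinsic apoptosis genes, 0.23 without dKO 1 to 0.65 for the STAT5 targets, -0.20 without dKO 3 to 0.66 without dKO 1 (0.15 without WT 3) for the granulocytic genes and -0.092 without WT 3 to 0.17 without WT 1 (0.10 without dKO 1 and -0.064 without dKO 3) for the cholesterol synthesis genes. Single genes ran from 1.18 to 1.46 for Pcna, 0.88 to 1.29 for Chek1, -0.15 without WT 3 to 0.094 without WT 1 (-0.047 without dKO 1 and -0.0086 without dKO 3) for Got2, -0.033 without WT 3 to 0.39 without WT 1 (0.043 without dKO 1 and 0.31 without dKO 3) for Cpt1a, -0.15 without WT 3 to 0.12 without WT 1 (-0.11 without dKO 1 and 0.077 without dKO 3) for Acadl and -0.21 without dKO 3 to 0.51 without dKO 1 (0.23 without WT 1 and 0.074 without WT 3) for H2ax. Ranges of further genes were -0.17 without WT 3 to 0.10 without WT 1 for Bak1, -0.16 without dKO 1 to 0.23 without dKO 3 (-0.021 without WT 1 and 0.093 without WT 3) for Bcl2l11, -0.072 without dKO 3 to 0.21 without dKO 1 (0.15 without WT 1 and -0.021 without WT 3) for Ccna2 and -0.49 without dKO 3 to 0.13 without dKO 1 for Ccnb1. Without a change of sign, single clones moved Uqcrc2 to -0.21 without WT 1, Glud1 to -0.064 without dKO 1 and -0.27 without dKO 3, Chek2 to 0.19 without WT 1, and Atm to 0.35 without dKO 3. Casp8 moved likewise to -0.066 without WT 3 and -0.059 without dKO 1, and Bax to -0.31 without dKO 1 and -0.088 without dKO 3. Without dKO 1, Sdhb and Slc1a5 both moved to 0.11. Chromosome medians ran from 0.23 to 0.32 for chromosome 16, -0.37 to -0.14 without dKO 1 for chromosome 3 and -0.34 without dKO 3 to 0.00057 without dKO 1 for chromosome 13.

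For the Jak2WT dKO comparison, leaving out libraries gave medians of 0.23 to 0.42 for the G1/S checkpoint genes, -0.77 to -0.54 for the HIF-1 targets, 0.62 to 0.81 for the interferon response genes and -0.35 to -0.20 for the G2/M genes. Medians that single libraries moved more ran from 0.018 without dKO 3 to 0.23 without dKO 1 (0.054 without WT 1 and 0.18 without WT 3) for the replication fork genes, 0.068 without dKO 3 to 0.27 without WT 3 (0.22 without dKO 1) for the DNA repair genes, 0.068 without dKO 3 to 0.22 without dKO 1 (0.072 without WT 1 and 0.21 without WT 3) for the Fig. S6 genes, 0.0298 without dKO 3 to 0.21 without dKO 1 (0.079 without WT 1) for the S phase genes, -0.14 without dKO 1 to 0.0028 without dKO 3 (-0.018 without WT 1) for the ATF4 targets and 0.076 without dKO 3 to 0.27 without dKO 1 (0.11 without WT 1 and 0.24 without WT 3) for the upregulated genes of Fig. 4A. Genes there ran from -0.23 without WT 1 to 0.042 without WT 3 (0.020 without dKO 1 and -0.21 without dKO 3) for E2f1 and -0.028 without dKO 3 to 0.40 without dKO 1 for Pidd1. Other genes kept their sign and moved, with Pcna to 0.15 without dKO 3 and Slc2a3 to -0.92 without dKO 1. The Fig. S6 genes passed the camera threshold in this comparison without either Jak2V617F GLUT1/3 WT clone, with a median unchanged by construction. Among the GLUT1/3 WT clones, Jak2V617F against Jak2WT had medians of -0.50 to -0.47 for the DNA damage response panel, -0.32 to -0.23 for the apoptosis panel, -0.57 to -0.43 for the cell cycle panel, 0.56 to 0.71 for the erythroid genes and -2.47 to -1.72 for the granulocytic genes. Those moved more ran from -0.0078 without Jak2V617F WT 3 to 0.20 without Jak2V617F WT 1 (0.14 without Jak2WT WT 1 and 0.022 without Jak2WT WT 3) for the glycolysis panel, -0.037 without Jak2WT WT 1 to 0.14 without Jak2V617F WT 3 (0.12 without Jak2WT WT 3 and -0.034 without Jak2V617F WT 1) for the OXPHOS panel, -0.35 without Jak2V617F WT 1 to -0.0082 without Jak2V617F WT 3 for the fatty acid panel, -0.020 without Jak2V617F WT 1 to 0.10 without Jak2V617F WT 3 (0.011 without Jak2WT WT 1 and 0.094 without Jak2WT WT 3) for the nuclear OXPHOS subunits and 0.034 without Jak2WT WT 1 to 0.12 for the amino acid biosynthesis genes. The granulocytic genes passed camera there without either Jak2V617F GLUT1/3 dKO clone, which changes the spread alone. Genes in this comparison ran from -0.058 without Jak2V617F WT 1 to 0.14 without Jak2V617F WT 3 (-0.037 without Jak2WT WT 1 and 0.12 without Jak2WT WT 3) for Ndufb8, -0.059 without Jak2WT WT 1 to 0.023 without Jak2WT WT 3 (-0.034 without Jak2V617F WT 1 and -0.0026 without Jak2V617F WT 3) for Sdhb and -0.26 without Jak2V617F WT 1 to 0.024 without Jak2V617F WT 3 (-0.20 without Jak2WT WT 1 and -0.038 without Jak2WT WT 3) for Uqcrc2, and the chromosome median from -0.36 to -0.30 for chromosome 16. In Jak2V617F GLUT1/3 dKO against Jak2WT GLUT1/3 WT, it was 0.39 to 0.49 for the Fig. S6 genes.

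Medians of the interaction ran over -0.45 to -0.35 for the amino acid panel, 0.43 to 0.81 for the DNA damage response panel, 0.60 to 0.93 for the cell cycle panel, 1.06 to 1.32 for the Fig. S6 genes, -1.13 to -0.81 for the ATF4 targets, 1.04 to 1.31 for the replication fork genes and 1.28 to 1.63 for the G1/S checkpoint genes when libraries were left out. Further interaction medians were 0.95 to 1.26 for the DNA repair genes, 0.96 to 1.20 for the upregulated genes of Fig. 4A, -0.79 to -0.45 for the glycolytic enzymes, 0.66 to 0.84 for the DNA replication genes, 0.74 to 0.91 for the S phase genes and 0.48 to 0.65 for the G2/M genes. Ranges in which single libraries moved the interaction more were -0.59 to -0.22 without Jak2V617F WT 3 (-0.29 without Jak2V617F dKO 1) for the glycolysis panel, -0.33 without Jak2V617F WT 3 to -0.071 without Jak2V617F WT 1 (-0.13 without Jak2WT WT 1) for the OXPHOS panel, -0.089 without Jak2WT dKO 3 to 0.059 without Jak2V617F WT 1 (0.023 without Jak2WT WT 1, -0.071 without Jak2WT WT 3 and 0.017 without Jak2WT dKO 1) for the apoptosis panel and -0.42 without Jak2V617F dKO 3 to -0.20 for the amino acid biosynthesis genes, and 0.23 without Jak2V617F dKO 3 to 0.65 for the interferon response genes, 0.37 to 0.84 without Jak2V617F WT 1 for the erythroid genes and 0.094 without Jak2V617F WT 3 to 0.43 without Jak2V617F WT 1 (0.38 without Jak2V617F dKO 1) for the cholesterol synthesis genes. Principal component 1 held 42.9% of the variance without Jak2WT GLUT1/3 WT clone 1 to 49.4% without Jak2V617F GLUT1/3 WT clone 1, and component 2 24.2% without Jak2V617F GLUT1/3 WT clone 1 to 31.1% without Jak2WT GLUT1/3 WT clone 1. The correlation between the effects of Jak2V617F and of GLUT1/3 loss ran from -0.41 without Jak2V617F GLUT1/3 WT clone 3 to -0.23 without Jak2V617F GLUT1/3 dKO clone 3.

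As for depth, thinning every library to 16846011 reads, those of the smallest, left 1511 genes higher and 1822 lower in the Jak2V617F dKO comparison, 805 and 635 in the Jak2WT dKO comparison, and 490 positive and 591 negative in the interaction. None of these counts moved by more than 1.5 times. It limits genes with a low FPKM, whose fold changes rest on few reads in the smallest library.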

Differences from the paper's values

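With the thresholds of Fig. S5A in Jak2V617F GLUT1/3 dKO against GLUT1/3 WT, 315 genes were higher, where the paper's plot gives about 750 in Fig. S5A, read by eye, and 245 were lower, where it gives about 460 in Fig. S5A, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.1 (558 higher), libraries scaled to the same total (573) and voom on the recovered reads (554) came within 1.5 times of the paper's count of higher genes, and the others did not. For the lower genes, a pseudocount of 0.1 (371) and voom (405) did, and the others did not, among them scaling to the same total (284). The log2 fold change of Wwox was -3.35 against the paper's about -4.0 in Fig. S5A, read by eye. It was -3.93 with a pseudocount of 0.1 and -4.02 with voom, which do not differ from the paper's by more than the standard error, and -3.69 with libraries scaled to the same total, which does, as do the others. For Pdk1 it was -1.90 against the paper's about -2.0 in Fig. S5B, read by eye, and within the standard error of it with a pseudocount of 0.1 (-2.00), with voom (-2.00), without Jak2V617F GLUT1/3 WT clone 3 (-1.94) and without dKO clone 1 (-1.99), but not under the other alternatives.

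The squared correlation between Jak2WT GLUT1/3 WT and Jak2WT GLUT1/3 dKO libraries was 0.942 against the paper's about 0.98 in Fig. S4C, read by eye. Between Jak2WT GLUT1/3 WT and Jak2V617F GLUT1/3 dKO it was 0.865 against the paper's about 0.96 in Fig. S4C, read by eye, and between Jak2V617F GLUT1/3 WT and dKO 0.907 against the paper's about 0.97 in Fig. S4C, read by eye. None of the alternatives set before the data were examined closed these gaps, the nearest being those without the filter, with 0.974, 0.943 and 0.959. Over all listed genes, a setting chosen after seeing the values, they were 0.981, 0.958 and 0.97, of which the last 2 do not differ from the paper's by more than the SD over pairs of libraries and the first rounds to the paper's.

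The paper describes lower OXPHOS genes in Jak2V617F GLUT1/3 dKO cells. The panel of Fig. 3A had a median of -0.35 and a camera FDR of 0.108, and passed an FDR under 0.05 with fry (0.0215) and without the expression filter (0.0284), within 0.0215 to 0.539 over the alternatives. It describes higher apoptosis genes in the same cells, where the panel had a median of -0.038 with 2 of its genes higher at an adjusted p under 0.05, and passed with fry alone (0.00948, within 0.00948 to 0.881). It describes lower amino acid biosynthesis, where the genes listed here had a median of -0.028 and no alternative gave an FDR under 0.05 (within 0.0595 to 0.923). The paper draws here on a KEGG enrichment, which was not recomputed. As the list used here was written by hand, the genes compared may differ from those of the paper. Its statement that OXPHOS and amino acid genes were higher in Jak2V617F than in Jak2WT cells with intact GLUT1/3 met a median of 0.040 for the OXPHOS panel (FDR within 0.137 to 0.795) and of 0.12 for the amino acid panel, which passed with fry (0.00548, within 0.00548 to 0.499). The paper limits the rise of the Fig. S6 genes to Jak2V617F cells, and in Jak2WT cells the list, with a median of 0.13, passed camera without the expression filter, with voom, with the libraries scaled by their median ratio, in a fit of only these groups and without either Jak2V617F GLUT1/3 WT clone (FDR within 0.00644 to 0.750). The exon number the paper gives for the GLUT3 guide is not that of the transcript Slc2a3-201, where the guide lies in exon 3.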

Other observations

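The test in this part, of the region around Wwox, was chosen before its result was seen. DKO comparisons and the background comparison are named as in the part on processing. At an adjusted p under 0.05, 753 genes were past the threshold both in the Jak2V617F dKO comparison and in the Jak2WT dKO comparison, 670 in the same and 83 in the opposite direction, with a correlation across genes of 0.37. Of the genes shared by the Jak2V617F dKO comparison and the background comparison, 1605 in all, 1373 went in opposite and 232 in the same direction, and the correlation was -0.32. These comparisons share the Jak2V617F GLUT1/3 WT clones with opposite signs, which alone gave a mean correlation of -0.50 over 100 simulations of groups without a change, and -0.00027 when each comparison used a different clone. With different clones the data gave -0.21 both ways round (SD over the choices of 1 clone per group 0.079). Leaving out a library moved the correlation of -0.32, in which the clones are shared, between -0.41 (without Jak2V617F GLUT1/3 WT clone 3) and -0.23 (without Jak2V617F GLUT1/3 dKO clone 3).

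Among the dKO clones, 842 genes were higher and 1177 lower in Jak2V617F than in Jak2WT, and in Jak2V617F GLUT1/3 dKO against Jak2WT GLUT1/3 WT 1762 were higher and 1960 lower. Both clones of one group lay apart from both of the other for 60.6% and 69.6% of the genes, against 33.3% by chance. In the Jak2WT dKO comparison, 901 genes were higher and 716 lower, and both clones lay apart for 66.2%. Jak2 had an FPKM of 251 ± 11.1 in Jak2WT GLUT1/3 WT, 231 ± 18.1 in Jak2WT GLUT1/3 dKO, 139.6 ± 0.302 in Jak2V617F GLUT1/3 WT and 159 ± 9.23 in Jak2V617F GLUT1/3 dKO (mean and SD, n = 2), and the values do not separate the alleles or any introduced copy.

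Of 20 listed ATF4 targets, 17 were tested, 7 are also among the amino acid biosynthesis genes listed here and 1 was picked by the study from these libraries. In the Jak2V617F dKO comparison they were 0 higher and 15 lower at an adjusted p under 0.05 (0 and 15 adjusted over the list alone), with a median of -0.92 (camera FDR = 2.0e-08) and 0 higher at an unadjusted p under 0.05. In the background comparison they were 11 higher and 0 lower at an adjusted p under 0.05 (12 and 1 adjusted over the list alone), with a median of 0.62 (camera FDR = 0.000134) and 1 lower at an unadjusted p under 0.05. In the Jak2WT dKO comparison the median was -0.069 (camera FDR = 0.981), or 0.0028 without Jak2WT GLUT1/3 dKO clone 3, -0.14 without dKO clone 1 and -0.018 without GLUT1/3 WT clone 1. HIF-1 targets were 0 higher and 17 lower at an adjusted p under 0.05 (0 and 24 adjusted over the list alone) in that comparison, with 0 higher at an unadjusted p under 0.05 and a median of -0.63 (camera FDR = 1.4e-13), and the 17 glycolytic enzymes had a median of -0.52 (camera FDR = 1.4e-05).

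All 10 listed STAT5 targets were tested, of which 0 were picked by the study from these libraries. In the Jak2V617F dKO comparison they were 5 higher and 2 lower at an adjusted p under 0.05 (5 and 2 adjusted over the list alone), with a median of 0.44 (camera FDR = 0.0791), or 0.23 without dKO clone 1 and 0.65 without dKO clone 3. Of 16 granulocytic genes, 8 were tested, and the study picked 1 of those listed from these libraries. They were 1 higher and 1 lower at an adjusted p under 0.05 (1 and 1 adjusted over the list alone) in that comparison, with a median of 0.23 (camera FDR = 0.687) that was -0.20 without dKO clone 3, 0.66 without dKO clone 1 and 0.15 without GLUT1/3 WT clone 3. In the background comparison they were 1 higher and 5 lower at an adjusted p under 0.05 (1 and 5 adjusted over the list alone), with a median of -2.10, a camera FDR of 0.0612 and a fry FDR of 0.0200. This median depended on the settings and ran from -3.55 to -0.021 over the alternatives that left out no library. Erythroid genes there were 9 higher and 1 lower at an adjusted p under 0.05 (9 and 1 adjusted over the list alone), with a median of 0.69 (camera FDR = 0.000990). Of 19 cholesterol synthesis genes, 17 were tested, and in the Jak2V617F dKO comparison they were 0 higher and 3 lower at an adjusted p under 0.05 (0 and 0 adjusted over the list alone), with 1 higher and 4 lower at an unadjusted p under 0.05. Their median was 0.046 (camera FDR = 0.940), or -0.092 without GLUT1/3 WT clone 3, 0.17 without GLUT1/3 WT clone 1, -0.064 without dKO clone 3 and 0.10 without dKO clone 1. The 25 tested genes labelled in Fig. S5A, which go both ways, had a median of 1.40 (camera FDR = 0.999, fry FDR = 0.000914). As they go both ways this median says little, and it ran from 0.0098 to 1.77 over the alternatives that left out no library.

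Wwox, whose levels are given with Fig. S5A, and Ablim1 were high in both Jak2V617F GLUT1/3 WT clones and in no other library, with an FPKM of 6.00 for Ablim1 there and of 0.178, 0.0864 and 0.146 in Jak2WT GLUT1/3 WT, Jak2WT GLUT1/3 dKO and Jak2V617F GLUT1/3 dKO. A gain of the region around Wwox in these clones was tested as a hypothesis. The 10 other genes tested near it on chromosome 8 had a median log2 fold change of 0.0047 against Jak2WT GLUT1/3 WT, which argues against such a gain, and an insertion or a change of Wwox alone may still be the cause, which these values do not test. No biological explanation was tested.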
